# Genome Wide Analysis of the Transcriptional Profiles in Different Regions of the Developing Rice Grains

**DOI:** 10.1186/s12284-020-00421-4

**Published:** 2020-09-07

**Authors:** Ting-Ying Wu, Marlen Müller, Wilhelm Gruissem, Navreet K. Bhullar

**Keywords:** RNA-sequencing, Rice grain filling, Laser capture microdissection, Cross cells, Nucellar epidermis, Ovular vascular trace, Endosperm, Aleurone layer

## Abstract

**Background:**

Rice is an important food source for humans worldwide. Because of its nutritional and agricultural significance, a number of studies addressed various aspects of rice grain development and grain filling. Nevertheless, the molecular processes underlying grain filling and development, and in particular the contributions of different grain tissues to these processes, are not understood.

**Main Text:**

Using RNA-sequencing, we profiled gene expression activity in grain tissues comprised of cross cells (CC), the nucellar epidermis (NE), ovular vascular trace (OVT), endosperm (EN) and the aleurone layer (AL). These tissues were dissected using laser capture microdissection (LCM) at three distinct grain development stages. The mRNA expression datasets offer comprehensive and new insights into the gene expression patterns in different rice grain tissues and their contributions to grain development. Comparative analysis of the different tissues revealed their similar and/or unique functions, as well as the spatio-temporal regulation of common and tissue-specific genes. The expression patterns of genes encoding hormones and transporters indicate an important role of the OVT tissue in metabolite transport during grain development. Gene co-expression network prediction on OVT-specific genes identified several distinct and common development-specific transcription factors. Further analysis of enriched DNA sequence motifs proximal to OVT-specific genes revealed known and novel DNA sequence motifs relevant to rice grain development.

**Conclusion:**

Together, the dataset of gene expression in rice grain tissues is a novel and useful resource for further work to dissect the molecular and metabolic processes during rice grain development.

## Introduction

Rice (*Oryza sativa* L.) is the second most consumed crop worldwide, with nearly 3.5 billion people depending on it as a staple food. The consumption of polished rice grains is extensive in Asian countries where it provides nearly 20% of the daily caloric intake (Thomson 2003). These facts emphasize the importance of understanding the regulatory networks and molecular processes controlling grain development and grain filling in rice.

Seed development in monocots varies significantly from that in dicots. Rice grains have been anatomically characterized and comprise the embryo and specific surrounding tissues, including the endosperm, nucellar epidermis, cross-cells, ovular vascular trace and aleurone layer (Krishnan and Dayanandan 2003). The endosperm (EN) is the major storage tissue for starch that nourishes the developing embryo and contributes most significantly to human nutrition. The nucellar epidermis (NE), which differentiates from maternal tissues at around five days after flowering (DAF), supports endosperm development. The aleurone layer (AL) differentiates from the endosperm at about 8–10 DAF and has a broader metabolite profile than the central endosperm. The cross-cells (CC) produce photosynthates and transport them into the endosperm; they can be well differentiated from other tissues because of their distinct green color. The ovular vascular trace (OVT) facilitates transfer of metabolites from the flag leaf to the endosperm and to the developing embryo. The anatomical studies have provided an overview of rice grain morphology (Krishnan and Dayanandan 2003), however, the molecular processes associated with rice grain development and physiological processes are largely unknown. Here we provide a detailed analysis of gene expression in the developing rice grain tissues during the filling stage to fill this knowledge gap.

RNA sequencing (RNA-seq) has been widely used for analyzing transcriptome changes during plant development and in response to stresses. Transcriptome analysis of seeds to identify important genes and regulators expressed at different developmental stages and/or in specific tissues has also been reported. To date, the most comprehensive study on spatiotemporal gene expression networks during seed development was reported for Arabidopsis (*Arabidopsis thaliana*) by using a combination of laser-capture microdissection (LCM) and microarray analysis of tissues to identify 31 distinct sub-regions in the seed (Le et al. 2010; Belmonte et al. 2013). Among them, the chalaza is a unique tissue type highly enriched for the expression of genes related to hormone biosynthesis and ubiquitin-dependent protein catabolism. In monocots, gene expression analysis primarily focused on crop grains, including wheat, barley, maize and rice, but mostly on one or two grain sub-regions at a time (Gillies et al. 2012; Thiel et al. 2012; Gao et al. 2013; Li et al. 2014). These studies indicated complex regulatory networks in various tissue types (Lu et al. 2013b; Li et al. 2014; Zhan et al. 2015). The differential expression of genes within the maternal and filial compartments of maize kernel highlighted their significant roles in endosperm development (Zhan et al. 2015). Strong temporal specificity for expression of several genes including transcription factors were also reported during early stages of maize seed development (Yi et al. 2019). A time course analysis of transcription in barley grain revealed expression changes for genes encoding transcription factors and hormone signal transduction-related proteins, as well as genes encoding sugar-metabolism-related proteins (Bian et al. 2019). In rice seeds, embryo and endosperm regions are the most studied grain tissues for gene expression patterns (Zhu et al. 2002; Xu et al. 2012b; Xue et al. 2012; Gao et al. 2013; Ishimaru et al. 2019).

The activity and regulatory patterns of gene expression in several important sub-regions of the rice grain have not been reported. For example, the expression of genes for proteins that selectively transport micronutrients into different sub-regions during grain filling is unknown. Also, the gene regulatory networks that determine the function of the distinct tissues and cell types is poorly understood in developing rice grains. Therefore, we dissected five sub-regions of rice grains including EN, CC, NE, OVT and AL at three different time points during grain filling. Using a combination of LCM and RNA sequencing approaches, we profiled gene expression activities in the individual grain tissues. The analysis revealed the molecular mechanisms and regulatory patterns that are common or unique to these specific grain tissues. The data compendium provides an important foundation for further research, breeding and advanced biotechnological applications to improve rice grains.

## Results

### Spatio-Temporal Resolution of mRNA Profiles during Rice Grain Development

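OsHMA2, OsOPT7 and OsYUCCA7 were higher in OVT and 32 of 38 photosynthesis genes in CC at 4 DAF. The 28 libraries compared here form 13 groups of 1 to 3 libraries, with CC, NE, OVT and EN at 4, 8 and 16 DAF and AL at 16 DAF only. OsHMA2 (Os06g0676000) reached 23550 ± 5885 (SD, n = 3) in OVT at 4 DAF and 286 in NE and 167 in CC. Values are the signal of each gene after the authors' scaling, which is not a count of reads. Each tissue was compared with the mean of the other 3 tissues of its stage, and each stage with the mean of the other 2 stages of its tissue, on log2(value + 10) in limma with 1 variance per gene over all 13 groups; "higher", "lower", "rose" and "fell" mean an adjusted p under 0.05 over 27529 genes unless another rule is named. EN at 4 DAF, CC at 8 DAF and OVT at 16 DAF have 1 library each, and their tests assume that the lone sample varies as the other groups do. Table S8 marks the OVT library of 16 DAF as excluded. Whether the replicates came from separate grains is not stated per library, so p measures the spread between these libraries; the reads are PCR copies without molecular tags, so a count of reads bounds counting error only. Where a group has a value of 0, the fitted fold change depends on the added 10 and is no bound; 3 reads correspond to a value of 0.132 in the deepest library and 33.4 in OVT at 16 DAF.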

Gene expression was analyzed in five sub-regions of the developing rice grain comprising the CC, NE, OVT, EN and AL tissues that were collected by laser-capture micro dissection at 4, 8 and 16 DAF (Fig. 1a, Fig. S1). RNA sequence reads were quality checked and over 20,000 genes were identified with statistically significant expression (reads higher than 10, *p* < 0.001). 

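NE at 16 DAF, whose libraries hold 15099068, 19298197 and 97250200 estimated reads, had 24116 genes with more than 10 reads in at least 1 library, and AL had 22947. CC at 8 DAF had 7995 such genes in 1 library of 815257 reads, and OVT at 16 DAF 4946 in 1 library of 2627232, which Table S8 marks as excluded. OsFIB (Os01g0169800) was detected in OVT at 4 and 8 DAF and at 0 in OVT at 16 DAF. Over all 28 libraries 29173 genes passed 10 reads, and 21573 passed when every library was thinned to the smallest. The number per group follows depth and the number of libraries as well as tissue, and only a read minimum was applied, without a test.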

Genes with expression specific to each sub-region and grain development stages were compared using hierarchical clustering and principal component analysis (PCA). The biological replicates from individual sub-regions clustered together and PCA collectively identified 79% variance in our dataset (Fig. 1, Fig. S2). 

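Most of the spread on the main axis of variation lies between the 13 tissue and stage groups, which account for 94.2% of component 1, with tissues at 61.7% and stages at 50.1%. Libraries of 1 group correlated on average at 0.807 (range 0.645 to 0.955 over 20 pairs) and libraries of different groups at 0.633, a difference of 0.174 (permutation of the group names, p = 1e-05, the smallest that 100000 draws can give). Of the 25 libraries with a replicate, 11 had a replicate as their nearest library. The NE and AL libraries MM17 of 16 DAF correlated at 0.99, more than any 2 replicates. Components 1 to 3 of all 27529 genes carried 20.1, 13.1 and 10.4% of the variance, 43.6% together, 78.2% with the 500 genes of highest variance and 62.1% over group means.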

The dataset was further analyzed to separate genes for their tissue- and stage-specific expression. The genes with a preferentially higher expression level (with the highest number of reads, p < 0.001) in a particular sub-region or at a particular developmental time point were assigned to be tissue-specific and stage-specific differentially expressed genes (DEGs), respectively. 

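OsYUCCA7, OsOPT7 and OsHMA2 in OVT, OsZIP3 and OsIAA29 in EN, OsCOPT4 and OsNCED1 in CC are among the 4032 genes specific to a tissue or a stage. A gene was called specific where its group had the highest mean, above a value of 10, and differed at unadjusted p under 0.001 from every other group: 3090 genes were specific to a tissue within a stage and 2551 to a stage within a tissue. With the genes that differ between AL and another tissue at 16 DAF (p under 0.05 and more than 2-fold), the total is 14921. In simulated data, 4.5 to 15% of genes raised 8-fold over the other tissues were called tissue-specific, so the absence of a gene from these sets says little. Among unchanged simulated genes, groups of 1 library gave 47 to 92 tissue-specific calls and replicated groups 0 to 2, and stage-specific calls were 82 to 116 in OVT at 16 DAF and 2 to 4 in NE at 4 DAF.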

In total, 10,037 DEGs were identified. In order to further characterize the sub-region and stage-specific genes, gene ontology (GO) analysis was conducted on DEGs using PlantGSEA (Yi et al. 2013). Significantly overrepresented GO terms and metabolic pathways (*p* < 0.01) were used for further comparison. Selected genes were also analyzed for their expression in these tissues by quantitative PCR (qPCR), generally validating the RNA-Seq results (Fig. S3).

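The 12 marker genes of Table S7, 3 per tissue by the letters of their primer names, each had the highest group mean in that tissue, at 1 stage or more. The paper chose them from its lists of these libraries, so they are not independent evidence. In OVT at 4 DAF, Os04g0191400 (log2 fold change 8.81, standard error 0.598, adjusted p = 2.85e-10), Os05g0130600 (log2 fold change 9.35, standard error 0.549, adjusted p = 3.6e-11) and Os01g0176700 (log2 fold change 6.71, standard error 0.469, adjusted p = 4.58e-10) were higher than in the other 3 tissues. Os10g0116400 was higher in CC at 8 DAF, at 3252 in 1 library (log2 fold change 8.35, standard error 0.334, adjusted p = 3.44e-14). Os07g0422700 at 4 DAF (log2 fold change 6.20, standard error 0.47, adjusted p = 5.23e-09), Os04g0210700 at 8 DAF (log2 fold change 5.28, standard error 0.513, adjusted p = 9.93e-07) and Os01g0593700 at 16 DAF (log2 fold change 5.20, standard error 0.487, adjusted p = 1.77e-07) were higher in EN. The reference gene OsUBQ5 (Os03g0234200) was itself higher in OVT at 16 DAF, at 22120 in 1 library (log2 fold change 4.25, standard error 0.716, adjusted p = 0.000121), which Table S8 marks as excluded.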

**Fig. 1:**
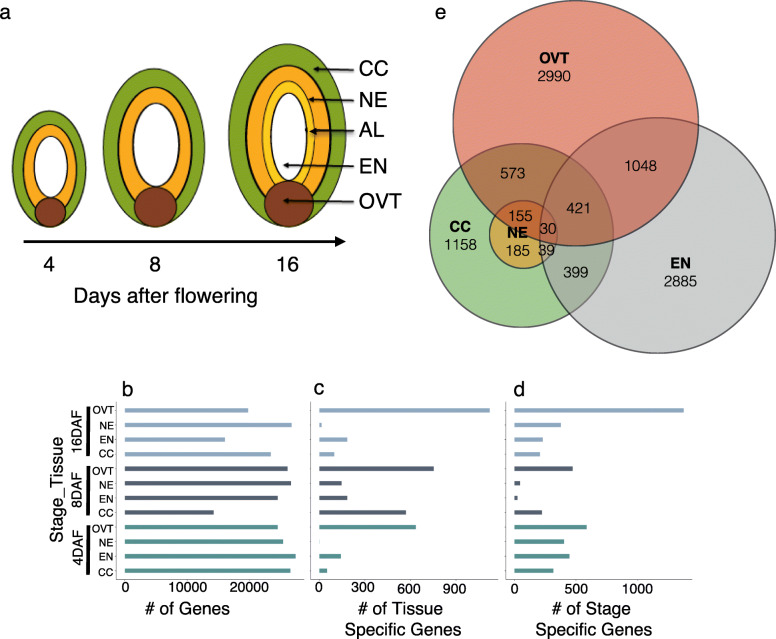
DEGs in different tissues and at developmental stages of the rice grain. **a** Graphic illustration of tissues and stages in developing rice grains collected in this study. **b** Total number of genes expressed at each developmental stage and in different tissues. Number of DEGs expressed in the specific rice grain tissues **(c)** or at the different stages of rice grain development **(d)** are indicated. **e** Venn-diagram showing the number of AL-specific DEGs compared pair-wise to CC, EN, NE and OVT DEGs at 16-DAF, respectively. NE: Nucellar Epidermis; CC: Cross Cells; OVT: Ovular Vascular Trace; EN: Endosperm; AL: Aleurone Layer

#### Tissue-Specific DEGs

In OVT, 635 and 753 DEGs were identified at 4 and 8 DAF, respectively. 

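OVT at 4 DAF had 402 specific genes, among them OsOPT7, OsHMA2, OsYUCCA7, OsYSL16 and OsRR2, and OVT at 8 DAF 319, among them OsIAA18, OsbHLH072, OsIAA3 and OsZIP4. OsOPT7 (Os03g0751100) was at 1615 ± 501 (SD, n = 3) at 4 DAF and 1184 ± 1064 (SD, n = 2) at 8 DAF, and OsYSL16 (Os04g0542800) at 1618 ± 1259 (SD, n = 3) at 4 DAF. Transcription factor activity was over-represented at 4 DAF, with 20 of the 199 genes with a GO term (10.1% against 2.59% of the background, Fisher's exact test, adjusted p = 1.72e-05), and at 8 DAF, with 15 of the 153 genes with a GO term (9.8% against 2.68% of the background, Fisher's exact test, adjusted p = 0.000728). Transporter activity (adjusted p = 0.017 at 4 DAF and 0.0235 at 8 DAF) and metal ion transport (0.0197 and 0.0316) were over-represented too, over 672 tests of 28 GO lists; iron ion binding was not (adjusted p = 1 and 0.907). The 8 DAF count was 749 without OVT MM22.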

The most significantly enriched GO categories for these genes are *iron binding*, *transporter*, *transcriptional activity*, and *phytohormone biosynthesis and signalling*. Among the 1123 DEGs identified as OVT-specific at 16 DAF, the over-represented GO categories included *protein translation*, *ribosomal activity*, *protein folding* and *macromolecular metabolic process* (Fig. 2a, Fig. S4a and Table S1). 

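OsIAA30, OsOPT7 and OsUBQ5 were specific to OVT at 16 DAF, with 1109 specific genes in all, and OsEMP1 and Os04g0653600 were at their highest there. OsIAA30 (Os12g0601300) was at 6605 and Os04g0653600 at 11180 in this library. Genes of ribosome structure made up 56 of the 557 genes with a GO term (10.1% against 4.02% of the background, Fisher's exact test, adjusted p = 3.18e-09). Of the whole ribosome list, 109 of 301 genes were higher and 31 lower (median log2 fold change 0.61, adjusted p = 0.587 with an estimated correlation). The median over all genes in this comparison was -0.601. Protein folding was mixed, with 30 of 182 higher and 33 lower. The 1109 became 1852 with p against the mean of the other groups, 3152 with upper-quartile factors, 675 with TMM factors and 610 with a pseudocount of 1. Table S8 marks the analysed library of this group as excluded, and its values rank against those printed in the paper's tables at a Spearman correlation of 0.461, where every other group reaches at least 0.998.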

In the EN-specific set of genes, 143, 186, and 185 DEGs were identified at 4, 8 and 16 DAF, respectively. 

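OsIAA29 and OsZIP3 were specific to EN at 4 DAF, within 272 genes from 1 library; 146 genes were specific at 8 DAF and 338 at 16 DAF. OsIAA29 (Os11g0221300) was at 3378 in EN at 4 DAF and at most 56.3 in any other group. Os06g0160200 separated EN at 16 DAF most strongly (smallest log2 fold change 9.48), chosen from the ranked genes after seeing the values. The 8 DAF count was 90 without EN MM20 and 86 without EN MM22. In EN at 8 DAF 10 genes hold 46.3% of the signal of MM20, where 1 read equals a value of 0.869, and 56.9% of that of MM22, where it equals 7.22.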

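Starch synthesis genes made up 3.52% of the signal of EN at 4 DAF, 4.78 and 2.88% at 8 DAF and 3.84 and 2.23% at 16 DAF, and at most 1.85% in any other library. At 8 DAF 7 of 17 genes were higher and 0 lower (10 and 0 adjusted over the list alone, median log2 fold change 3.10, adjusted p = 0.551 with an estimated correlation), led by Os08g0345800 (7.63, adjusted p = 0.00963). At 16 DAF 9 of 17 genes were higher and 0 lower (11 and 0 adjusted over the list alone, median log2 fold change 3.98, adjusted p = 0.426 with an estimated correlation). Storage protein genes took 28.1 and 36% of the signal at 8 DAF and 33.7 and 25.9% at 16 DAF. Of this list, 2 of 11 genes were higher and 0 lower (9 and 0 adjusted over the list alone, median log2 fold change 6.43, adjusted p = 0.587 with an estimated correlation) at 8 DAF. Over the 4 tissues 8 of 11 genes rose and 0 fell (11 and 0 adjusted over the list alone, median log2 fold change 5.27, adjusted p = 0.399 with an estimated correlation) from 4 and 8 to 16 DAF. Of the endosperm regulators, 2 of 5 genes were higher and 0 lower (3 and 1 adjusted over the list alone, median log2 fold change 2.56, adjusted p = 0.743 with an estimated correlation) in EN at 8 DAF. Glycolysis genes were lower more often than higher in EN at 8 DAF: 4 of 51 genes were higher and 13 lower (median log2 fold change -1.11, adjusted p = 0.34 with an estimated correlation). These 3 lists were fixed before the values were read. Storage proteins are a multigene family, and how reads matching several copies were counted is not stated, so single members are uncertain. In the EN libraries the estimated reads were 1.23 to 1.62 times the uniquely mapped reads of Table S8. The 7 starch synthesis genes higher in EN at 8 DAF became 1 with voom and 1 without EN MM20 or EN MM22. The 9 starch synthesis genes higher in EN at 16 DAF became 5 without EN MM17 or EN MM18. The 8 storage protein genes higher at 16 DAF became 5 with the title prefix as covariate and 2 with voom. The 2 storage protein genes higher in EN at 8 DAF became 7 with upper-quartile factors, 6 with the title prefix as covariate, 0 with a pseudocount of 1 or voom, 8 with a pseudocount of 30, 1 without NE MM21 or NE MM22, 0 without OVT MM21, EN MM20 or EN MM22 and 4 without OVT MM22. The 2 endosperm regulator genes higher in EN at 8 DAF became 1 with no filter, 0 with a pseudocount of 1 or voom, 1 without NE MM21, NE MM22 or OVT MM21 and 0 without EN MM20 or EN MM22.

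**Figure D1:**
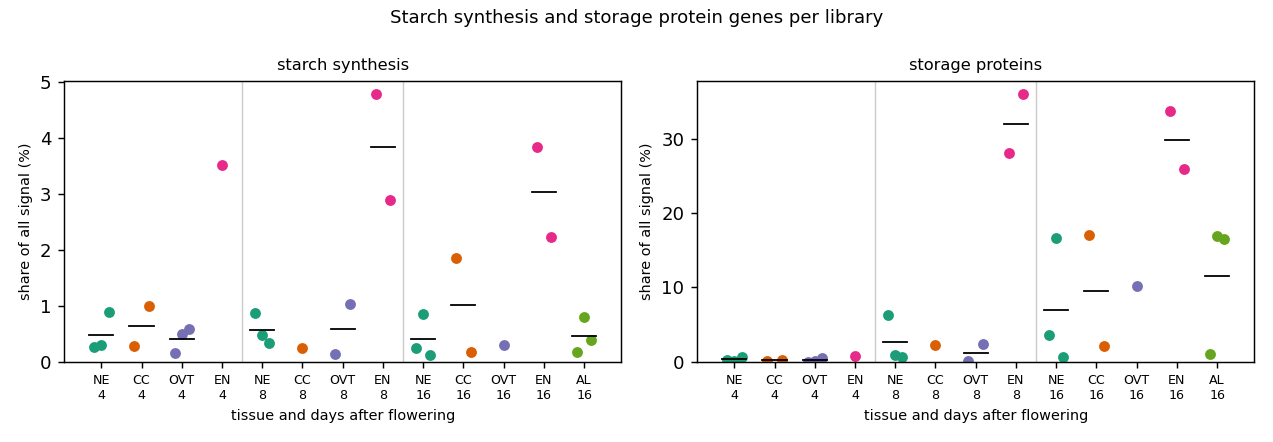
Share of the signal of each library that falls on starch synthesis genes and on storage protein genes, by tissue and stage. Points are libraries.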

The enriched GO terms for EN-specific genes were associated with metabolism and providing energy, such as *starch and glucose metabolism*, *glycolysis*, *transportation*, and *protein and lipid metabolism*. Starch biosynthesis and microtubule-associated genes were also highly expressed in EN at 4 and 8 DAF, suggesting that endosperm cells are still enlarging during grain filling (Fig. 2b and Table S1). 

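Of the genes of microtubule-based movement, in EN at 4 DAF against the later stages, 9 of 57 genes rose and 0 fell (median log2 fold change 1.34, adjusted p = 0.279 with an estimated correlation). Against the other 3 tissues at 4 DAF, 4 of 57 genes were higher and 0 lower (median log2 fold change 1.18, adjusted p = 0.214 with an estimated correlation). Starch synthesis genes had a median log2 fold change of 1.14 in EN at 4 DAF, with 0 of 17 called, 1 adjusted over the list alone, 5 at unadjusted p under 0.05 and 1 with voom. For the 6 genes of microtubule-based movement among the 155 EN genes specific to 4 DAF with a GO term, the adjusted p was 0.0119 (Fisher's exact test). The EN comparison at 4 DAF rests on 1 library.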

In the case of NE, one DEG at 4 DAF, 147 DEGs at 8 DAF, and 16 DEGs at 16 DAF were identified. 

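Few genes separated NE from all 3 other tissues: 1 at 4 DAF, Os10g0399700, 13 at 8 DAF and 10 at 16 DAF. OsMADS29 did not set NE apart from CC at 16 DAF, with libraries at 35.75 to 1115 in NE and at 292.1 and 885.8 in CC. Os10g0399700 had a mean of 63.1 ± 10.1 (SD, n = 3) in NE and 12.6 at most in the other tissues at 4 DAF. Os08g0506100 led the 8 DAF set (smallest log2 fold change 4.88) and Os05g0398000 the 16 DAF set (4.73), both chosen after seeing the values. At 4 DAF the count was 15 without NE MM05, 6 without NE MM06, 4 without NE MM13, 5 without CC MM05, 0 without CC MM13 and 2 without OVT MM05. At 8 DAF it was 39 without NE MM20, 4 without EN MM20 and 7 without EN MM22. At 16 DAF it was 21 without NE MM17, 83 without NE MM18, 5 without CC MM17 and 19 without CC MM18. In simulated data, 15% of genes raised 8-fold in NE at 8 DAF were recovered.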

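Transferase genes had 2 of 38 higher and 0 lower in NE at 8 DAF, and coenzyme binding genes 3 of 87 higher and 1 lower. None of the 28 GO lists was over-represented among the 13 NE-specific genes (Fisher's exact test, adjusted p under 0.05). OsMADS29 (Os02g0170300) was higher in NE at 8 DAF, at 1322 ± 1028 (SD, n = 3) (log2 fold change 4.50, standard error 1.03, adjusted p = 0.0182). Its adjusted p was 0.0793 with voom, 0.0789 without NE MM21 and 0.121 without NE MM22. The terms themselves describe gene products and do not show a flow of material to the EN.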

The enriched GO terms for the 8 DAF NE-specific DEGs included *transferase*, *metabolic activity*, *transcription*, and *coenzyme binding*, consistent with the role of the NE in supporting EN development (Fig. 2c). Similarly, consistent with the suggested role of CC during grain development, the overrepresented GO terms among the 53, 572, and 99 DEGs identified in the CC tissue at 4, 8 and 16 DAF, respectively, included *photosynthesis*, *transporter activity*, *metal binding*, *catalytic activity*, and *metabolic processes* (Fig. 2d and Table S1). 

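Of the photosynthesis genes, 32 of 38 were higher in CC at 4 DAF, 38 of 38 at 8 DAF and 34 of 38 at 16 DAF, and 0 were lower. The median log2 fold change over the list was 3.88, 8.01 and 4.75 (36, 38 and 38 higher adjusted over the list alone, adjusted p = 0.0254, 0.0254 and 0.0783 with an estimated correlation). Among the 715 genes specific to CC at 8 DAF, photosynthesis held 23 of the 349 genes with a GO term (6.59% against 0.587% of the background, Fisher's exact test, adjusted p = 4.31e-17); among the 145 and 163 genes at 4 and 16 DAF it held 8 of 79 and 13 of 100 (adjusted p = 2.78e-07 and 3.35e-14). OsCOPT4 (Os04g0415600) was specific to CC at 8 DAF, at 85.6 in 1 library, and OsNCED1 (Os02g0704000) to CC at 16 DAF, at 92.2 ± 35 (SD, n = 2). Iron ion binding genes were 31 higher and 1 lower of 244 in CC at 8 DAF, and transmembrane transport genes 31 higher and 8 lower of 412. In CC, the 32 photosynthesis genes higher in CC at 4 DAF became 19 with the title prefix as covariate, 5 with a pseudocount of 1, 14 without CC MM05 and 15 without CC MM13. The 145 specific genes at 4 DAF became 257 without CC MM13. The 163 at 16 DAF became 310 without CC MM17 and 301 without CC MM18.

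**Figure D2:**
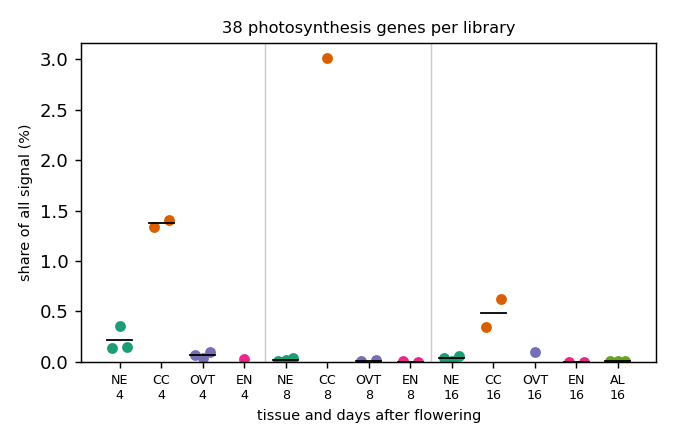
Share of the signal of each library that falls on the 38 photosynthesis genes, by tissue and stage. Points are libraries.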

Since AL tissue was collected only at 16 DAF, we performed pairwise comparisons of gene expression in the AL tissue with CC, EN, NE, and OVT tissues at 16 DAF. This revealed 1158, 2885, 185, and 2990 DEGs, respectively (Fig. 1e). 

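OsEMP1 and OsZIP10 were higher in AL than in CC, OsbZIP46, OsHMA2 and OsVIT2 higher in AL than in EN, and OsCYP51G1 and OsIAA4 higher in AL than in OVT, at p under 0.05 and more than 2-fold. By that rule 4563 genes differed between AL and CC (2140 higher in AL), 6562 between AL and EN (4479 higher), 714 between AL and NE (292 higher) and 8400 between AL and OVT (5594 higher). At an adjusted p under 0.05 and more than 2-fold the numbers were 961, 2887, 0 and 4741; the smallest adjusted p between AL and NE was 0.704. The NE library MM17 and the AL library MM17 correlated at 0.99, more than any 2 replicates, and without NE MM17 the adjusted rule gave 151 genes between AL and NE (smallest adjusted p = 2.83e-05). Without AL MM17 it gave 3, and 0 without any of the other 4. For OVT the 1 library is marked as excluded in Table S8. In simulated data, 87% of genes raised 8-fold in AL were called higher than in NE by the unadjusted rule. Among unchanged simulated genes 531 were called higher too. The like count in the data is the 292 higher in AL, which is no larger than these false calls. At an adjusted p under 0.05, 31% of the raised genes were called, with 1 unchanged gene. The 292 higher and 422 lower genes against NE became 78 and 112 without NE MM04, 1095 and 1168 without NE MM17, and 178 and 179 without AL MM18. The share of differing genes that is higher in AL depends on the setting, and not on scaling factors alone. Against OVT it was 66.6%, 44.5% with upper-quartile factors and 78.3% with TMM factors. With pseudocounts of 1 and 30 it was 76.6 and 57.5%, and with voom on estimated reads 28.1%. The median log2 fold change of all genes against OVT was 0.68, and -0.234 with voom, so voom shifted the whole comparison. The cause of the change with voom was not tested. Against NE the share was 40.9%, and 54.9, 55.7 and 57.4% with upper-quartile factors, TMM factors and voom. Against CC it was 46.9%, and 58.6, 57.1 and 38.7% in the same order.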

Genes associated with macromolecule metabolism, amino acid metabolism, secondary metabolism, and lipid metabolism as well as vitamin B biosynthesis and transport were expressed in AL. These results suggest an important role of the AL in synthesis and transport of metabolites during grain filling in rice. Additionally, some stress responsive genes were also identified among the AL-specific DEGs (Fig. 2e, Fig. S4b and Table S2).

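Lipid metabolism genes differed in both directions between AL and the other tissues: of 159, 14 were higher and 14 lower in AL than in EN, 14 and 10 against OVT, and 2 and 3 against CC. Fatty acid genes were 4 higher and 5 lower of 58 in AL than in EN. Storage protein genes took 1.08, 16.9 and 16.5% of the signal of the 3 AL libraries. The photosynthesis list was lower in AL than in CC, with 0 of 38 genes higher and 36 lower (0 and 37 adjusted over the list alone, median log2 fold change -5.62, adjusted p = 0.0254 with an estimated correlation). Of the starch synthesis list, in AL against EN, 0 of 17 genes were higher and 9 lower (0 and 12 adjusted over the list alone, median log2 fold change -4.17, adjusted p = 0.347 with an estimated correlation). The 9 starch synthesis genes lower in AL than EN became 3 without EN MM17, EN MM18 or AL MM04. Lists for amino acid metabolism, secondary metabolism and vitamin B were not built.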

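Stress response genes were 8 higher and 2 lower of 64 in AL than in EN, 2 and 5 against CC, and 7 and 11 against OVT (adjusted p = 0.278 with an estimated correlation against OVT). Oxidative stress genes were 7 higher and 1 lower of 81 in AL than in EN. Among the late seed genes, OsEMP1 (Os05g0349800) was at 6661 ± 4634 (SD, n = 3) in AL and 1022 ± 1386 (SD, n = 2) in EN (log2 fold change 4.10, standard error 1.39, adjusted p = 0.0587). Of the aleurone and late seed list, fixed beforehand, 5 of 8 genes were higher and 0 lower (6 and 0 adjusted over the list alone, median log2 fold change 4.72, adjusted p = 0.61 with an estimated correlation) in AL against EN, led by Os07g0638300 and Os11g0454300, and 0 of 8 genes were higher and 0 lower (7 and 0 adjusted over the list alone, median log2 fold change 4.01, adjusted p = 0.426 with an estimated correlation) against CC. Against CC the unadjusted p of 7 was under 0.05, and 3 were called with upper-quartile or TMM factors and 1 with median-of-ratios factors or voom. The 5 aleurone and late seed genes higher in AL than EN became 2 with no filter, 1 with voom, 0 without EN MM17, 1 without AL MM17 and 2 without AL MM18. For OsEMP1 the adjusted p was 0.0249 with TMM factors, 0.0471 with median-of-ratios factors, 0.0493 with a pseudocount of 30 and 0.00849 without EN MM18.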

**Fig. 2:**
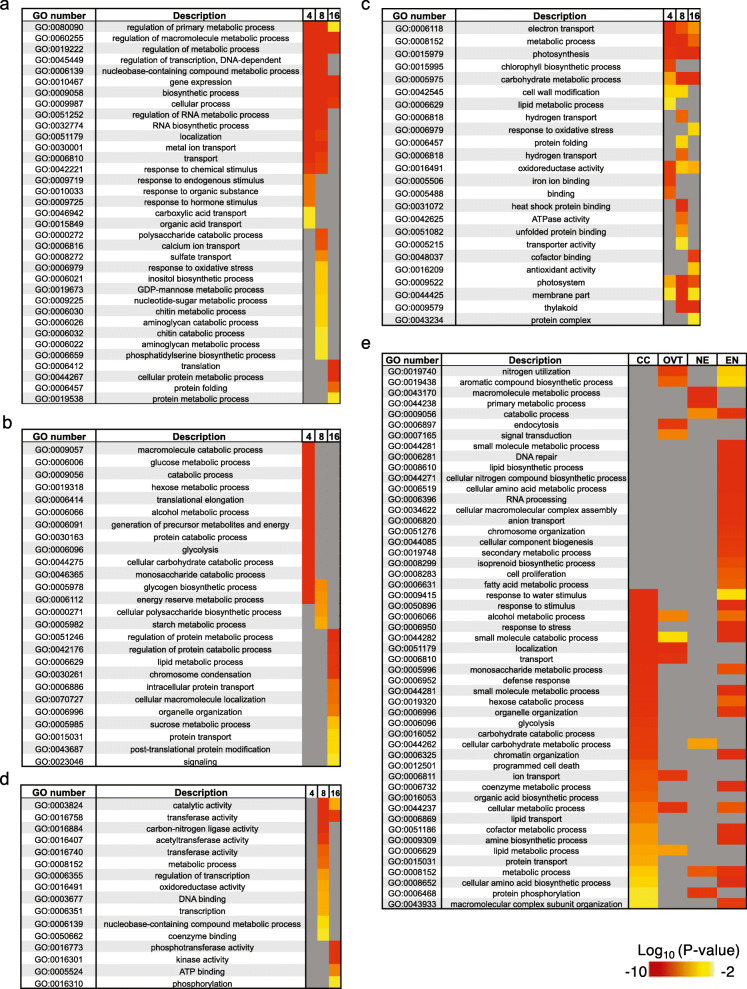
Gene Ontology (GO) analysis of the DEGs in different tissues of the developing rice grain at 4, 8 and 16 days after flowering (DAF). Significantly (*p* < 0.01) overrepresented GO terms in **(a)** OVT, **(b)** CC, **(c)** EN, **(d)** NE and **(e)** AL are shown as heatmaps. If a certain GO term was not significantly enriched (*P*-value > 0.01) in a certain tissue or stage, the cell is colored grey

#### Stage-Specific DEGs

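OsIAA24 was specific to 4 DAF in NE, OsWRKY109 in OVT and OsIAA29 and OsZIP3 in EN; OsCOPT4 was specific to 8 DAF in CC; OsEMP1 was specific to 16 DAF in OVT and OsNCED1 in CC. Counting a gene once per stage, 749 were specific to 4 DAF, 400 to 8 DAF and 1434 to 16 DAF in at least 1 of the 4 tissues. By tissue NE had 186, 10 and 93, CC 106, 289 and 58, OVT 152, 75 and 1192, and EN 354, 28 and 120 at 4, 8 and 16 DAF. The largest of these numbers come from the groups of 1 library, and that of OVT at 16 DAF is marked as excluded in Table S8. In NE the 186 became 88 without NE 8 DAF MM20. The 10 in NE became 5 without NE 4 DAF MM06 or NE 4 DAF MM13, 35 without NE 8 DAF MM20, 23 without NE 8 DAF MM21 and 17 without NE 8 DAF MM22. The 93 in NE became 61 without NE 4 DAF MM05, 60 without NE 4 DAF MM13, 35 without NE 8 DAF MM21, 49 without NE 8 DAF MM22, 40 without NE 16 DAF MM04 and 257 without NE 16 DAF MM18. In CC the 106 became 208 without CC 4 DAF MM05 and 324 without CC 4 DAF MM13. The 58 in CC became 231 without CC 16 DAF MM17 and 220 without CC 16 DAF MM18. In OVT the 152 became 240 without OVT 4 DAF MM06, 247 without OVT 4 DAF MM13, 99 without OVT 8 DAF MM21 and 410 without OVT 8 DAF MM22. The 75 in OVT became 212 without OVT 8 DAF MM21 and 652 without OVT 8 DAF MM22. In EN the 120 became 59 without EN 8 DAF MM20 and 291 without EN 16 DAF MM17. Over all tissues the 400 became 1002 without OVT 8 DAF MM22.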

Among the DEGs, 1752 DEGs at 4 DAF, 773 DEGs at 8 DAF, and 2190 DEGs at 16 DAF were identified as growth stage-specific genes (Fig. 1). 

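Of the cell cycle and replication genes, 7 of 15 were higher and 0 lower at 4 DAF than at the later stages in each of NE, CC and EN (9, 14 and 15 adjusted over the list alone), with median log2 fold changes of 1.97, 3.12 and 3.92. As a set, adjusted p = 0.232, 0.146 and 0.113 with an estimated correlation. With fry, which does not set the list against other genes, adjusted p = 0.00108, 0.000871 and 0.00061, and 0.553 in OVT. In OVT 0 of the 15 were called (0 adjusted over the list alone, median 0.48, 1 at unadjusted p under 0.05 and 0 with voom). Nucleosome genes had 8, 6 and 8 of 56 higher in NE, CC and EN and DNA replication genes 7, 7 and 9 of 55, with 0 lower; in OVT both went each way, 3 and 3 of 56 and 2 and 1 of 55. In NE, CC and EN, adjusted p = 0.455, 0.52 and 0.435 for nucleosome genes and 0.277, 0.126 and 0.0506 for DNA replication genes, with an estimated correlation. DNA replication held 6 of the 155 EN genes specific to 4 DAF with a GO term (Fisher's exact test, adjusted p = 0.00976). Glycolysis genes were 7 higher and 4 lower of 51 at 4 DAF in OVT, with OsWRKY109 and OsHMA2 among the genes at their highest there. Of the primary wall genes, 0 of 3 were called at 4 DAF in EN (0 adjusted over the list alone, 0 at unadjusted p under 0.05 and 0 with voom, median -1.77, adjusted p = 0.426 with an estimated correlation). The 7 cell cycle and replication genes higher at 4 DAF in NE became 1 with the title prefix as covariate. The 7 cell cycle and replication genes higher at 4 DAF in CC became 0 with the title prefix as covariate or voom, 1 without CC 4 DAF MM05 and 4 without CC 4 DAF MM13. The 7 cell cycle and replication genes higher at 4 DAF in EN became 3 with a pseudocount of 1 and 12 with voom. The 0 in OVT became 2 without OVT 8 DAF MM22.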

The genes in the 4 DAF-specific set were related to *chromatin assembly*, *DNA replication*, *cell mitosis and division* in NE, EN and CC tissues, and to *hormone regulation* and *glycolysis* in OVT. 

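Of the carbohydrate metabolism genes, 21 of 338 were higher and 9 lower at 8 DAF in OVT than at 4 and 16 DAF, and of the transmembrane transport genes 30 of 412 were higher and 11 lower. Within EN at 8 DAF, carbohydrate metabolism genes were 15 higher and 36 lower than in the other 3 tissues. At 4 DAF in NE 32 of the list were higher and 6 lower, and it held 14 of the 114 NE genes specific to 4 DAF with a GO term (Fisher's exact test, adjusted p = 3.78e-05). OsYUCCA7 and OsHMA2 were still high in OVT at 8 DAF.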

The 8 DAF-specific genes were related to major *CHO metabolism* and *transporter activity* in OVT and EN. 

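Ribosome genes split at 16 DAF in OVT, with 87 of 301 higher and 44 lower than at 4 and 8 DAF (median 0, adjusted p = 0.823 with an estimated correlation). The median over all genes there was -0.58, below that of the ribosome genes. In CC 0 were higher and 10 lower, and in EN 0 were higher and 14 lower, with 0 higher by limma at an adjusted p under 0.05 in both. The medians in CC and EN were -0.74 and -1.23 (adjusted p = 0.812 and 0.601 with an estimated correlation), and in EN the median over all genes was -0.283. Protein transport genes were 6 higher and 3 lower of 106 at 16 DAF in EN. Of the aleurone and late seed genes, 7 of 8 genes rose and 0 fell (7 and 0 adjusted over the list alone, median log2 fold change 9.04, adjusted p = 0.347 with an estimated correlation) at 16 DAF in OVT. Against the other tissues of 16 DAF 3 of 8 genes were higher and 0 lower (6 and 0 adjusted over the list alone, median log2 fold change 4.24, adjusted p = 0.633 with an estimated correlation). The 7 aleurone and late seed genes higher at 16 DAF in OVT became 2 with voom. The 3 aleurone and late seed genes higher in OVT at 16 DAF became 7 with upper-quartile factors and 6 without EN MM18. Storage protein genes took 10.2% of the signal of this 1 OVT library, which Table S8 marks as excluded, and its nearest library was AL MM18 of 16 DAF (r = 0.531).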

Over-represented GO categories of stage-specific gene sets indicate a transition to translation and protein biosynthesis to establish protein localization and secondary metabolism, especially in CC, OVT and EN tissues at 16 DAF (Fig. 3), which is consistent with previous studies on seed maturation (Gillies et al. 2012).

**Fig. 3:**
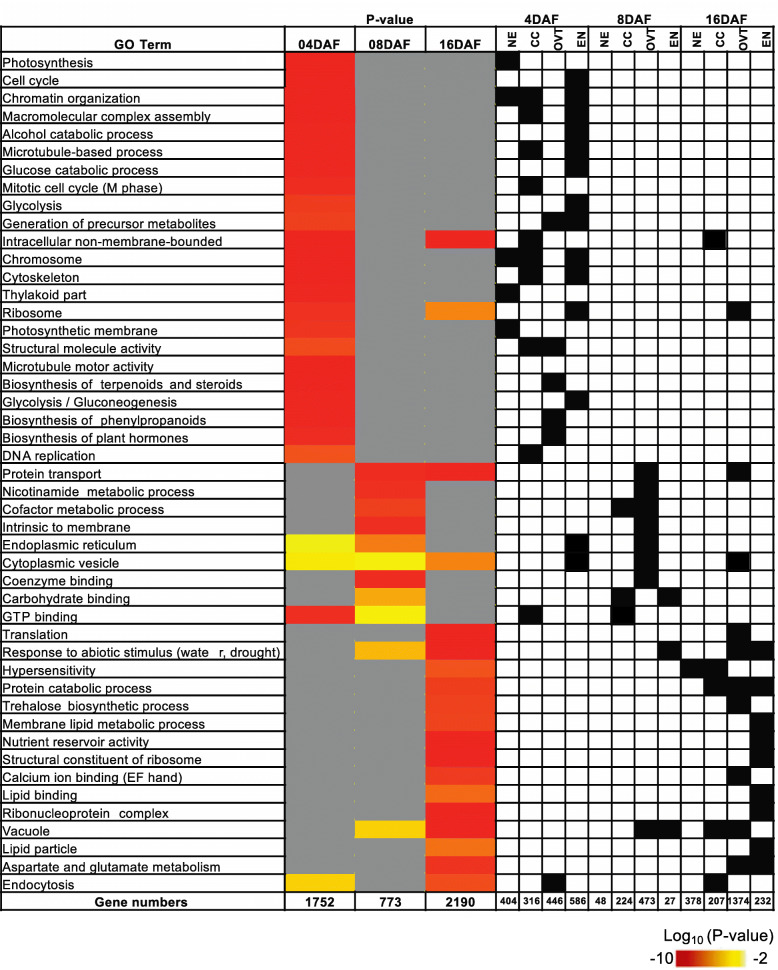
GO analysis of the DEGs in the developing rice grain at 4, 8 and 16 DAF. GO terms from *biological process* are shown. Significantly (p < 0.01) overrepresented GO terms at 4, 8 and 16 days after flowering (DAF) are shown as heatmap. Color key represents Log_10_ (P-value). Black boxes in the right panel indicate the specific tissues with the enriched GO terms. If a certain GO term was not significantly enriched (P-value > 0.01) in a certain tissue or stage, the cell is colored grey

### Diverse and Complex Regulatory Networks Controlling Grain Filling in Rice

In order to explore the role of transcription factors (TFs) in rice grain development, we surveyed about 1500 expressed genes encoding TFs in the rice genome. Of these, 470 TF genes were differentially expressed in our data set (Fig. 4a, and Table S3). 

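OsWRKY109 and Os07g0129700 in OVT are among 117 of the 467 tested Table S3 genes that were specific to a tissue; 152 were specific to a tissue or a stage. OsWRKY109 (Os05g0129800) was at 509 ± 649 (SD, n = 3) in OVT at 4 DAF and Os07g0129700 at 376 ± 309 (SD, n = 3). In OVT 136 of 467 genes were higher and 39 lower (155 and 59 adjusted over the list alone, median log2 fold change 0.43, adjusted p = 0.0659 with an estimated correlation) at 4 DAF and 111 of 467 genes were higher and 31 lower (137 and 47 adjusted over the list alone, median log2 fold change 0.18, adjusted p = 0.118 with an estimated correlation) at 8 DAF. The paper drew this list from these libraries, so its counts are not independent evidence. The 111 Table S3 genes higher in OVT at 8 DAF became 73 with voom and 65 without OVT MM21.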

The OVT tissue had the maximum number of DEGs encoding TFs, comprising 21.3%, 21.5% and 15.5% of TFs at 4, 8 and 16 DAF, respectively (Fig. 4b). 

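OVT carried more specific transcription factor genes than any other tissue at each stage: 49 at 4 DAF, 38 at 8 DAF and 27 at 16 DAF. These are 10.5, 8.14 and 5.78% of the tested Table S3 genes, and 12.2, 11.9 and 2.43% of the OVT-specific genes of each stage. The 49 became 110 with p against the mean of the other groups, 30 with a pseudocount of 1, 31 with voom and 24 with only the libraries of 4 DAF. The 38 became 83 with that p, 7 with voom and 21 with 8 DAF alone. The 27 became 48 with that p, 75 with upper-quartile factors and 13 with a pseudocount of 1, in 1 library that Table S8 marks as excluded. The DOF family had 9 of 11 genes higher and 0 lower (11 and 0 adjusted over the list alone, median log2 fold change 3.29, adjusted p = 0.0207 with an estimated correlation) in OVT at 4 DAF, and the TALE family 10 of 15 genes higher and 0 lower (11 and 0 adjusted over the list alone, median log2 fold change 2.57, adjusted p = 0.00131 with an estimated correlation), led by Os03g0727000 and Os07g0129700. The paper drew these lists from these libraries, so their counts are not independent evidence.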

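The bHLH family gave 10 of 41 genes higher and 4 lower (15 and 6 adjusted over the list alone, median log2 fold change 0.60, adjusted p = 0.412 with an estimated correlation) in OVT at 4 DAF and 9 of 41 genes higher and 2 lower (13 and 2 adjusted over the list alone, median log2 fold change 0.12, adjusted p = 0.451 with an estimated correlation) at 8 DAF. OsbHLH072 (Os02g0276900) led it, with a log2 fold change of 6.26, adjusted p = 0.000184 at 4 DAF. Of the MYB family, 7 of 33 genes were higher and 3 lower (7 and 6 adjusted over the list alone, median log2 fold change -0.33, adjusted p = 0.936 with an estimated correlation) at 4 DAF. No family was over-represented among the specific genes of any tissue and stage after adjustment over 456 tests; the lowest adjusted p was 0.13, for TALE, which gave 7 of the 49 OVT-specific transcription factor genes at 4 DAF from a family of 15 (unadjusted p = 0.000309). The 9 bHLH genes higher in OVT at 8 DAF became 5 with voom. The paper drew the lists from these libraries, so their counts are not independent evidence.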

Diverse types of TF-encoding genes were found to be differentially expressed, with the majority of these OVT-specific TFs belonging to bHLH and MYB families of TFs (Fig. 4c). Several of these TF family members, such as ABI3/VP1, ARF, Aux/IAA, B3, ARR and GRAS, have important roles in hormone regulation. Additionally, the TFs known for their roles in vascular development, cell growth regulation and differentiation, such as MYB, SBP, MADS, NAC, bZIP and HB family members, were also differentially expressed in the OVT. Growth stage-specific differences in TF expression profiles were also observed by enrichment analysis and co-expression network analysis. Genes encoding members of MADS and bZIP TF families showed higher expression at 4 and 8 DAF, while those encoding MYB, HB and WRKY TFs had elevated expression at 16 DAF in the OVT (Fig. 4d, Fig. S5a). 

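Of the MADS genes of the MIKC family, 2 of 21 genes rose and 7 fell (2 and 8 adjusted over the list alone, median log2 fold change -1.53, adjusted p = 0.787 with an estimated correlation) at 16 DAF in OVT against 4 and 8 DAF, and of the bZIP genes 1 of 32 rose and 10 fell (median -1.15, adjusted p = 0.656 with an estimated correlation). MYB genes were 3 higher and 1 lower of 33, HD-ZIP genes 5 and 4 of 19 and WRKY genes 1 and 4 of 20, with medians of -0.47, 0 and -0.49 against -0.58 for all genes. OsWRKY109 fell by 2.90 on the log2 scale from 4 and 8 to 16 DAF. The 7 MIKC genes lower at 16 DAF in OVT became 1 with voom. The 10 bZIP genes lower at 16 DAF in OVT became 1 with voom. The 3 MYB genes higher at 16 DAF in OVT became 6 with upper-quartile factors. The 5 HD-ZIP genes higher at 16 DAF in OVT became 9 with upper-quartile factors and 2 with voom. The 4 WRKY genes lower at 16 DAF in OVT became 2 with a pseudocount of 30 and 0 with voom. Adjusted over the list alone, the counts were 1 and 10 for bZIP, 3 and 0 for MYB, 5 and 4 for HD-ZIP and 1 and 4 for WRKY. The paper drew these families from these libraries, so their counts are not independent evidence. OVT at 16 DAF is 1 library, marked as excluded in Table S8, in which 1 read equals a value of 11.12, so a fall to 0 there is a fall below that level.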

The CC tissue-specific dataset revealed a higher proportion of TFs as compared to NE, EN and AL tissue-specific sets, especially at 8 DAF (13%) (Fig. 4e). 

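CC at 8 DAF had 18 specific Table S3 genes, 3.85% of those tested and 2.52% of the CC-specific genes of that stage, against 0 for NE, 1 for EN and 38 for OVT. CC at 16 DAF had 10 of its 163 specific genes on the list, 6.13%. Over the whole list 52 of 467 genes were higher and 4 lower (57 and 5 adjusted over the list alone, median log2 fold change -0.21, adjusted p = 0.832 with an estimated correlation) in CC at 8 DAF, which is 1 library. In AL, 52 of 467 genes were higher and 29 lower (63 and 34 adjusted over the list alone, median log2 fold change 0.09, adjusted p = 0.996 with an estimated correlation) against EN. The 52 Table S3 genes higher in CC at 8 DAF became 24 with voom. The 52 Table S3 genes higher in AL than EN became 87 with a pseudocount of 1, 11 without EN MM17, 32 without AL MM04, 27 without AL MM17 and 24 without AL MM18. The paper drew this list from these libraries, so its counts are not independent evidence.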

The enriched TF families included WRKY, HB and Zinc finger TFs, most of which are known to be involved in seed development (Fig. 4e) (Zhang et al. 2011; Joseph et al. 2014). 

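WRKY genes were 1 higher and 0 lower of 20 in CC at 8 DAF (1 and 0 adjusted over the list alone), and C2H2 zinc finger genes 2 higher and 0 lower of 25 (2 and 0 adjusted over the list alone). CO-like genes were the family closest to over-representation among the CC-specific factors of 16 DAF, 2 of 10 from a family of 7 (Fisher's exact test, p = 0.0082, adjusted p = 0.935). The paper drew both lists from these libraries, so their counts are not independent evidence. The 2 C2H2 genes higher in CC at 8 DAF became 1 with upper-quartile factors, no filter, TMM factors, a pseudocount of 1 or voom and 1 without NE MM20, NE MM21, NE MM22 or EN MM22.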

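ERF genes were 5 higher and 0 lower of 29 in CC at 8 DAF (6 and 0 adjusted over the list alone), led by Os06g0604000 (5.61, adjusted p = 0.00268). The 5 AP2 genes of Table S3 form a separate list and are not included. The median log2 fold change of the ERF family was 0.13 (adjusted p = 0.43 with an estimated correlation), with a call for 5 members. The 5 ERF genes higher in CC at 8 DAF became 3 with TMM factors, a pseudocount of 1 or voom. Co-expression networks were not built here. The paper drew the family list from these libraries, so its counts are not independent evidence.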

Chi-square test and co-expression network analysis showed that zinc-finger and AP2-ERF TF families were overrepresented in CC at 4 and 8 DAF (Table S3, Fig. S5b). In addition, nine TFs were highly expressed in EN at 16 DAF, and most of these are involved in seed maturation or germination (Kim et al. 2008; Lasserre et al. 2008). 

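In EN at 16 DAF, 8 of the 338 specific genes are on the Table S3 list, 2.37%. Across the list 35 of 467 genes were higher and 80 lower (36 and 85 adjusted over the list alone, median log2 fold change -0.45, adjusted p = 0.531 with an estimated correlation) in EN. The 80 Table S3 genes lower in EN at 16 DAF became 46 with voom, 30 without EN MM17 and 52 without EN MM18. The paper drew the Table S3 list from these libraries, so its counts are not independent evidence.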

Two genes encoding AP2-like ethylene-responsive TFs (*Os04g0653600* and *Os05g0437100*) and three heat shock TFs (*Os02g0232000*, *Os06g0553100* and *Os10g0419300*) were more highly expressed in the AL tissue (Table S3). 

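Of the 5 genes, Os04g0653600 was at 11180 in OVT at 16 DAF (log2 fold change 10.13, standard error 0.58, adjusted p = 3.45e-12) and 22.7 ± 16.2 (SD, n = 3) in AL. The OVT value is from 1 library that Table S8 marks as excluded. Os10g0419300 was at 67.4 ± 58.3 (SD, n = 3) in AL, 193 ± 193 (SD, n = 3) in NE and 7.67 ± 10.8 (SD, n = 2) in EN (AL against EN: log2 fold change 2.03, standard error 1.05, adjusted p = 0.244). Os06g0553100 was at 104 ± 55 (SD, n = 3) in AL and 162 ± 110 (SD, n = 3) in NE (AL against NE: log2 fold change -0.42, standard error 0.867, unadjusted p = 0.631). No gene passed after adjustment between AL and NE. Os05g0437100 was at 11.8 ± 4.29 (SD, n = 3) and Os02g0232000 at 6.59 ± 0.92 (SD, n = 3) in AL.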

*OsWRKY71* (*Os02g0181300*) had the highest expression level in the AL tissue, as was previously reported (Zhang et al. 2004). Together, these data suggest that reprogramming events in the developing rice grains comprise a complex coordination of different TFs in each sub-region tissue and at different developmental time points.

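OsWRKY71 (Os02g0181300) had its highest mean in AL, 49.6 ± 18.5 (SD, n = 3), next to 23.6 ± 21.3 (SD, n = 3) in NE and 3.83 ± 5.42 (SD, n = 2) in EN at 16 DAF. It was higher in AL than in EN (log2 fold change 2.12, standard error 0.55, adjusted p = 0.0152). Against NE the log2 fold change was 1.08 (standard error 0.492, unadjusted p = 0.0381 in limma). The NE libraries include MM17, which correlated at 0.99 with AL MM17. No gene passed after adjustment between AL and NE (smallest adjusted p = 0.704), so the missing call there says little about OsWRKY71. Against EN its adjusted p was 0.164 with voom, 0.162 without EN MM17 and 0.0565 without AL MM18.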

**Fig. 4:**
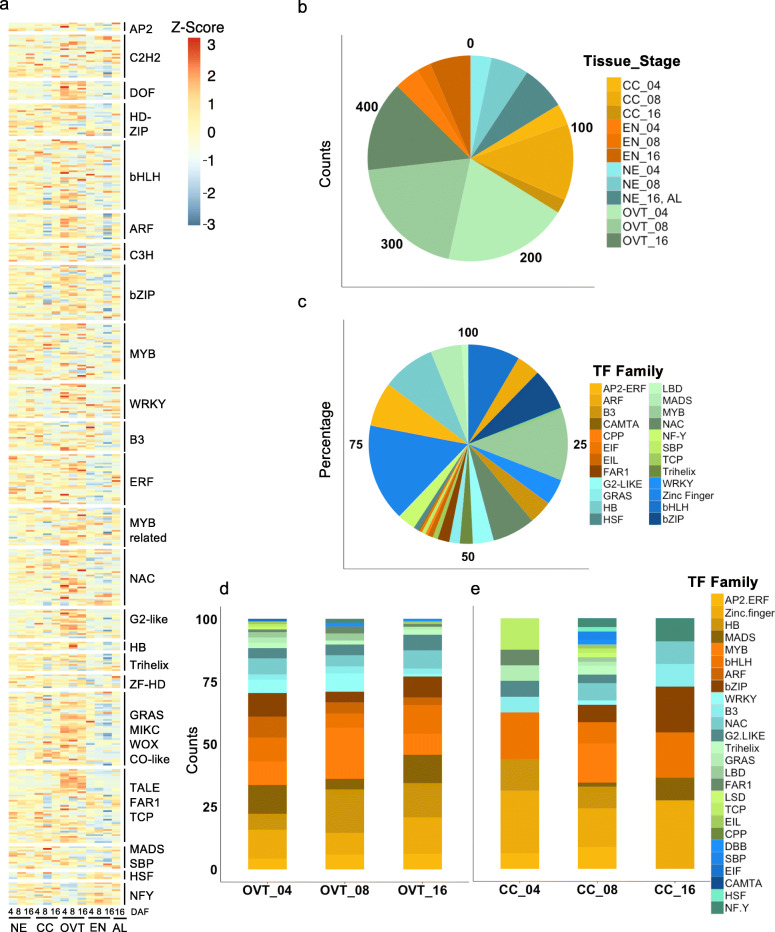
Analysis of DEGs encoding transcription factors (TFs). **a** Overview of heatmap for all differentially expressed TF encoding genes. **b** Percentage of differentially expressed TF-encoding genes in different sub-regions and at different growth stages of the developing rice grains. **c** Distribution of TF families among the differentially expressed TF encoding genes in the data set. **d** Distribution of TF families in the OVT and CC **(e)** tissues at different stages of the developing rice grain

### Expression Profiles of Genes Related to Hormone Biosynthesis and Signalling

Since plant hormones regulate grain development, we analyzed the expression of genes related to auxin (IAA), gibberellin (GA), brassinosteroid (BR), cytokine (CK), abscisic acid (ABA) and ethylene (ET) biosynthesis and metabolism. 

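Of the brassinosteroid genes, 11 of 29 fell and 2 rose at 16 DAF against 4 and 8 DAF over the 4 tissues (12 and 2 adjusted over the list alone, median log2 fold change -0.75, adjusted p = 0.561 with an estimated correlation). Cytokinin genes fell in 6 and rose in 2 of 21 (6 and 2 adjusted over the list alone, median -0.37), and gibberellin genes fell in 8 and rose in 6 of 33 (9 and 6 adjusted over the list alone, median -0.11). The median over all 27529 genes was itself -0.291 in this comparison. The 6 cytokinin genes lower at 16 DAF became 2 with voom and 3 with OVT at 16 DAF left out. The 8 gibberellin genes lower at 16 DAF became 2 with voom. The paper drew these hormone lists from these libraries, so their counts are not independent evidence.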

In general, BR-, CK- and GA-related genes had higher expression levels at 4 and 8 DAF in all sub-regions. 

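Of the auxin genes, 15 of 50 fell and 2 rose at 16 DAF in OVT against 4 and 8 DAF (15 and 2 adjusted over the list alone, median log2 fold change -1.85, adjusted p = 0.357 with an estimated correlation). OsFIB (Os01g0169800) fell by 8.29 and OsIAA3 (Os01g0231000) by 7.92 on the log2 scale, while OsIAA30 (Os12g0601300) rose by 5.23. In CC the same list had a median of -0.149, and the difference between the 2 tissues gave an adjusted p of 0.0826 over 6 such tests. The paper drew the auxin list from these libraries, so its counts are not independent evidence. The 15 auxin genes lower at 16 DAF in OVT became 8 with voom. The 16 DAF side is 1 library, which Table S8 marks as excluded and whose values rank against the paper's tables at a Spearman correlation of 0.461.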

The genes related to IAA biosynthesis and metabolism had relatively stable expression in OVT during 4 and 8 DAF, but exhibited slightly decreased expression at 16 DAF (Fig. 5, Fig. S6a and 6b, and Table S4).

**Fig. 5:**
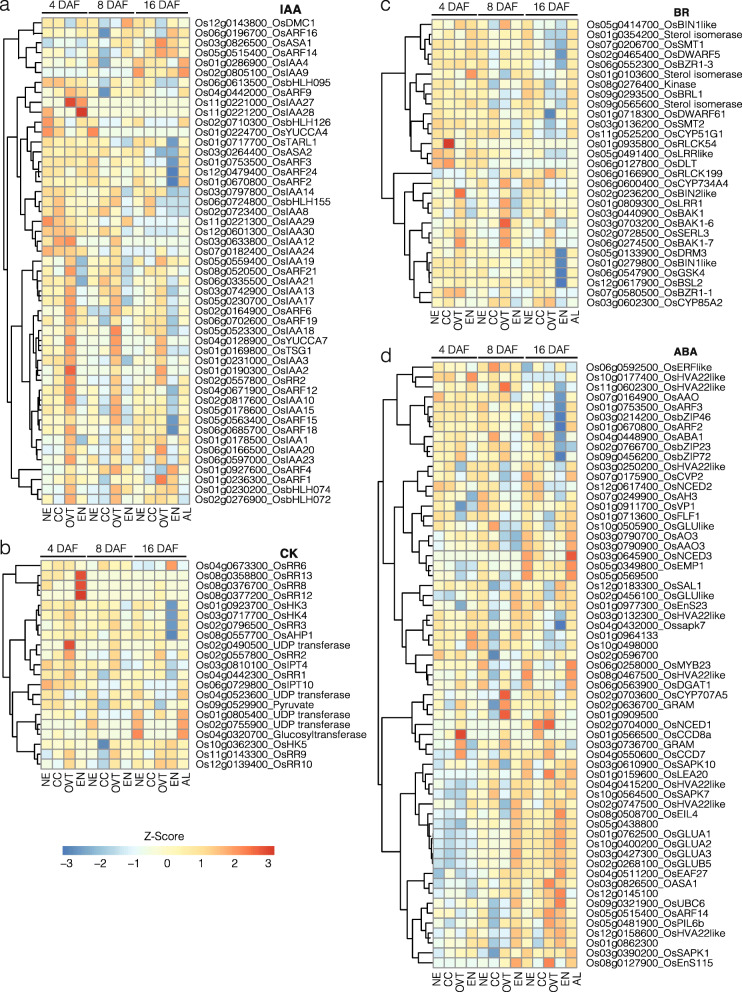
Expression profiles of DEGs related to hormone metabolism and transport in different tissues of the developing rice grain. **a** Genes related to auxin (IAA) biosynthesis, signalling and transporters. **b** Genes related to cytokinin (CK) metabolism, transporters and receptors. **c** Genes related to brassinosteroid (BR) metabolism, transporters and signalling. **d** Genes related to abscisic acid (ABA) signalling. The gene-normalized signal intensities are shown in the heat maps using Z-Scores. DAF: Days after flowering

The genes encoding IAA biosynthesis enzymes, including *OsYUCCA7*, *OsYUCCA4*, *OsASA1* and *OsASA2* (Mano and Nemoto 2012), were highly expressed in the OVT tissue at 4 and 8 DAF, and showed reduced expression at 16 DAF. 

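OsYUCCA7 (Os04g0128900) was at 1716 ± 1101 (SD, n = 3) in OVT at 4 DAF and 911 ± 126 (SD, n = 2) at 8 DAF, 0 at 16 DAF (1 library, marked as excluded in Table S8), and near 0 elsewhere (log2 fold change 6.89, standard error 0.552, adjusted p = 4.45e-09 at 4 DAF; log2 fold change 6.50, standard error 0.632, adjusted p = 1.55e-07 at 8 DAF). OsYUCCA4 (Os01g0224700) was at 33.1 ± 29.6 (SD, n = 3) in NE and 0 in OVT at 4 DAF (log2 fold change -0.97, standard error 0.582, adjusted p = 0.305). OsASA1 (Os03g0826500) was highest in EN at 16 DAF, at 1702 ± 441 (SD, n = 2) (log2 fold change 3.61, standard error 1.18, adjusted p = 0.0375), next to 554 ± 685 (SD, n = 2) in OVT at 8 DAF. OsASA2 (Os03g0264400) was at 295 in the 1 CC library and 26.1 ± 13.6 (SD, n = 2) in OVT at 8 DAF (log2 fold change -1.72, standard error 0.725, adjusted p = 0.141 in OVT). The adjusted p of OsASA1 was 0.0753 with upper-quartile factors, 0.0752 with no filter, 0.0598 with TMM factors, 0.0625 with a pseudocount of 1, 0.0693 with voom, 0.0772 with OVT at 16 DAF left out, 0.0539 without NE MM04, 0.0514 without NE MM18, 0.0836 without CC MM18, 0.132 without EN MM17 and 0.196 without EN MM18.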

Genes encoding IAA transporters and related TFs, such as *Aux/IAA*, were expressed higher in OVT at 4 and 8 DAF. 

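Auxin genes were higher in OVT at both early stages: 25 of 50 genes were higher and 3 lower (28 and 4 adjusted over the list alone, median log2 fold change 2.02, adjusted p = 0.0297 with an estimated correlation) at 4 DAF, and 19 of 50 genes were higher and 0 lower (23 and 0 adjusted over the list alone, median log2 fold change 1.33, adjusted p = 0.0387 with an estimated correlation) at 8 DAF. OsFIB (Os01g0169800; log2 fold change 6.76, adjusted p = 4.52e-07) and OsIAA1 (Os01g0178500; 5.68, adjusted p = 8.67e-07) stood with OsYUCCA7 at 4 DAF, and OsIAA18 (Os05g0523300; 7.46, adjusted p = 2.01e-06) at 8 DAF. OsIAA29 (Os11g0221300) went the other way, at -3.0, adjusted p = 0.00669 at 4 DAF. Auxin response factors gave 8 of 15 genes higher and 0 lower (10 and 0 adjusted over the list alone, median log2 fold change 2.45, adjusted p = 0.0258 with an estimated correlation). The paper drew both lists from these libraries, so their counts are not independent evidence. The 8 ARF genes higher in OVT at 4 DAF became 4 with a pseudocount of 1. The 19 auxin genes higher in OVT at 8 DAF became 12 without OVT MM21. At 16 DAF the auxin list was 10 higher and 5 lower of 50 in OVT (11 and 5 adjusted over the list alone). The 10 auxin genes higher in OVT at 16 DAF became 5 with TMM factors and 3 with voom.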

IAA signalling genes, however, were highly expressed in the AL tissue as compared to the EN at 16 DAF (Fig. 5a). 

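OsIAA4 (Os01g0286900; log2 fold change 3.67, adjusted p = 0.0291) and OsIAA15 (Os05g0178600; 2.73, adjusted p = 0.0318) were among the auxin genes with the largest excess in AL over EN. Of the whole list 10 of 50 genes were higher and 2 lower (12 and 2 adjusted over the list alone, median log2 fold change 0.44, adjusted p = 0.785 with an estimated correlation). The 10 auxin genes higher in AL than EN became 6 with voom, 4 without EN MM17, 6 without EN MM18 and 5 without AL MM17 or AL MM18. The median of all genes in this comparison was 0.275, and the auxin list had 0.44. The paper drew this list from these libraries, so its counts are not independent evidence.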

GA20ox is a key enzyme in GA biosynthesis (Fleet and Sun 2005) and among GA20ox encoding genes in rice, *Os01g09300* had higher expression level in OVT at 4 DAF. 

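Of the gibberellin genes, in EN, 3 of 33 genes were higher and 8 lower (3 and 9 adjusted over the list alone, median log2 fold change -0.81, adjusted p = 0.451 with an estimated correlation) at 8 DAF and 4 of 33 genes were higher and 7 lower (4 and 7 adjusted over the list alone, median log2 fold change -0.44, adjusted p = 0.797 with an estimated correlation) at 16 DAF. At 4 DAF 0 of 33 genes were higher and 1 lower (0 and 1 adjusted over the list alone, median log2 fold change -1.0, adjusted p = 0.201 with an estimated correlation) in 1 EN library. In OVT at 4 DAF 8 of 33 genes were higher and 3 lower (10 and 3 adjusted over the list alone, median log2 fold change -0.07, adjusted p = 0.636 with an estimated correlation), led by Os08g0560000 (5.89, adjusted p = 9.34e-08). The 1 gibberellin gene lower in EN at 4 DAF became 2 with no filter and 0 with voom. The 8 gibberellin genes lower in EN at 8 DAF became 0 with voom and 2 without EN MM20 or EN MM22. The 7 gibberellin genes lower in EN at 16 DAF became 2 with voom, 4 with OVT at 16 DAF left out, 3 without EN MM17 and 4 without EN MM18. The paper drew the gibberellin list from these libraries, so its counts are not independent evidence.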

Notably, GA-related genes were expressed at relatively low levels in EN at every time point (Fig. S5a). 

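OsRR2 (Os02g0557800) was at 807 ± 217 (SD, n = 3) in OVT at 4 DAF (log2 fold change 5.68, standard error 0.593, adjusted p = 3.08e-07) and 159 ± 97.6 (SD, n = 2) at 8 DAF (log2 fold change 3.94, standard error 0.679, adjusted p = 0.000426). OsRR6 (Os04g0673300) was highest in EN at 16 DAF, 702 ± 857 (SD, n = 2) (log2 fold change 5.22, standard error 1.01, adjusted p = 0.000783), and at 34.9 ± 49.4 (SD, n = 2) in OVT at 8 DAF (log2 fold change -0.40, standard error 1.01, adjusted p = 0.909). Of the cytokinin list, 6 of 21 genes were higher and 0 lower (6 and 0 adjusted over the list alone, median log2 fold change 0.67, adjusted p = 0.283 with an estimated correlation) in OVT at 8 DAF and 5 of 21 genes were higher and 3 lower (6 and 4 adjusted over the list alone, median log2 fold change 0.61, adjusted p = 0.599 with an estimated correlation) at 4 DAF. The 6 cytokinin genes higher in OVT at 8 DAF became 3 with voom and 2 without OVT MM21. The 5 cytokinin genes higher in OVT at 4 DAF became 3 with a pseudocount of 1 and 3 without OVT MM05 or OVT MM06. For OsRR6 in EN the adjusted p was 0.0654 without EN MM18. The paper drew the cytokinin list from these libraries, so its counts are not independent evidence.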

CK biosynthesis-related genes including *OsRR2* and *OsRR6* (Hirano et al. 2008) were also preferentially expressed in the OVT tissue at 8 DAF (Fig. 5b). Only few BR biosynthesis-related genes were differentially expressed in our datasets. Among them, *OsDWARF* (*Os03g0602300*) encodes the BR enzyme C-6 oxidase, which is involved in seed development and panicle elongation (Mori et al. 2002); this gene was differentially expressed in CC and OVT tissues at 8 and 16 DAF. 

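OsDWARF was at 1284 in the 1 CC library and 1126 ± 1520 (SD, n = 2) in OVT at 8 DAF, and at 900.4 ± 134 (SD, n = 2) in CC and 89 in OVT at 16 DAF, in the library marked as excluded in Table S8. Os03g0602300 was higher in CC at 16 DAF (log2 fold change 4.09, standard error 1.11, adjusted p = 0.0243), and not called in CC at 8 DAF (log2 fold change 3.86, standard error 1.42, adjusted p = 0.0969) or OVT at 8 DAF (log2 fold change 1.44, standard error 1.11, adjusted p = 0.497). In CC at 16 DAF its adjusted p was 0.129 with upper-quartile factors, 0.0529 with voom, 0.0927 without CC MM17 and 0.144 without CC MM18. In CC at 8 DAF it was 0.0127 without OVT MM21. In OVT at 8 DAF it was 0.0259 without OVT MM22.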

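Brassinosteroid genes went both ways in OVT at 4 DAF, where 7 of 29 genes were higher and 3 lower (8 and 7 adjusted over the list alone, median log2 fold change 0.10, adjusted p = 0.719 with an estimated correlation), led by Os06g0274500 and Os02g0728500. At 8 DAF 6 of 29 genes were higher and 1 lower (7 and 1 adjusted over the list alone, median log2 fold change 0.56, adjusted p = 0.363 with an estimated correlation). The 7 brassinosteroid genes higher in OVT at 4 DAF became 4 without OVT MM13. The 6 brassinosteroid genes higher in OVT at 8 DAF became 3 with voom and 2 without OVT MM21. The paper drew the brassinosteroid list from these libraries, so its counts are not independent evidence.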

Several of the BR signalling-related genes were found to be differentially expressed, especially in the OVT tissue. *OsCYP* genes involved in BR synthesis are known to regulate seed size (Wu et al. 2008); they were expressed highly in the OVT tissue at 4 and 8 DAF (Fig. 5c). 

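OsCYP734A4 (Os06g0600400) was at 511 ± 723 (SD, n = 2) in OVT at 8 DAF and 0 at 4 DAF (log2 fold change 2.62, standard error 1.2, adjusted p = 0.18 at 8 DAF). OsCYP51G1 (Os11g0525200) was at 277 ± 57 (SD, n = 3) in OVT and 806 ± 142 (SD, n = 3) in NE at 4 DAF (log2 fold change -1.20, standard error 0.487, adjusted p = 0.115), and highest in CC at 8 DAF, at 1493 in 1 library. For OsCYP734A4 the adjusted p was 0.00128 without OVT MM22.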

Genes encoding enzymes for ABA biosynthesis exhibited higher expression in the AL and the EN tissues, while the ABA signalling-related genes were preferentially expressed in the AL tissue at 16 DAF (Fig. 5d). This result is in a good agreement with previous reports, in which genes involved in ABA biosynthesis and signalling, including *NCED*, *AAO*, *bZIP* and *PP2C* (*HVA*), were enriched in the EN in late developmental stages (Xue et al. 2012) (Fig. 5d). 

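OsAAO3 (Os03g0790900) was at 707 ± 287 (SD, n = 3) in AL, 687 ± 524 (SD, n = 3) in NE and 108 ± 153 (SD, n = 2) in EN at 16 DAF, higher in AL than in EN (log2 fold change 3.82, standard error 1.03, adjusted p = 0.0188). OsbZIP46 (Os03g0214200) was at 212 ± 62.2 (SD, n = 3) in AL and 0 in EN (log2 fold change 4.43, standard error 0.967, adjusted p = 0.00457); OsbZIP23 (Os02g0766700) had no call (log2 fold change 0.09, standard error 0.949, adjusted p = 1). Of the NCED genes, OsNCED1 (Os02g0704000; log2 fold change 3.17, standard error 0.305, adjusted p = 6.83e-07) and OsNCED2 (Os12g0617400; 182 ± 205 (SD, n = 2)) were highest in CC at 16 DAF, and OsNCED3 (Os03g0645900) was at 17.4 ± 14.1 (SD, n = 3) in AL. OsEMP1 rose at 16 DAF in OVT as well (log2 fold change 9.98, standard error 1.67, adjusted p = 0.000115), and OsbZIP72 (Os09g0456200) was higher there than in the other tissues (log2 fold change 4.70, standard error 1.07, adjusted p = 0.00237), both in 1 library that Table S8 marks as excluded. The abscisic acid list gave 11 of 61 genes higher and 6 lower (16 and 6 adjusted over the list alone, median log2 fold change 0.61, adjusted p = 0.957 with an estimated correlation) in AL against EN and 9 of 61 genes higher and 12 lower (11 and 14 adjusted over the list alone, median log2 fold change -0.29, adjusted p = 0.937 with an estimated correlation) in EN against the other 3 tissues. Over the 4 tissues 16 of 61 abscisic acid genes rose and 7 fell at 16 DAF (17 and 8 adjusted over the list alone, adjusted p = 0.132 with an estimated correlation). The 11 abscisic acid genes higher in AL than EN became 17 with a pseudocount of 1, 3 without EN MM17 and 7 without AL MM17 or AL MM18. The 12 abscisic acid genes lower in EN at 16 DAF became 5 with voom and 5 without EN MM17. The 16 abscisic acid genes higher at 16 DAF became 9 with voom. For OsAAO3 the adjusted p was 0.0838 with voom, 0.449 without EN MM17, 0.0551 without AL MM17 and 0.0716 without AL MM18. For OsEMP1 in OVT it was 0.082 with voom. The paper drew the abscisic acid list from these libraries, so its counts are not independent evidence.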

The expression pattern of genes encoding ethylene (ET) signal transduction genes was quite stable during 4, 8 and 16 DAF (Fig. S6b). 

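Ethylene genes moved in both directions with stage: 5 of 34 rose and 8 fell at 16 DAF against 4 and 8 DAF over the 4 tissues (5 and 10 adjusted over the list alone, median log2 fold change -0.27, adjusted p = 0.997 with an estimated correlation). The median is close to the -0.291 of all genes, while 13 of its members had a call. The 8 ethylene genes lower at 16 DAF became 5 with the title prefix as covariate, 2 with voom and 4 with OVT at 16 DAF left out. The paper drew the ethylene list from these libraries, so its counts are not independent evidence.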

The expression of ethylene responsive TF genes was low in EN at 16 DAF.

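Of the ERF genes, in EN at 16 DAF, 1 of 29 genes was higher and 9 lower (1 and 9 adjusted over the list alone, median log2 fold change -0.34, adjusted p = 0.571 with an estimated correlation). The 9 ERF genes lower in EN at 16 DAF became 3 with voom, 2 without EN MM17 and 5 without EN MM18. The median over all genes in this comparison was -0.202. The paper drew the ERF list from these libraries, so its counts are not independent evidence.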

### Transporters Are Preferentially Expressed in OVT

In order to gain insights into nutrient transport routes in the rice grain, we extracted the list of genes encoding different transporters from MapMan (https://mapman.gabipd.org) and examined their expression patterns in our set of DEGs. Overall, the expression level of genes encoding nutrient transporters, including transport ATPases and sugar-, nitrate- and sulfate-transporters, was higher in OVT, CC, and NE at 4 and 8 DAF. 

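OsAHA9 in CC at 8 DAF and OsHMA2 and OsOPT7 in OVT at 4 and 8 DAF are among the transporter genes that stood highest early. Transport ATPase genes gave 6 of 16 genes higher and 2 lower (6 and 2 adjusted over the list alone, median log2 fold change 1.27, adjusted p = 0.597 with an estimated correlation) in OVT at 8 DAF, and nitrate, sulfate and phosphate transporters 6 of 15 genes higher and 1 lower (7 and 2 adjusted over the list alone, median log2 fold change 1.59, adjusted p = 0.0659 with an estimated correlation) at 4 DAF, led by Os06g0143700 (8.27, adjusted p = 1.56e-08). Of the sugar transporters, 1 of 24 genes was higher and 4 lower (1 and 5 adjusted over the list alone, median log2 fold change -0.31, adjusted p = 0.937 with an estimated correlation) in OVT at 4 DAF. The 6 transport ATPase genes higher in OVT at 8 DAF became 3 with voom and 1 without OVT MM21. The 4 sugar transporter genes lower in OVT at 4 DAF became 1 with voom. The paper drew these lists from these libraries, so their counts are not independent evidence.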

The expression level of genes encoding amino acid and protein transporters was higher at 16 DAF in OVT, CC and AL. These genes in general had a low expression in EN as compared to the other tissues (Fig. 6, Fig, S6c and 6d, and Table S5).

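Of the amino acid transporters, 8 of 37 fell and 2 rose at 16 DAF over the 4 tissues (9 and 2 adjusted over the list alone, median log2 fold change -0.39, adjusted p = 0.868 with an estimated correlation). Protein transporters were 4 up and 5 down of 40 (4 and 5 adjusted over the list alone). In OVT at 16 DAF 4 of 37 genes were higher and 3 lower (4 and 3 adjusted over the list alone, median log2 fold change -0.81, adjusted p = 0.968 with an estimated correlation) among amino acid transporters, in 1 library marked as excluded in Table S8. The 8 amino acid transporter genes lower at 16 DAF became 4 with voom and 3 with OVT at 16 DAF left out. The 4 amino acid transporter genes higher in OVT at 16 DAF became 7 with upper-quartile factors. The 5 protein transporter genes lower at 16 DAF became 0 with voom, 1 with OVT at 16 DAF left out and 3 without CC 16 DAF MM17. The paper drew both lists from these libraries, so their counts are not independent evidence.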

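Of the amino acid transporters, in EN at 16 DAF, 3 of 37 genes were higher and 8 lower (3 and 8 adjusted over the list alone, median log2 fold change -0.81, adjusted p = 0.561 with an estimated correlation). Metal transporters had 1 of 32 genes higher and 6 lower (1 and 6 adjusted over the list alone, median log2 fold change -0.88, adjusted p = 0.283 with an estimated correlation), and OsHMA2 (Os06g0676000) was at 0 ± 0 (SD, n = 2) in EN against 94.8 ± 111 (SD, n = 3) in NE. The 8 amino acid transporter genes lower in EN at 16 DAF became 3 with voom, 3 without EN MM17 and 4 without EN MM18. The 6 metal transporter genes lower in EN at 16 DAF became 10 with upper-quartile factors and 2 without EN MM17. The paper drew these 2 lists from these libraries, so their counts are not independent evidence.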

**Fig. 6:**
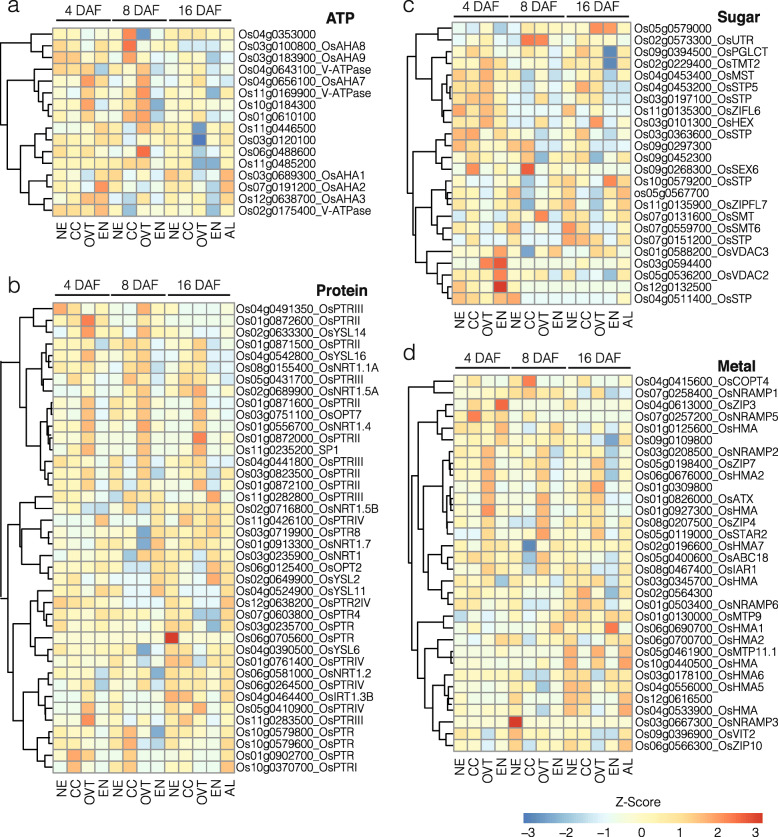
Expression profiles of DEGs related to transporters. **a** Genes involved in ATP synthesis and transport. **b** Genes involved in protein transport. **c** Genes involved in metal transport. **d** Genes involved in sugar transport. The gene-normalized signal intensities are shown in the heat maps using Z-Scores. DAF: days after flowering

Fifteen genes encoding P- and V-type transport ATPases showed the highest expression at 8 DAF in OVT and CC. Three of these genes expressed higher in CC at 8 DAF and among these, *Os03g0183900* is a plasma membrane H^+^-ATPase that is specifically expressed in seeds (Baxter et al. 2003) (Fig. 6a). 

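Transport ATPase genes were higher in CC at 8 DAF in 4 of 16 cases and lower in 0 (4 and 0 adjusted over the list alone, median log2 fold change 0.75, adjusted p = 0.559 with an estimated correlation). Os03g0100800 led the list in CC (log2 fold change 6.81, adjusted p = 5.35e-06), in 1 library. The paper counts 15 such genes; the list of 16 was taken from Table S5, which was drawn from these libraries, so its counts are not independent evidence.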

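OsAHA9 (Os03g0183900) was at 570.5 in CC at 8 DAF, 3.65 ± 5.03 (SD, n = 3) in NE, 16.4 ± 23.1 (SD, n = 2) in OVT and 2.17 ± 3.07 (SD, n = 2) in EN. It was higher in CC than in the other 3 tissues (log2 fold change 5.29, standard error 1.15, adjusted p = 0.00338), with the CC value from 1 library in which 1 read equals 9.51.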

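Of the sugar transporters, at 16 DAF in EN, 1 of 24 genes was higher and 2 lower (1 and 3 adjusted over the list alone, median log2 fold change -0.55, adjusted p = 0.921 with an estimated correlation) against 4 and 8 DAF, where the median of all genes was -0.283. Protein transporters gave 2 of 40 genes higher and 1 lower (2 and 1 adjusted over the list alone, median log2 fold change 0, adjusted p = 0.508 with an estimated correlation). In AL against EN, sugar transporters gave 2 of 24 genes higher and 2 lower (2 and 2 adjusted over the list alone, median log2 fold change 0.36, adjusted p = 0.99 with an estimated correlation) and protein transporters 3 of 40 genes higher and 3 lower (5 and 4 adjusted over the list alone, median log2 fold change 0.08, adjusted p = 0.913 with an estimated correlation); all genes had a median of 0.275 there. The 2 protein transporter genes higher at 16 DAF in EN became 1 with voom and 0 without EN 16 DAF MM18. The 3 protein transporter genes higher in AL than EN became 5 with upper-quartile factors, median-of-ratios factors or voom, 6 with TMM factors, 7 with a pseudocount of 1, 0 without EN MM17 and 1 without AL MM04 or AL MM18. The 2 sugar transporter genes lower at 16 DAF in EN became 0 with voom, 1 without EN 16 DAF MM17 and 0 without EN 16 DAF MM18. The 2 sugar transporter genes higher in AL than EN became 1 without EN MM17, EN MM18, AL MM17 or AL MM18. The paper drew both lists from these libraries, so their counts are not independent evidence.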

Genes encoding protein and sugar transporters expectedly had higher expression levels at 4 and 8 DAF in EN, while their expression decreased at 16 DAF in EN but increased in AL (Fig. 6b and c). 

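OsGIF1 (Os04g0413500) was higher in OVT at 4 DAF, at 694 ± 551 (SD, n = 3) against 334 ± 574 (SD, n = 3) in NE (log2 fold change 4.33, standard error 1.01, adjusted p = 0.00565). At 8 DAF it was at 87.6 ± 31 (SD, n = 2) in OVT and 314 in the 1 CC library (log2 fold change 1.41, standard error 1.16, adjusted p = 0.531).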

We also identified several genes for sugar transporters that were preferentially expressed in OVT at 4 and 8 DAF. Six putative sugar transporters showed higher expression at 4 DAF in the OVT (*Os02g0229400*, *Os04g0453400*, *Os04g0453200*, *Os03g0197100*, *Os11g0135300*, and *Os03g0101300* (Fig. 6c), supporting the view that OVT has a significant role in transporting sugars and other metabolites to the developing EN and embryo. 

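Of the 6 genes, Os03g0101300 was higher in OVT at 4 DAF, at 176 ± 85.4 (SD, n = 3) (log2 fold change 2.54, standard error 0.597, adjusted p = 0.00599). Os02g0229400 was at 669 ± 507 (SD, n = 3) (log2 fold change 1.48, standard error 0.704, adjusted p = 0.184) and Os03g0197100 at 427 ± 410 (SD, n = 3) in OVT and 384 ± 527 (SD, n = 2) in CC (log2 fold change 2.48, standard error 1.16, adjusted p = 0.176). Os04g0453400 was at 162 ± 174 (SD, n = 3), Os04g0453200 at 88 ± 117 (SD, n = 3) and at 132 ± 67.8 (SD, n = 2) in CC at 16 DAF, and Os11g0135300 at 24.5 ± 31.2 (SD, n = 3) and at 36.8 ± 51.1 (SD, n = 3) in NE. For Os03g0101300 the adjusted p was 0.112 with a pseudocount of 1 and 0.152 with voom. These values give where transcripts lie, and no flux was measured.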

Three genes encoding putative sugar transporters (*Os03g0594400*, *Os12g0132500*, and *Os04g0511400*) had their highest expression levels at 4 DAF in EN. 

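Os12g0132500 was higher in EN at 4 DAF, at 352 in 1 library (log2 fold change 4.59, standard error 0.726, adjusted p = 0.000349). Os03g0594400 was at 28.3 in EN and 23.4 ± 23.8 (SD, n = 3) in OVT at 4 DAF. Os04g0511400 was at 46.1 in EN and 55.5 ± 30.8 (SD, n = 3) in NE at 4 DAF, and highest at 82.2 ± 76.7 (SD, n = 3) in NE at 8 DAF.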

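Of 13 genes of sucrose transport and cleavage, a list fixed beforehand, Os03g0340500 rose at 16 DAF against 4 and 8 DAF over the 4 tissues (log2 fold change 2.68, adjusted p = 6.54e-05), and Os03g0401300 (-4.14, adjusted p = 0.00507) and Os07g0616800 (-3.73, adjusted p = 0.00856) fell. The other 10 had no call, and the counts adjusted over the list alone were the same, 1 and 2 (median log2 fold change -0.33, adjusted p = 0.979 with an estimated correlation). The 2 sucrose transport and cleavage genes lower at 16 DAF became 0 with voom. A gene without a call is not shown to be constant. The list holds cleavage genes as well as transporters, and the OsSUT genes were not reported singly here. The 3 calls therefore do not test the paper's statement on the OsSUT genes.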

The expression of known genes encoding sucrose transporters, including *OsSUT1*, *OsSUT2*, *OsSUT3*, *OsSUT4* and *OsSUT5* (Zhu et al. 2002), was similar at 4, 8 and 16 DAF in all sub-regions. Most of the genes encoding amino acid transporters (Zhao et al. 2012), including *OsAAP2*, *OsAAP3*, *OsAAP5*, *OsAAP6* and *OsAAP7*, were preferentially expressed at high levels in OVT but not in EN at 4, 8 and 16 DAF (Fig. S6c). However, *OsCAT11*, *OsATL6* and *OsPROT2* showed an increased expression in EN at 16 DAF (Fig. S6c). 

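Of the amino acid transporters, in OVT, 11 of 37 genes were higher and 2 lower (13 and 3 adjusted over the list alone, median log2 fold change 0.43, adjusted p = 0.0912 with an estimated correlation) at 4 DAF, led by Os05g0424000 (log2 fold change 8.30, adjusted p = 5.35e-09), and 10 of 37 genes were higher and 1 lower (12 and 5 adjusted over the list alone, median log2 fold change 0.20, adjusted p = 0.398 with an estimated correlation) at 8 DAF. The 10 amino acid transporter genes higher in OVT at 8 DAF became 6 with a pseudocount of 1, 4 with voom and 5 without OVT MM21. The OsAAP genes were not analysed singly here. The paper drew this list from these libraries, so its counts are not independent evidence.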

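Nitrate, phosphate and sulfate transporters in OVT at 8 DAF gave 4 of 15 genes higher and 2 lower (4 and 4 adjusted over the list alone, median log2 fold change 0, adjusted p = 0.597 with an estimated correlation). At 16 DAF, CC had 5 of 15 genes higher and 1 lower (6 and 1 adjusted over the list alone, median log2 fold change 1.15, adjusted p = 0.474 with an estimated correlation) and NE 4 of 15 genes higher and 2 lower (4 and 3 adjusted over the list alone, median log2 fold change -0.07, adjusted p = 0.913 with an estimated correlation). The 5 nitrate, phosphate and sulfate transporter genes higher in CC at 16 DAF became 2 with voom and 1 without CC MM18. The 4 nitrate, phosphate and sulfate transporter genes higher in NE at 16 DAF became 2 with a pseudocount of 30 or voom, 1 with OVT at 16 DAF left out and 1 without NE MM04 or NE MM18. The paper drew this list from these libraries, so its counts are not independent evidence.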

The genes encoding nitrate, phosphate and sulfate transporters were preferentially expressed in OVT at 4 and 8 DAF but preferentially expressed only later in NE, CC and AL at 16 DAF (Fig. S6d). For example, the high affinity nitrate transporter *OsNAR2.1* (Feng et al. 2011) was expressed highly in OVT at 4 DAF (Fig. S6d). *OsPHO1;2* and *OsPHO1;1*, which tightly regulate phosphate loading into xylem in rice and plant fitness (Secco et al. 2010; Jabnoune et al. 2013), were upregulated in OVT at 8 DAF and in CC at 16 DAF, respectively. *OsSULT3;3* and *OsSULT3;4*, which showed highest expression levels in AL at 16 DAF and in OVT at 8 DAF, respectively, are known to be induced by heavy metal stress (Buchner et al. 2004; Kumar et al. 2011) (Fig. S6d). *OsSULT3;5* was the only gene among the genes encoding sulfate transporters that showed the highest expression level in EN at 16 DAF (Fig. S6d).

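Of the HMA genes, 13 of 32 rose and 2 fell at 16 DAF against 4 and 8 DAF over the 4 tissues (13 and 4 adjusted over the list alone, median log2 fold change 0.50, adjusted p = 0.0735 with an estimated correlation), while OsHMA2 (Os06g0676000) fell by 3.65 on the log2 scale. The metal transporters of Table S5 were 7 up and 4 down of 32 (7 and 7 adjusted over the list alone, median -0.06), and all 133 genes of Table S6 were 22 up and 23 down (22 and 24 adjusted over the list alone, median -0.13). The median of all genes was -0.291. The 13 HMA genes higher at 16 DAF became 5 with voom. The 7 metal transporter genes higher at 16 DAF became 2 with voom and 4 with OVT at 16 DAF left out. The 23 Table S6 genes lower at 16 DAF became 9 with voom. The paper drew these lists from these libraries, so their counts are not independent evidence.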

The expression of genes encoding iron- and zinc-related transporters, such as NRAMP, ABC, HMA and ZIP (Lanquar et al. 2005; Kobayashi and Nishizawa 2012), was higher at 4 and 8 DAF, but significantly decreased at 16 DAF (Fig. 6d, Fig. 7 and Tables S5 and S6). 

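Of the metal transporters, in EN at 8 DAF, 2 of 32 genes were higher and 5 lower (2 and 6 adjusted over the list alone, median log2 fold change -0.36, adjusted p = 0.588 with an estimated correlation), and in AL against EN at 16 DAF 5 of 32 genes were higher and 1 lower (8 and 1 adjusted over the list alone, median log2 fold change 0.77, adjusted p = 0.451 with an estimated correlation). OsHMA2 (Os06g0676000) was lower in EN at 8 DAF (log2 fold change -4.62, adjusted p = 0.00144) and higher in AL than in EN (4.03, adjusted p = 0.00863). The 5 metal transporter genes lower in EN at 8 DAF became 0 with voom, 8 without OVT MM21, 0 without EN MM20 and 1 without EN MM22. The 5 metal transporter genes higher in AL than EN became 9 with a pseudocount of 1, 3 with a pseudocount of 30, 2 without EN MM17 and 3 without AL MM04, AL MM17 or AL MM18. The paper drew this list from these libraries, so its counts are not independent evidence.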

As expected, EN had the lowest expression of genes encoding metal transporters, although they were more highly expressed in AL at 16 DAF (Fig. 6d). Expression of *NRAMP* gene family members including *OsNRAMP1*, *OsNRAMP2*, *OsNRAMP3* and *OsNRAMP5* was higher in OVT and CC but lower in EN at 4 and 8 DAF (Fig. 6d). Similarly, a group of HMA family genes showed significantly higher expression level in OVT at 4 and 8 DAF, and in NE and AL at 16 DAF (Fig. 7b). 

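OsNRAMP2 (Os03g0208500) was higher in OVT at 4 DAF, at 1321 ± 445 (SD, n = 3) (log2 fold change 4.32, standard error 0.757, adjusted p = 0.000373), and at 8 DAF, at 707 ± 245 (SD, n = 2) (log2 fold change 4.63, standard error 0.866, adjusted p = 0.00105). OsNRAMP1 (Os07g0258400) was at 1027 in the 1 CC library of 8 DAF (log2 fold change 3.44, standard error 1.34, adjusted p = 0.121) and OsNRAMP5 (Os07g0257200) at 113 ± 151 (SD, n = 2) in CC at 4 DAF (log2 fold change 1.94, standard error 0.592, adjusted p = 0.0998). Of the 5 NRAMP genes tested, 2 were higher and 0 lower in OVT at 4 DAF (2 and 0 adjusted over the list alone). For OsNRAMP1 the adjusted p was 0.0476 with a pseudocount of 30 and 0.0213 without OVT MM22. For OsNRAMP5 it was 4.65e-05 without CC MM13. The paper drew the NRAMP list from these libraries, so its counts are not independent evidence.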

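OsHMA2 (Os06g0676000) was at 13110 ± 9178 (SD, n = 2) in OVT at 8 DAF (log2 fold change 7.66, standard error 0.879, adjusted p = 2.15e-06), and at 4 DAF its log2 fold change was 6.60 (standard error 0.768, adjusted p = 1.53e-06). OsHMA5 (Os04g0556000) was at 1228 ± 1333 (SD, n = 2) in CC and 1149 ± 1265 (SD, n = 3) in NE at 16 DAF, without a call in NE (log2 fold change 1.56, standard error 0.809, adjusted p = 0.262) or CC (log2 fold change 1.64, standard error 0.911, adjusted p = 0.297). The HMA list gave 14 of 32 genes higher and 1 lower (16 and 2 adjusted over the list alone, median log2 fold change 1.27, adjusted p = 0.0258 with an estimated correlation) in OVT at 4 DAF, 9 of 32 genes higher and 2 lower (9 and 3 adjusted over the list alone, median log2 fold change 0.75, adjusted p = 0.147 with an estimated correlation) at 8 DAF and 10 of 32 genes higher and 2 lower (10 and 3 adjusted over the list alone, median log2 fold change 0.89, adjusted p = 0.0955 with an estimated correlation) at 16 DAF, and in NE at 16 DAF 2 of 32 genes higher and 3 lower (2 and 5 adjusted over the list alone, median log2 fold change -0.29, adjusted p = 0.34 with an estimated correlation). The 10 HMA genes higher in OVT at 16 DAF became 17 with upper-quartile factors. The 3 HMA genes lower in NE at 16 DAF became 9 with upper-quartile factors or voom and 5 with a pseudocount of 30. Table S8 marks the OVT library of 16 DAF as excluded. The paper drew the HMA list from these libraries, so its counts are not independent evidence.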

Among the ZIP family genes, *OsZIP4* and *OsZIP7* showed higher expression level in OVT at 4 and 8 DAF, while *OsZIP3* showed highest expression in EN (Fig. 6d). 

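OsZIP4 (Os08g0207500) was higher in OVT at 4 DAF, at 239.6 ± 237 (SD, n = 3) (log2 fold change 3.10, standard error 0.903, adjusted p = 0.0259), and at 8 DAF, at 809 ± 841 (SD, n = 2) (log2 fold change 5.68, standard error 1.03, adjusted p = 0.000798). OsZIP7 (Os05g0198400) was higher at 4 DAF, at 727 ± 520 (SD, n = 3) (log2 fold change 4.69, standard error 0.831, adjusted p = 0.000425), and at 236 ± 305 (SD, n = 2) at 8 DAF (log2 fold change 2.16, standard error 0.952, adjusted p = 0.16). OsZIP3 (Os04g0613000) was higher in EN at 4 DAF, at 209.6 in 1 library (log2 fold change 3.94, standard error 0.566, adjusted p = 0.000101). For OsZIP4 at 4 DAF the adjusted p was 0.0573 without CC MM13, 0.154 without OVT MM05 and 0.082 without OVT MM06. At 8 DAF it was 0.0569 without OVT MM21. For OsZIP7 at 8 DAF it was 0.0279 without OVT MM21. Of the 8 ZIP genes, 3 were higher and 1 lower in OVT at 4 DAF (4 and 1 adjusted over the list alone), a list the paper drew from these libraries, so its counts are not independent evidence. The 3 ZIP genes higher in OVT at 4 DAF became 1 with no filter or voom, 1 without CC MM05, CC MM13, OVT MM05 or OVT MM13 and 0 without OVT MM06.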

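OsFRDL2 (Os10g0206800) was higher in OVT at 4 DAF, at 461 ± 83.5 (SD, n = 3) (log2 fold change 3.64, standard error 0.662, adjusted p = 0.000563), and at 8 DAF, at 706 ± 121 (SD, n = 2) (log2 fold change 4.55, standard error 0.757, adjusted p = 0.00029). OsOPT7 (Os03g0751100) was higher there at 4 DAF (log2 fold change 7.01, standard error 0.82, adjusted p = 1.68e-06) and 8 DAF (log2 fold change 5.04, standard error 0.938, adjusted p = 0.001), and OsYSL16 (Os04g0542800) at 4 DAF (log2 fold change 5.51, standard error 0.618, adjusted p = 8.94e-07). OsYSL2 (Os02g0649900) was highest in EN at 16 DAF, at 327 ± 460 (SD, n = 2) (log2 fold change 2.60, standard error 0.951, adjusted p = 0.0654). For OsYSL2 the adjusted p was 0.038 with upper-quartile factors, 0.0425 with a pseudocount of 30 and 0.000121 without EN MM17.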

Genes encoding proteins for iron acquisition and transport such as *OsFRDL2* (Yokosho et al. 2016), *OsOPT*, *OsYS* and *OsCOPT3* were also expressed more highly in OVT and CC at 4 and 8 DAF (Figs. 6b and d and 7c). Together, the expression pattern of genes encoding metal transporters is consistent with the low levels of iron and zinc in the rice endosperm that is consumed as polished rice.

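OsVIT2 (Os09g0396900) was at 84.1 ± 44.3 (SD, n = 3) in AL and 0 in EN at 16 DAF (log2 fold change 3.14, standard error 0.93, adjusted p = 0.0318), and at 480.2 ± 212 (SD, n = 3) in NE at 8 DAF. Of 8 iron homeostasis genes fixed beforehand, 2 of 8 genes were higher and 0 lower (4 and 0 adjusted over the list alone, median log2 fold change 1.39, adjusted p = 0.664 with an estimated correlation) in AL against EN, Os03g0237100 (3.96, adjusted p = 0.0102) and OsVIT2 being the 2 higher. In OVT at 4 DAF 0 of 8 genes were higher and 1 lower (0 and 1 adjusted over the list alone, median log2 fold change -0.24, adjusted p = 0.851 with an estimated correlation). The 2 iron homeostasis genes higher in AL than EN became 1 with a pseudocount of 30, 0 without EN MM17 or EN MM18 and 1 without AL MM04, AL MM17 or AL MM18. The 1 iron homeostasis gene lower in OVT at 4 DAF became 0 with a pseudocount of 30 and 0 without OVT MM05, OVT MM06 or OVT MM13. For OsVIT2 the adjusted p was 0.0654 with a pseudocount of 30, 0.131 without EN MM17, 0.122 without EN MM18, 0.0626 without AL MM04, 0.0554 without AL MM17 and 0.116 without AL MM18. The paper proposes that the pattern of metal transporter transcripts matches the low iron and zinc content of the endosperm, which was not measured in these samples.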

**Fig. 7:**
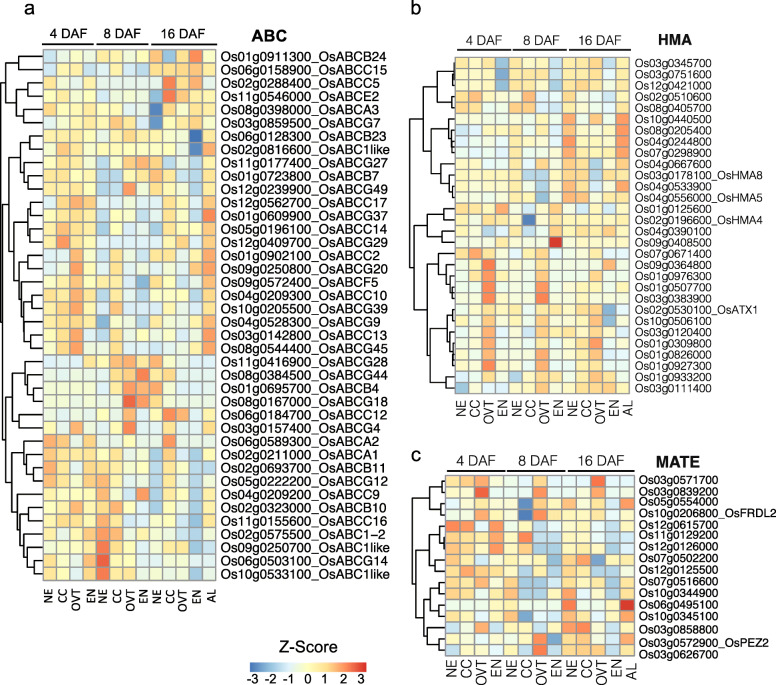
Expression profiles of DEGs related to ATP-binding cassette (ABC), heavy metal ATPase (HMA) and multidrug and toxic compound extrusion (MATE) transporter families. **a** Expression pattern of genes from the ABC transporter family. **b** Expression pattern of genes from HMA transporter family. **c** Expression pattern of genes from MATE transporter family. The gene-normalized signal intensities are shown in the heat maps using Z-Scores. DAF: days after flowering

### Novel *cis*-Regulating Elements Associated to OVT and CC Specific Genes

Since a significant number of genes that were differentially expressed in OVT and CC encode transcription factors as indicated by GO categorization, we analyzed the DEG sequences to identify known or novel TF regulatory DNA sequence motifs in their promoter or coding regions. We searched approximately 1000 bp proximal and distal to the ATG start codon for sequence motifs and identified them using the MEME and JASPAR plant databases. Several common motifs for TF families associated with seed development were identified among the OVT- and CC-specific DEGs (Tables 1 and 2) (Papi et al. 2000; Sreenivasulu et al. 2006; Wang et al. 2010). For example, the motifs for the two MADS family TFs SOC1 and PI were found in OVT and CC DEGs at 4, 8 and 16 DAF. Similarly, the high mobility group box HMG-I/Y for the HMG TF family and the idl motif that is bound by the zinc finger TF family were also enriched in our dataset during all three development stages. Several motifs were enriched only in the OVT specific DEGs. Of note, ABI3 (GCATG), a binding site of ABI/VP3 transcription factor related to auxin signaling, and BES1 (CACGTG) motif, related to BR signalling were enriched only in OVT-specific genes at 8DAF, suggesting an important role of phytohormone related transcription factors in early grain filling. At 16 DAF, AtMYB84 (GGTnGGT) and AtSPL8 (GTAC) were enriched motifs in OVT but no motifs specific to CC were detected as enriched at this development stage (Table 1). We also identified a novel motif “GGAGGA” in OVT and CC specific genes at 8 DAF. From the analysis using GO-MEME (Buske et al. 2010) and cross comparison with other plant species, it is likely that this motif is involved in transporter and hormone regulation. Another motif “GCCGCC” was identified as unique, but a high GC content motif is suggested to be commonly found in rice gene promoters (Lenka et al. 2009, 2011). In the distal regions of OVT and CC specific genes, we found motif “GCATGC” as enriched in OVT specific genes at 4 and 8 DAF, and motif” GAGAGA” enriched in CC specific genes at 8 DAF (Table 2). We compared these two motifs with known motifs using TOMTOM (Gupta et al. 2007) software. “GCATGC” was similar to BR signalling-associated regulatory element BES1 and “CCTCC” was similar to MYB regulatory elements (Table 2). 
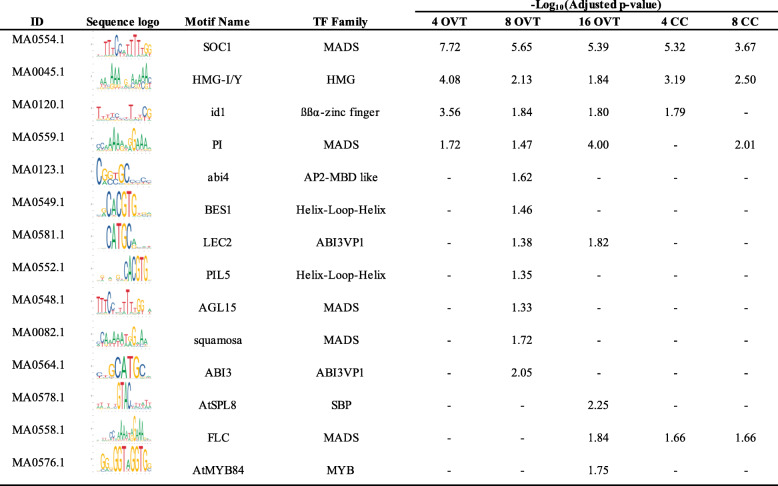

**Table 1:**
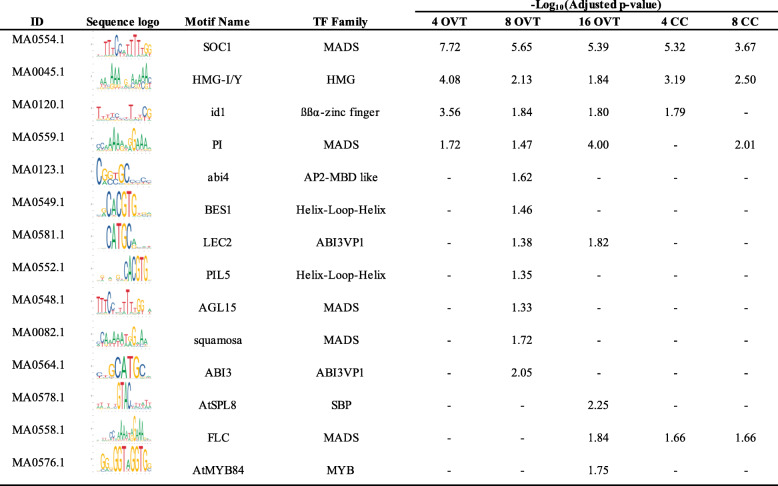
Summary of overrepresented cis-regulatory DNA sequence motifs identified from MEME analysis

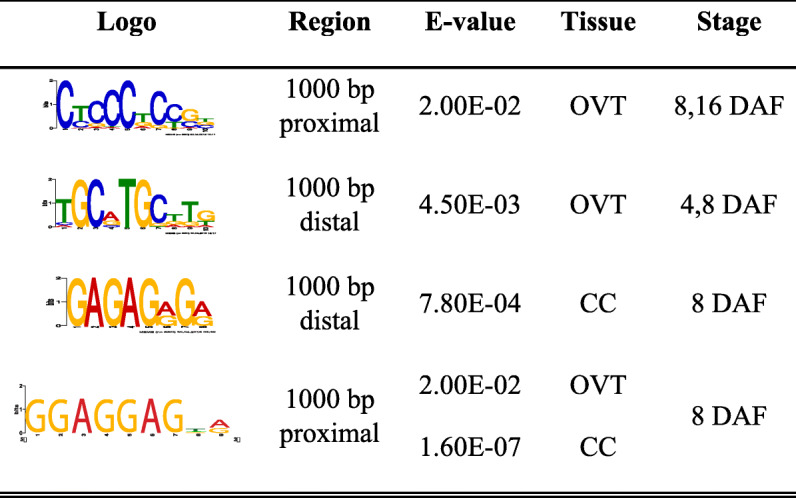

**Table 2:**
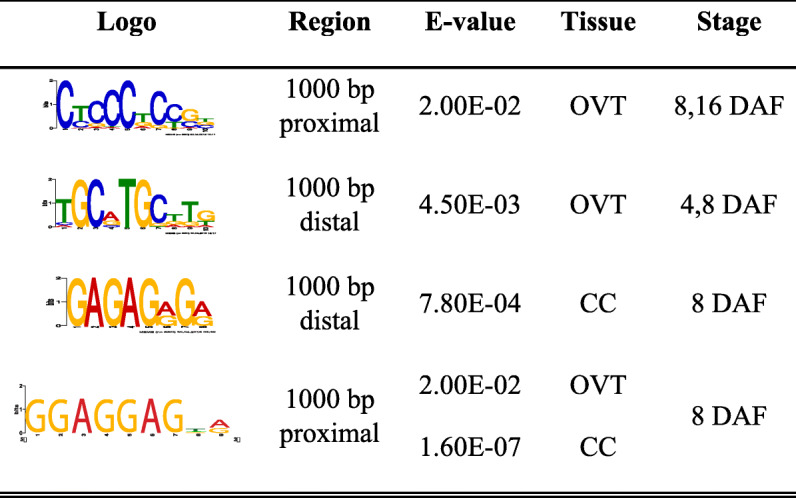
Summary of novel overrepresented cis-regulatory DNA sequence motifs identified from MEME analysis

## Discussion

Seeds store the embryo and genetic information for the next plant life cycle, and provide nearly 70% of the human caloric intake worldwide. Therefore, understanding gene expression in different seed tissues will help to identify important regulators of seed development and grain filling. Several transcriptome studies have characterized gene expression in different sub-regions of seeds from various grain crops (Thiel et al. 2012; Pfeifer et al. 2014; Zhan et al. 2015). Earlier studies of rice seeds focused only on transcription in the embryo and endosperm (Xu et al. 2012b; Gao et al. 2013), but gene expression patterns in different tissues of the developing grain are still unknown in rice and other grain crops. Our comprehensive analysis of developing rice seed tissues revealed the expression of several tissue- and stage-specific genes encoding proteins involved in transcriptional and hormone regulation as well as transport processes. Figure 8 summarizes the results and captures the complexity of tissue-specific gene expression during rice grain development.

**Fig. 8:**
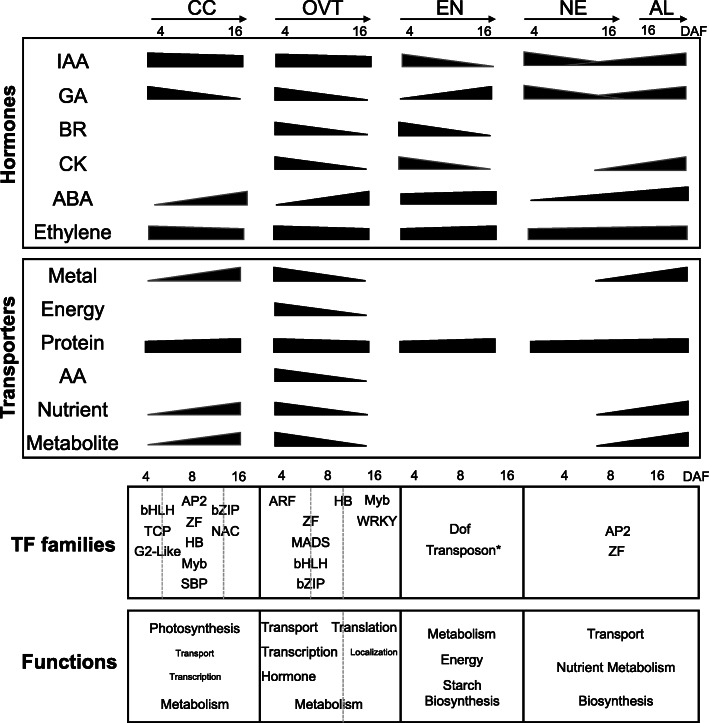
Summary of spatio-temporal gene expression regulation in different tissues during rice grain development. Upper panel: Changes in the expression of hormone-regulated genes and genes encoding transporters in CC, OVT, EN, NE and AL are summarized. Enriched TF families in different sub-regions during different developmental stages are indicated. The sloped bars indicate the activity of hormone or transporter genes in the respective stage and tissues. Lower panels: DEGs of TFs enriched in the five tissues at different stages of grain development (4, 8 and 16 DAF; separated by dashed lines). TFs that were enriched in more than one stage are shown across two columns. The enriched metabolic, physiological and cellular functions in each tissue are each stage are shown. Functions that were enriched at more than one stage are shown across the column. The different font size of the terms indicate their degree of enrichment

The GO analysis revealed common and unique stage- and tissue-specific genes, indicating that the different tissues share certain molecular and metabolic processes but also have distinct functions during rice seed development, which is consistent with earlier morphological and molecular studies (Krishnan et al. 2001; Zhu et al. 2002; Krishnan and Dayanandan 2003; Xu et al. 2012b; Xue et al. 2012). Endosperm transfer cells (ETC) in barley and wheat differ from aleurone cells and are thought to transfer hormones, amino acids, sugars, micronutrients, other solutes and water to the endosperm (Offler et al. 2003; Thiel et al. 2012), which are important for grain filling and quality (Jia et al. 2011; Sun et al. 2012; Xu et al. 2012a). Most of the genes encoding divalent metal transporters, including *HMA*, *ZIP*, *YSL*, *NRAMP*, *MTP*, and *VIT* families, respond to alterations of zinc and iron concentrations in ETC of barley seeds (Tauris et al. 2009). Auxin, glucose, ethylene and reactive oxygen species initiate signal cascades leading to the development of ETC (Thiel et al. 2012). It has been suggested that the rice OVT has similar functions as the ETC (Krishnan and Dayanandan 2003; Li et al. 2008). In this case, minerals and nutrients transported to the developing rice seed are unloaded from the OVT, which contains both phloem and xylem cells, into the aleurone and endosperm during grain filling (Lu et al. 2013a; Zhao et al. 2014). Our transcriptome data support this suggestion because genes encoding proteins involved in hormone and different transport functions are overrepresented among the genes expressed in OVT at 4 and 8 DAF during seed development. For example, *NRAMP*, *HMA*, and *ZIP* family genes as well as genes encoding proteins related to auxin and ethylene biosynthesis and signalling were preferentially expressed in OVT at 4 and 8 DAF.

Although the EN and AL tissues share several metabolic pathways, our data also reveals their distinct biochemical functions. 

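Nutrient reservoir genes were 7 higher and 1 lower of 41 in EN at 8 DAF and 3 higher and 0 lower in AL than in EN at 16 DAF (adjusted p = 0.549 and 0.768 with an estimated correlation). Protein transport genes were 5 higher and 8 lower of 106 in AL than in EN (adjusted p = 0.277 with an estimated correlation). Transmembrane transport genes were 30 higher and 9 lower of 412 in AL than in EN. OsGLUA1 (Os01g0762500) and OsGLUB5 (Os02g0268100), storage genes of the endosperm, rose by 5.98 and 5.90 on the log2 scale at 16 DAF over the 4 tissues.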

Genes specific to AL are involved in secondary metabolism, lipid metabolism, and protein processing, while the EN-specific genes, as expected, are involved in starch synthesis, sugar and energy metabolism. At 16 DAF, the transcription of most genes in the EN was reduced compared to the AL, suggesting an important function of AL in providing metabolites and energy to the developing grains at this stage. 

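OsbZIP46, OsAAO3 and OsIAA4 are among the 1816 genes higher in AL than in EN at an adjusted p under 0.05 and more than 2-fold; 1071 were lower. By the unadjusted rule 68.3% of the 6562 differing genes were higher in AL, and 80.6% with TMM factors, 63% with upper-quartile factors and 49.7% with voom on estimated reads. In EN at 16 DAF, 10 genes hold 51.4 and 41.8% of the signal. From the higher transcripts in AL than in EN, the paper proposes that AL provides metabolites and energy at this stage.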

Consistent with our results for EN specific genes, an earlier transcriptome analysis of rice endosperm at 6 DAF and 10 DAF also found genes involved in amino sugar and nucleotide sugar metabolism to be overrepresented among the expressed genes (Gao et al. 2013). In wheat, AL and EN genes related to GO categories *transport*, *definition of cell structure*, *cell differentiation*, *lipid metabolic process* and *nitrogen compound metabolic process* are also differentially expressed in these two tissues, while genes encoding proteins involved in GO categories related to *carbohydrate metabolic processes*, *generation of precursor energy* and *macromolecule biosynthetic process* are highly expressed in EN (Gillies et al. 2012; Pfeifer et al. 2014). This is consistent with our results for AL- and EN-specific DEGs. It has been suggested that Zn, K, Ca and Fe concentrations in grains are much higher in AL than in EN (Iwai et al. 2012; Lu et al. 2013a; Zhao et al. 2014). 

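OsZIP10 (Os06g0566300; log2 fold change 2.72, adjusted p = 0.0775) stood above EN in AL without a call after adjustment, next to OsHMA2 and OsVIT2, which were called. Over the 133 transporter genes of Table S6, 20 of 133 genes were higher and 5 lower (26 and 6 adjusted over the list alone, median log2 fold change 0.64, adjusted p = 0.63 with an estimated correlation) in AL against EN. The 20 Table S6 genes higher in AL than EN became 13 with no filter, 3 without EN MM17, 10 without AL MM04 and 9 without AL MM17 or AL MM18. The paper drew this list from these libraries, so its counts are not independent evidence.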

Our results support this suggestion because genes encoding Zn, Mn, Cu and Fe transporters are more highly expressed in AL compared to EN. Together, our data indicate that both OVT and AL tissues contribute significantly to nutrient transport into the EN during rice seed development. Collectively, they support the model of a conserved molecular machinery controlling seed development and grain filling in monocots (Sreenivasulu and Wobus 2013).

The coordination of hormone synthesis and signalling is important during seed development, but information on the expression of hormone-related genes in seed tissues is rather limited for crops. It has been suggested that auxin is present in high concentrations during all stages of seed development and that IAA provides positional information during AL differentiation in maize seeds (Forestan et al. 2012). CK has a prominent role during early seed development and decreases gradually during seed maturation (Locascio et al. 2014). CK-related genes are more highly expressed in the maternal tissue, especially in the ETC in maize and wheat seeds. Similar to CK, the highest concentration of BR is found during early seed development and gradually decreases during seed maturation (Jiang and Lin 2013). GA concentrations are dynamically regulated during early and late seed development stages, while the concentration of ABA is higher during seed maturation (Seo et al. 2006; Liu et al. 2013). In barley, ABA metabolism is higher in EN and AL at 16 and 25 DAF (Seiler et al. 2011), while CK and GA metabolism is higher at 8 and 16 DAF (Thiel et al. 2012). Our results show that genes related to auxin biosynthesis and signalling had higher expression levels in OVT at 4 and 8 DAF, with a small decrease at 16 DAF. Likewise, the genes involved in BR and CK signalling were more highly expressed in OVT and CC during early developmental stages. The genes related to ABA synthesis and signalling have higher expression in EN and AL during the late developmental stage (16 DAF), which is consistent with the results found in barley (Seiler et al. 2011). These data suggest a key role of OVT in hormone regulation and nutrient transport to the developing grain (Kanno et al. 2010; Locascio et al. 2014). Our data, together with previous reports (Seiler et al. 2011; Locascio et al. 2014), also suggest that the role and regulation of phytohormones is largely conserved during grain filling in monocots, although we also found specific differences during grain filling stages in rice.

Rice genes that are preferentially and highly expressed at 4 and 8 DAF are related primarily to photosynthesis, central metabolism and protein translation, while genes expressed highly at 16 DAF are related to protein, lipid and fatty acid metabolism, and stress response. Similar shifts in metabolic and biochemical activities have been found in proteomics data from developing rice seeds (Lee and Koh 2011), thus establishing a good correlation between the transcriptome and proteome data for expected metabolic changes (Sun et al. 2012). To date, only few genes have been characterized for their roles associated with rice grain development. Among them, *OsMADS29* (*Os02g0170300*) regulates the degradation of the nucellus and nucellar projections in rice and is highly expressed in the nucellus and nucellar projections during early developmental stages (3 to 6 DAF), but its expression is low in EN and further decreases at 8 DAF (Yang et al. 2012; Yin and Xue 2012). *OsGIF1* (*Os04g0413500*) encodes a cell-wall invertase required for carbon partitioning during early grain filling stages (3 to 15 DAP) (Wang et al. 2008), and the protein is localized in the OVT. We found that *OsMADS29* and *OsGIF1* are preferentially expressed in OVT at 4 and 8 DAF, and expressed at a very low level in EN at 4, 8 and 16 DAF.

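OsMADS29 (Os02g0170300) was highest in NE and CC: at 4 DAF it was at 1700 ± 738 (SD, n = 3) in NE, 604 ± 413 (SD, n = 2) in CC and 72.2 ± 93.8 (SD, n = 3) in OVT. At 4 DAF it was not called in OVT (log2 fold change -2.96, standard error 1.02, adjusted p = 0.0601) or NE (log2 fold change 3.90, standard error 1.02, adjusted p = 0.0696); at 8 DAF it was lower in OVT (log2 fold change -3.73, adjusted p = 0.0425). OsGIF1 (Os04g0413500) was at 4.19 in the 1 EN library of 4 DAF and at 4.04 ± 4.49 (SD, n = 2) and 0 ± 0 (SD, n = 2) in EN at 8 and 16 DAF. For OsMADS29 in OVT at 4 DAF the adjusted p was 0.046 with TMM factors and 0.0246 without OVT MM13. In NE at 4 DAF it was 0.0445 with the title prefix as covariate, 0.0344 with a pseudocount of 30 and 0.0319 without OVT MM13.

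**Figure D3:**
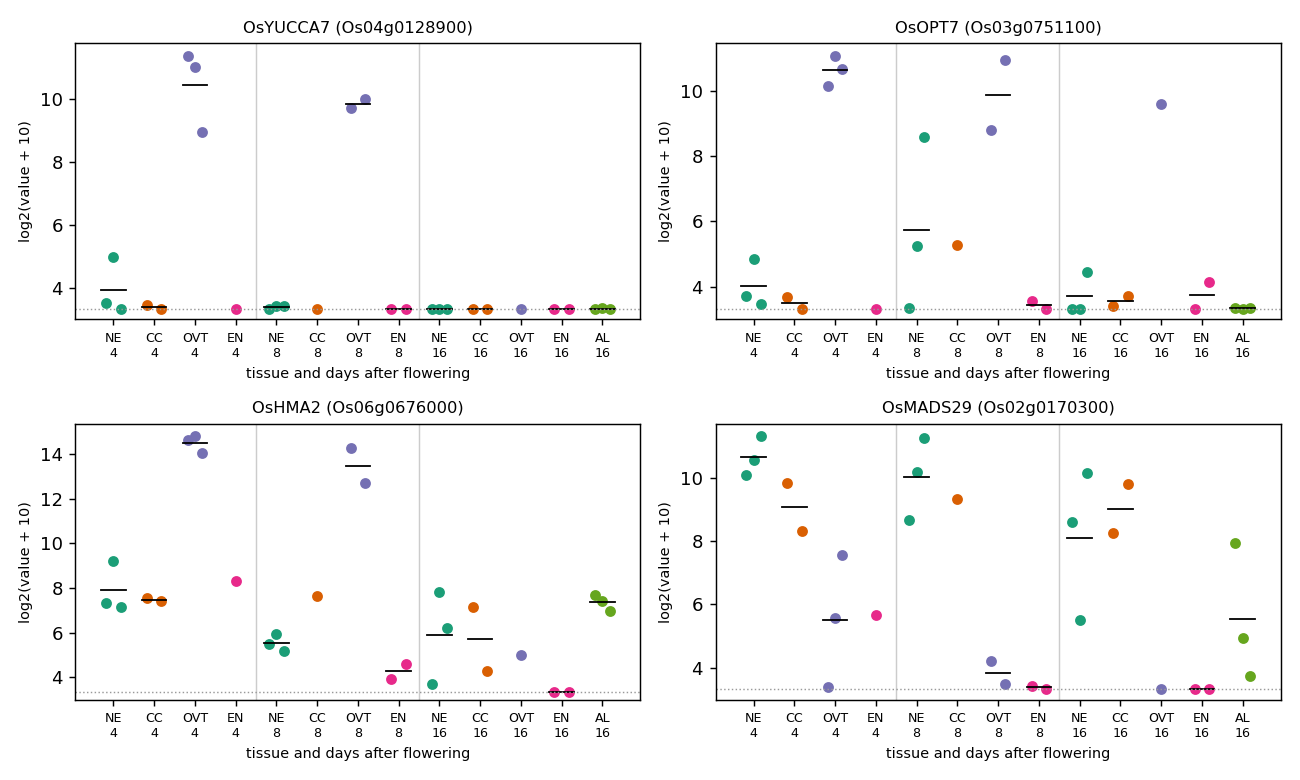
Values of OsYUCCA7, OsOPT7, OsHMA2 and OsMADS29 by tissue and stage. Points are libraries, lines are group means and the dotted line is a value of 0.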

The high number of genes encoding TFs that are differentially expressed during early grain development indicate the complex regulation of activities in the different seed tissues at this stage compared to the mature grain. 

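Of the MADS genes of the MIKC family, in OVT, 11 of 21 genes were higher and 1 lower (14 and 1 adjusted over the list alone, median log2 fold change 3.73, adjusted p = 0.182 with an estimated correlation) at 8 DAF and 9 of 21 genes were higher and 1 lower (12 and 2 adjusted over the list alone, median log2 fold change 2.35, adjusted p = 0.327 with an estimated correlation) at 4 DAF. In CC at 8 DAF, MYB genes were 5 higher and 0 lower of 33 and NAC genes 3 and 0 of 32 (5 and 0, and 3 and 0, adjusted over the list alone), with medians of -0.12 and -0.53. The 5 MYB genes higher in CC at 8 DAF became 3 with voom. The 3 NAC genes higher in CC at 8 DAF became 1 with voom. None of these families was over-represented among the specific genes after adjustment. The paper drew the families from these libraries, so their counts are not independent evidence.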

We found that the expression of genes for MADS, ARF, HB and ARR-B TFs in OVT and MYB and NAC TFs in CC was overrepresented at 4 and 8 DAF. Most of the motifs revealed by MEME analysis in DEGs at these stages also represent DNA sequences known to be bound by members of the MADS, ABI3VP1 and MYB families, thus establishing a strong correlation with the overrepresented OVT and CC TFs. Furthermore, the co-expression network analysis suggested those TFs (e.g. Os03g0753100, a MADS TF, expressed at OVT 4 DAF and Os07g0129700, a HB TF, expressed at OVT 8 DAF) also tightly associated with other target genes that are enriched in the function of transporters, and primary metabolism. 

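Os03g0753100 was at 105 ± 141 (SD, n = 3) in OVT at 4 DAF (log2 fold change 2.10, standard error 0.767, adjusted p = 0.0787) and 127 ± 180 (SD, n = 2) at 8 DAF (log2 fold change 2.34, standard error 0.878, adjusted p = 0.0928). Os07g0129700 was higher in OVT at 4 DAF (log2 fold change 4.79, standard error 0.598, adjusted p = 4.5e-06) and at 8 DAF, at 245 ± 301 (SD, n = 2) (log2 fold change 3.76, standard error 0.684, adjusted p = 0.000807). For Os03g0753100 at 4 DAF the adjusted p was 0.00586 without OVT MM06. At 8 DAF it was 0.00182 without OVT MM21.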

In EN, the overrepresented genes encoding TFs belong to the MYB, MADS, NAC and NF-Y families. 

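Of the NF-Y genes, in EN at 8 DAF, 6 of 14 genes were higher and 1 lower (7 and 2 adjusted over the list alone, median log2 fold change 2.04, adjusted p = 0.474 with an estimated correlation), led by Os10g0191900 (log2 fold change 5.91, adjusted p = 0.0259). MIKC and NAC genes there had 1 of 21 genes higher and 9 lower (1 and 12 adjusted over the list alone, median log2 fold change -2.75, adjusted p = 0.406 with an estimated correlation) and 2 of 32 genes higher and 10 lower (7 and 12 adjusted over the list alone, median log2 fold change -0.61, adjusted p = 0.577 with an estimated correlation); OsMADS29 (Os02g0170300) was among the lower ones (-4.36, adjusted p = 0.0149). The 6 NF-Y genes higher in EN at 8 DAF became 1 with a pseudocount of 1, 0 with voom and 0 without EN MM20 or EN MM22. The 9 MIKC genes lower in EN at 8 DAF became 2 with voom and 4 without EN MM20 or EN MM22. The 10 NAC genes lower in EN at 8 DAF became 0 with voom, 1 without EN MM20 and 2 without EN MM22. The paper drew the families from these libraries, so their counts are not independent evidence.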

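OsbZIP46 was higher in AL than in EN, OsbZIP23 was not, and OsbZIP72 was highest in OVT at 16 DAF, in 1 library marked as excluded in Table S8. The bZIP family gave 4 of 32 genes higher and 2 lower (6 and 2 adjusted over the list alone, median log2 fold change 0.30, adjusted p = 0.918 with an estimated correlation) in AL against EN. The 4 bZIP genes higher in AL than EN became 7 with TMM factors, 8 with a pseudocount of 1, 0 without EN MM17 and 1 without AL MM17 or AL MM18. Motifs in promoters were not searched. The paper drew the bZIP list from these libraries, so its counts are not independent evidence.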

The bZIP TF genes were mainly expressed in AL and EN, which is consistent with the suggestion from previous reports that bZIP TFs are expressed in AL and the EN tissues in rice and maize, and bind ABRE motifs to mediate the ABA-induced transcription (Xue et al. 2012; Li et al. 2014). Similarly, in maize endosperm during seed development, overrepresented genes encoding TFs also belong to bZIP, MADS, NAC, MYB and SBP families (Lu et al. 2013b; Zhan et al. 2015). In Arabidopsis, known seed-specific TFs include members of the MADS, ARR-B TFs, and bZIP TF families (Le et al. 2010; Khan et al. 2014a, 2014b). In the Arabidopsis funiculus, which connects the seed with the maternal plant and is the only direct route for nutrient transport into the seed, MYC TFs have been reported to regulate the auxin response (Khan et al. 2015). In barley, bZIP and MYB TFs are abundantly present during the transition from grain maturation to germination; while ARF and AUX/IAA TF family members are preferentially expressed in the embryo of germinating seeds (Sreenivasulu et al. 2008; Thiel et al. 2012; Zhang et al. 2016). These reports together with our results suggest that the above identified TF families are generally important for monocot grain development. Our data also revealed genes for novel TFs whose functions are currently unknown. For example, *OsWRKY109* (*Os05g0129800*) had its highest expression in OVT at 4 DAF, but its biological function and regulatory network remain to be identified. Thus, the differentially expressed rice TF genes provide useful information to further dissect the regulatory network controlling rice grain development.

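OsWRKY109 (Os05g0129800) was at 12.5 ± 11.8 (SD, n = 2) in OVT at 8 DAF and 0 at 16 DAF (1 library, marked as excluded in Table S8), after its peak at 4 DAF (log2 fold change 4.61, standard error 0.569, adjusted p = 3.86e-06). It was specific to OVT among the tissues of 4 DAF (smallest log2 fold change 4.56) and to 4 DAF among the stages of OVT (3.68).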

## Conclusion

Together, our comprehensive analysis of genes that are expressed in different tissues of developing rice grains and the subsets of genes that are differentially regulated in these tissues provides new insights into metabolic activities and regulatory transcription factors involved in the developmental and physiological processes. The information on tissue- and stage-specific genes as well as regulatory proteins is a useful resource for future functional genomics studies of rice grain development and grain filling as well as for the design of novel biofortification strategies.

## Materials and Methods

### Plant Material and Growth Conditions

Rice plants (*Oryza sativa* cv. Nipponbare) were grown in hydroponic solutions at 28 °C. Solutions for the hydroponic system were prepared as previously described (Wang et al. 2013). Rice grains were collected at 04, 08 and 16 days after flowering (DAF), de-husked and immediately frozen by placing the collection tubes in liquid nitrogen. Five sub-regions of the rice grains, including CC, NE, OVT, EN and AL were dissected for further analysis (see below). The time points were selected based on the reported differentiation of the main cell types (Krishnan and Dayanandan 2003). NE is differentiated into a single layer cell at around 4 DAF, while the enlarged cells and thickenings of NE are noticed at 8 DAF (Krishnan and Dayanandan 2003). CC are visible as greenish cell layer from 4 DAF to 16 DAF. OVT locates in the ventral side of the endosperm, in conjunction with NE (Krishnan and Dayanandan 2003). EN cells are gradually developing and enlarging through 4 to 16 DAF, and the outer layer of EN cells differentiate into AL at about 16 DAF.

### Cryostat Settings, Mount Slides Preparation and Laser Capture Micro-Dissection (LCM)

Three grains were used for each sample preparation. Cryostat was set to specific conditions with the knife at − 18 °C and specimen at − 20 °C. Thirty μm of trim and 10 μm of fine trim were used. Two to three rice grains from the same developing stage, i.e. 4, 8 or 16 DAF, were mounted in the mould with optimal cutting temperature compound (O.C.T. compound). The mounted samples were incubated at − 20 °C for 5 min. The fixed samples were then removed from the mould for further dissection. One drop of 70% ethanol was added onto the membrane slide. The slide was put upside down and was soaked and warmed in 70% ethanol solution. The slide was attached to the membrane surface of the microscope and was immediately placed back to the cryostat, further drying was allowed for 20 min and the samples were processed using the LCM. PALM LMC settings were adjusted to 65–75% of energy and focus. After Köhler-Illumination, the lens was changed to 10x or 20x objective. The laser-cut tissues were catapulted into an eppendorf cap and then the eppendorf tube was unmounted from the microscope. 350 μl RLT Buffer from Qiagen RNeasy Micro Kit was added to the cap and tube, vortexed for 5 min and incubated at room temperature (RT) for 5 min.

### RNA Extraction, Pre-Amplification and RNA Sequencing

The RNA extraction was done with the Qiagen RNeasy Micro Kit following manufacturer’s instruction manual. All RNA samples were adjusted to a concentration of 100 pg/μl prior to pre-amplification. Pre-amplification for the Illumina sequencing was done using the Clonetech SMARTer Ultra Low kit following the user’s manual with small modifications. In brief, the RNA samples were subjected to first strand cDNA synthesis, followed by 15 cycles of Long Distance (LD) PCR. The PCR amplified cDNA was subsequently purified by immobilizaiton on AMPure XP beads for 15 min at RT, resuspended in 15 μl nuclease-free water and stored at − 20 °C for further experiments and library preparation.

Three biological replicates for each tissue were sequenced at the Functional Genomics Center Zurich (FGCZ). 

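Replicates of OVT at 4 DAF correlated at 0.715 to 0.801, those of NE at 4 DAF at 0.799 to 0.854 and the 2 of CC at 4 DAF at 0.857. Over 20 pairs the mean was 0.807, the SD 0.081 and the median 0.803, and 6 pairs reached 0.85. With Spearman ranks 4 pairs did, with a mean of 0.785.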

Correlation coefficients of two biological replicates between tissues ranged from 0.85 to 0.9 for most samples, indicating that the results were highly reproducible. Biological replicates of poor quality (i.e., with low correlation coefficients) were excluded, therefore, 28 samples in total were used for detailed analysis [NE_4DAF(3), OVT_4DAF(3), CC_4DAF(2), EN_4DAF(1), NE_8DAF(3), OVT_8DAF(2), CC_8DAF(1), EN_8DAF(2), NE_16DAF(3), OVT_16DAF(1), CC_16DAF(2), EN_16DAF(2), AL_16DAF(3)] (Table S8). 

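The 28 libraries hold 815257 to 97250200 estimated reads, a 119-fold range, and 3 of the 13 groups (EN at 4 DAF, CC at 8 DAF and OVT at 16 DAF) have no replicate. To see what a lone library does, 8 groups with replicates were reduced to 1 library: the number of specific genes changed by a median ratio of 1.68 (0.602 in EN at 8 DAF to 9.85 in NE at 8 DAF), with 4 of 8 groups at 1.5 or more. Thinning that library further gave a median ratio of 1 (0.976 to 1.52). Table S8 lists 39 libraries and keeps 28; the 1 library of OVT at 16 DAF analysed here is marked as excluded there and as kept in its sample labels. One CC library (MM05) taken as 4 DAF here carries 8 DAF in its day label.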

The TruSeq SR Cluster Kit v4-cBot-HS (Illumina, Inc., California, USA) was used for cluster generation using 8 pM of pooled normalized libraries on the cBOT. Sequencing were performed on the Illumina HiSeq 2500 single end 126 bp using the TruSeq SBS Kit v4-HS (Illumina, Inc., California, USA).

Threshold for data analysis were chosen to be *p* < 0.001 and RNA-seq reads higher than 10. For a pair-wise comparison, gene expression level change higher than 2-fold and *p*-value< 0.05 were chosen. Reads were aligned with the STAR aligner (Dobin et al. 2012) to the cv. Nipponbare reference genome IRGSP1.0 (Tanaka et al. 2008). Gene expression counts were computed with R/Bioconductor. Differential expression was assessed with the Bioconductor packages edgeR (Robinson et al. 2009). Genes were considered as differentially expressed if the p-value was below 0.01 and the expression fold-change was greater than 2.

### qRT-PCR Validation

Reverse transcription was performed using Superscript-III Reverse Transcriptase (Invitrogen, Carlsbad, USA). The diluted cDNA samples were used as templates for RT-PCR and real-time PCR. The internal control genes used for RT- PCR were rice *UBIQUITIN 5* (*OsUBQ5*) and *ELONGATION FACTOR 1-ALPHA* (*OsEF-1α*). Real-time PCR was performed using SYBR Premix Ex Taq (Takara, Dalian, China) on a Rotor-Gene 3000 (Corbett Research, QIAGEN, Hilden, Germany) detection system and software, according to the manufacturer’s instructions. The primers used for qPCR validation are provided in Supplementary Table 7.

### Data Analysis

The enriched GO categories of subregion or stage-specific DEGs were analyzed in PlantGSEA (Yi et al. 2013) (The Plant GeneSet Enrichment Analysis, http://structuralbiology.cau.edu.cn/PlantGSEA/). Fisher test and cut-off for FDR-adjusted p-value < 0.01 was used to screen the GO term enrichment. The significantly changed metabolic pathway analysis was carried out using the KEGG (Tanabe and Kanehisa 2012) server (Kyoto Encyclopedia of Genes and Genomes, http://www.genome.jp/kegg/) with the threshold of p-value < 0.01. The functional gene set was annotated by TIGR (Rice Genome Annotation, http://rice.plantbiology.msu.edu/index.shtml) and RiceDB (http://ricedb.plantenergy.uwa.edu.au/). The categories of transcription factors were downloaded from PlantTFDB (http://planttfdb.cbi.pku.edu.cn/) for further analysis. DEGs were also assigned and visualized using MapMan v3.6. Default parameters were used and the background of mapping was TIGR7 rice protein and IPR Interpro.

Motif analysis was conducted using the MEME (Multiple EM for motif elicitation, http://meme-suite.org/) Suite analyzing tools (Bailey et al. 2009). 1000 bp proximal or distal to the translational start site ATG of the identified DEGs was extracted from RAPDB (http://rapdb.dna.affrc.go.jp/). Over-represented cis-motifs of a width of 6–10 nucleotides were selected. The enriched known motifs were analyzed in AME (McLeay and Bailey 2010) (Analysis of Motif Enrichment) tools by JASPAR plants database (http://jaspar.genereg.net) with the threshold of p-value < 0.05.

Gene co-expression analysis was performed as described previously (Coman et al. 2014). In brief, the Pearson correlation coefficients between DEGs were calculated. The analysis was visualized in Cytoscape (Cline et al. 2007).

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO accession number GSE153954.

## Supplementary information

**Additional file 1: Figure S1**. Representative images of rice grain thin sections before and after LCM. Representative light microscope images of NE, CC OVT and AL at 4, 8 and 16 days after flowering (DAF). Serial LCM of tissues was performed on thin sections of grains 16 DAF. Before, before LCM; After, after LCM; NE: Nucellar Epidermis; CC: Cross Cells; OVT: Ovular Vascular Trace; EN: Endosperm; AL: Aleurone Layer.

**Additional file 2: Figure S2**. Summary of differentially expressed genes (DEGs) and principle component analysis (PCA) for each rice grain tissue and stage during development. a Correlation of NE, CC, OVT, EN and AL at 4, 8, and 16 days after flowering (DAF) with different biological replicates. b PCA of rice grain tissues. Principle components in one to three collectively represent 79% of the variance in the dataset. NE: Nucellar Epidermis; CC: Cross Cells; OVT: Ovular Vascular Trace; EN: Endosperm; AL: Aleurone Layer.

**Additional file 3: Figure S3.** qRT-PCR validation of tissue-specific genes. Top three genes from each tissue were chosen from the list of DEGs. Values are the average of three technical replicates. Data from two biological replicates are shown. The error bars are from three technical replicates. The gene annotations are listed. NA represent novel genes without annotation. The expression was normalized to the expression of rice *UBIQUITIN 5* (*OsUBQ5*) gene.

**Additional file 4: Figure S4.** Gene Ontology (GO) analysis for the molecular functions of the DEGs in the developing rice grains. Significantly (*p* < 0.01) overrepresented GO terms in (a) OVT at 4, 8 and 16 DAF and (b) AL as compared to CC, NE, OVT and EN are shown as heatmaps.

**Additional file 5: Figure S5.** Co-expression analysis for OVT and CC specific genes in different stages of rice grain development. Co-expression datasets of a OVT- and b CC-specific genes were analysed and a graphic views produced using Cytoscape. Blue: OVT_04, yellow: OVT_08, red: OVT_16, green: bridge TF, and light blue: central TF

**Additional file 6: Figure S6.** Expression profiles of DEGs related to hormone metabolism and transporters in rice grain tissues during development. a Genes related to gibberellin (GA) biosynthesis, signaling and transporters. b Genes related to ethylene (ET) metabolism, transporters and receptors c Genes related to amino acid transport. d Genes involved in nitrate (N), sulfate (S) and phosphate (P) transport. The gene-normalized signal intensities are shown in the heat maps using Z-Scores. DAF: days after flowering.

**Additional file 7: Table S1.** Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis for OVT, CC and EN. The overrepresented pathways are shown by *p*-values < 0.05.

**Additional file 8: Table S2.** KEGG analysis for the AL. The overrepresented pathways are shown by p-values < 0.05.

**Additional file 9: Table S3.** Differentially expressed TF genes and their expression level in each tissue and grain development stages.

**Additional file 10: Table S4.** Expression level of hormone related genes in each tissue and grain development stages.

**Additional file 11: Table S5.** Expression level of transporter genes in each tissue and grain development stages.

**Additional file 12: Table S6.** Expression level of transporter families in each tissue and grain development stages.

**Additional file 13: Table S7**. qPCR primers used in this study.

**Additional file 14: Table S8.** Number of total counts and uniquely mapping rate in each sample.

## Data Availability

All data generated or analyzed in this study are included in this article and the supplementary information files. Further, the data discussed in the publication have been deposited in NCBI's GEO and are accessible through GEO accession number GSE153954.

## Abbreviations

LCM: Laser capture microdissection
CC: Cross cells
NE: Nucellar epidermis
OVT: Ovular vascular trace
EN: Endosperm
AL: Aleurone layer
DEGs: Differentially expressed genes

# Supplementary material for: Genome Wide Analysis of the Transcriptional Profiles in Different Regions of the Developing Rice Grains
**Source:** Rice (N Y). 2020 Sep 7;13:62. doi: 10.1186/s12284-020-00421-4
**Supplement:** Supplementary file 7 — Additional file 7: Table S1. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis for OVT, CC and EN. The overrepresented pathways are shown by p-values < 0.05.

**Table S1. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis for OVT, CC and EN.**

The over-represented pathways are shown by p-values <0.05

| **KEGG pathway** | **No.** | **p-value** |
| --- | --- | --- |
| **OVT** | | |
| Biosynthesis of secondary metabolites | osa01110 | 4.16E-05 |
| Metabolic pathways | osa01100 | 2.78E-05 |
| Amino sugar and nucleotide sugar metabolism | osa00520 | 3.29E-05 |
| Glycolysis / Gluconeogenesis | osa00010 | 6.70E-05 |
| Starch and sucrose metabolism | osa00500 | 7.61E-05 |
| **CC** | | |
| Phenylalanine metabolism | osa00360 | 1.09E-03 |
| Phenylpropanoid biosynthesis | osa00940 | 1.94E-03 |
| Plant hormone signal transduction | osa04075 | 3.51E-03 |
| Biosynthesis of secondary metabolites | osa01110 | 9.62E-02 |
| Ribosome | osa03010 | 6.28E-31 |
| Oxidative phosphorylation | osa00190 | 1.09E-04 |
| Protein processing in endoplasmic reticulum | osa04141 | 2.23E-03 |
| Pentose phosphate pathway | osa00030 | 8.80E-03 |
| Glycerophospholipid metabolism | osa00564 | 1.86E-02 |
| Endocytosis | osa04144 | 1.95E-02 |
| Metabolic pathways | osa01100 | 3.10E-02 |
| Spliceosome | osa03040 | 4.59E-02 |
| **EN** | | |
| Photosynthesis | osa00195 | 1.91E-14 |
| Metabolic pathways | osa01100 | 5.74E-07 |
| Glycerophospholipid metabolism | osa00564 | 1.38E-02 |
| Biosynthesis of secondary metabolites | osa01110 | 3.75E-02 |
| Porphyrin and chlorophyll metabolism | osa00860 | 4.00E-02 |
| Ascorbate and aldarate metabolism | osa00053 | 1.32E-03 |
| Carbon fixation in photosynthetic organisms | osa00710 | 5.32E-03 |

# Supplementary material for: Genome Wide Analysis of the Transcriptional Profiles in Different Regions of the Developing Rice Grains
**Source:** Rice (N Y). 2020 Sep 7;13:62. doi: 10.1186/s12284-020-00421-4
**Supplement:** Supplementary file 8 — Additional file 8: Table S2. KEGG analysis for the AL. The overrepresented pathways are shown by p-values < 0.05.

**Table S2. KEGG analysis for the AL.**

The overrepresented pathways are shown by p-values <0.05

| **KEGG pathway** | **No.** | **p-value** |
| --- | --- | --- |
| Biosynthesis of secondary metabolites | osa01110 | 3.93E-05 |
| Metabolic pathways | osa01100 | 5.59E-05 |
| Glycolysis / Gluconeogenesis | osa00010 | 2.70E-03 |
| Ubiquinone biosynthesis | osa00130 | 2.75E-03 |
| Carbon fixation in photosynthetic organisms | osa00710 | 4.59E-03 |
| Protein processing in endoplasmic reticulum | osa04141 | 5.95E-03 |
| RNA degradation | osa03018 | 9.37E-03 |
| Phosphatidylinositol signaling system | osa04070 | 1.14E-02 |
| Pyruvate metabolism | osa00620 | 1.37E-02 |
| Glutathione metabolism | osa00480 | 2.62E-02 |
| Fatty acid biosynthesis | osa00061 | 4.21E-03 |
| Steroid biosynthesis | osa00100 | 1.09E-02 |
| Carotenoid biosynthesis | osa00906 | 1.42E-02 |
| Glycerolipid metabolism | osa00561 | 1.78E-02 |
| RNA transport | osa03013 | 3.51E-02 |
| Mismatch repair | osa03430 | 8.10E-06 |
| DNA replication | osa03030 | 1.75E-05 |
| Ascorbate and aldarate metabolism | osa00053 | 2.15E-03 |
| Amino sugar and nucleotide sugar metabolism | osa00520 | 2.33E-03 |
| Oxidative phosphorylation | osa00190 | 2.09E-02 |
| N-Glycan biosynthesis | osa00510 | 2.14E-02 |
| Ribosome biogenesis in eukaryotes | osa03008 | 2.26E-02 |
| Plant-pathogen interaction | osa04626 | 2.59E-02 |
| Phenylpropanoid biosynthesis | osa00940 | 3.35E-02 |
| Sulfur metabolism | osa00920 | 3.39E-02 |
| Plant hormone signal transduction | osa04075 | 4.59E-02 |

# Supplementary material for: Genome Wide Analysis of the Transcriptional Profiles in Different Regions of the Developing Rice Grains
**Source:** Rice (N Y). 2020 Sep 7;13:62. doi: 10.1186/s12284-020-00421-4
**Supplement:** Supplementary file 13 — Additional file 13: Table S7. qPCR primers used in this study.

**Table S7. qPCR primers used in this study**

| **GeneID** | **Primer Name** | **Direction** | **Primer sequence (5'-3')** |
| --- | --- | --- | --- |
| Os04g0191400 | O1 | F | CTGTCACTGGAACAGCCTCA |
|  |  | R | GTTCATCTGGCTGTTGTGGA |
| Os05g0130600 | O2 | F | GGCGAGCTCACTTCTTGTTC |
|  |  | R | ACTTGGGCGCCTTTGGTT |
| Os01g0176700 | O3 | F | CACGTCTCGAGGAAGAGAGG |
|  |  | R | CCGATGTTCTTCACCGGTAT |
| Os02g0727100 | C1 | F | GACCTGGAGCAGAGTTGGAG |
|  |  | R | GAGCAGAGGAAGTCGTGGAG |
| Os06g0267900 | C2 | F | AATACACGTCGGCCTTATCG |
|  |  | R | TGCACGTTGTAATGGCAA AT |
| Os10g0116400 | C3 | F | ATTCTTGGTGGTTCGACTGG |
|  |  | R | GGACTTGATGGATGGCAAGT |
| Os09g0518200 | N1 | F | CAACGACAGAGGGGTTGAGT |
|  |  | R | CCATGAACTCCTTGCTCCTC |
| Os07g0440900 | N2 | F | GCAAGAAGGAATCCCAACTG |
|  |  | R | GGTGGTCATCTCACGGATCT |
| Os08g0398500 | N3 | F | AGCCAAGGAACATCACAAGG |
|  |  | R | CCTTCTTCTCCTTGCCCTTC |
| Os01g0593700 | E1 | F | TGCTTCCTCATCTTCCTCGT |
|  |  | R | ATATCGAGCTCGGGTTGATG |
| Os07g0422700 | E2 | F | AACCAAGGACGCTTTCAAGA |
|  |  | R | CGTAAGTTCGGCTCCTTCTG |
| Os04g0210700 | E3 | F | GACCATAATGTTCCGTGAAGG |
|  |  | R | TCTGGAAACCCCTCAAATGT |
| Os03g0234200 | UBQ5 | F | ACCACTTCGACCGCCACTACT |
|  |  | R | ACGCCTAAGCCTGCTGGTT |

How the deposited data were processed for this re-analysis (not part of the article)

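Cross cells, nucellar epidermis, ovular vascular trace and endosperm of rice grains at 4, 8 and 16 DAF, and aleurone layer at 16 DAF, were captured by laser and sequenced by the authors in 28 libraries, 13 groups of 1 to 3. EN at 4 DAF, CC at 8 DAF and OVT at 16 DAF have 1 library. The authors used 3 grains for each preparation, amplified the cDNA by PCR, aligned single-end reads with STAR to IRGSP-1.0 and counted them per gene with R/Bioconductor. The paper states no versions of STAR and no treatment of reads that match several genes.

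The signal values of the file, as deposited by the authors, are read numbers per gene multiplied by 1 factor per library. Of the values under 100 reads, 86.5 to 95.7% are whole multiples of 1 step within 0.03 of a read, and the step differs between libraries. The mean log2 value over the 3763 genes above 0 in every library is 8.28 to 8.29 in each library, so the scaling fixed it. The fraction of G and C bases per gene and the gene length, which the authors deposited beside the signal, were not used. Whole reads estimated from the step gave 815257 to 97250200 reads per library (median 6868649, a 119-fold range), and 3 reads served as the limit that a value of 0 allows. That limit covers counting error only. The estimated reads were 0.52 (NE MM06 of 4 DAF) to 1.62 times (EN MM17 of 16 DAF) the uniquely mapped reads of Table S8. The 2 are therefore not the same count. The file holds 1 further column of values per sample that matches no sample of the series, and it was not used. Of the 39 libraries in Table S8, 28 are marked as kept there, and 1 of the libraries analysed here, OVT at 16 DAF, is marked as excluded there while its sample labels mark it as kept. One CC library, MM05, has 8 DAF as its day label and 4 DAF in its title and in Table S8. It was taken as 4 DAF, which gives the paper's numbers of CC libraries per stage.

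Because the values are not counts, the planned count tests were not run. Values were taken as log2(value + 10) and fitted in limma 3.58.1 (R 4.3.3, statmod 1.5.0, data.table 1.17.8) with 1 mean for each of 13 groups and empirical Bayes variances with a trend and a robust prior (15 residual degrees of freedom, median prior 8.87). Of 45990 genes, 27529 with a value above 10 and at least 10 estimated reads in at least 1 library were tested. P-values are two-sided and were adjusted by Benjamini-Hochberg over all tested genes of a comparison, and for lists also over the list alone. A gene was called specific where its group mean was the highest, above 10, and the unadjusted p was under 0.001 against each other group of the same stage, or of the same tissue. AL was compared pairwise with each tissue of 16 DAF at p under 0.05 and more than 2-fold. Each tissue was also compared with the mean of the other 3 of its stage, each stage with the mean of the other 2 of its tissue, and 16 DAF with 4 and 8 DAF over the 4 tissues.

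Gene lists were 10 lists fixed before the values were read, 28 lists of GO identifiers given in the file, and 61 lists from Tables S3 to S6, which the authors drew from these libraries. Each was tested with camera in limma over 37 comparisons, with a preset correlation of 0.01, with an estimated one, and with fry, and adjusted over 370, 1036 and 2257 tests. The preset correlation was planned as the main form. The text gives p for the estimated one, since many calls with the preset are lost with it: for ribosome structure in EN at 16 DAF against the earlier stages, adjusted p was 4.75e-08 with the preset and 0.601 with the estimate. Fry does not set a list against other genes, and it passed some lists that camera with the estimate did not. For 16 DAF against 4 and 8 DAF, adjusted p with fry was 0.0123 for storage proteins and 0.000162 for brassinosteroid genes. The estimate gave 0.399 and 0.561. For starch synthesis in EN at 8 DAF fry gave 0.0667. Over-representation among specific genes was tested by Fisher's exact test, one-sided, over 672 tests of GO lists and over 456 tests of transcription factor families. The background for GO lists was the tested genes with a GO identifier (17150 in the file) and a mean above 10 in the group. For families it was the tested genes of Table S3. Named genes were set by a rule written before the values were read. They are the genes the paper names with an identifier in its text, Table S7 or Figs 5 to 7, the members of the fixed lists, and for each main comparison the 10 genes with the largest log2 fold change among those past the threshold whose values in every library of the group lie above every library of the groups compared. For a list of Tables S3 to S6, they are the 3 members with the largest change and any that go against the claim by the largest. The paper's own values for these genes had been seen when the rule was written. Names come from the paper only.

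Correlations, principal components, shares and figures were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Correlations are Pearson's over log2 values of genes, which are not independent replicates. For the correlation of replicates, group names were permuted 100000 times. The calls were also run on simulated libraries of the same depth and spread, with 200 genes of mean log2 value over 6 raised in 1 group. Of these genes, 13.5% raised 8-fold and 2% raised 4-fold were called specific to OVT at 4 DAF (3 libraries), and 7.5% raised 8-fold in OVT at 16 DAF (1 library), where 92 unchanged genes were called too.

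Alternatives were upper-quartile factors, no filter, a stricter filter, the replicate number as a block, the title prefix of 6 libraries as a covariate, adjusted p under 0.05 and more than 2-fold, p against the mean of the other groups, p under 0.01 for AL, fits of 1 stage alone, OVT at 16 DAF left out, thinning, a CPM minimum for detection, the 500 genes of highest variance, genes scaled to unit variance, Spearman correlation and each of 25 replicated libraries left out. TMM and median-of-ratios factors, pseudocounts of 1 and 30 and voom on estimated reads were added after the unit was known, and components of group means after their value was seen. For 2 differences between tissues in the change of a gene list, the other settings and the libraries left out were added after the difference was seen. Motifs, networks and lists by product name were not run.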

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

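The 2 differences between tissues below were tested on lists fixed beforehand, and the pairs of tissues were chosen after the separate results were seen.

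Photosynthesis genes moved apart between CC and NE from 4 to 8 DAF. The median log2 change over 38 genes was 2.11 in CC and -2.8 in NE, and the median difference between the 2 changes was 4.95. All 38 genes differ in that direction, 5 of them past an adjusted p under 0.05, and the list as a whole at an adjusted p of 0.00666 over 6 such tests. From 4 to 16 DAF the difference was 1.35 (adjusted p = 0.134). Other settings of this difference were run after it was seen, and 38 of 38 genes differed in the same direction in each. With each library of NE at 4 or 8 DAF and of CC at 4 DAF left out in turn, the adjusted p of the list was 0.00599 to 0.019 (2 to 8 genes past the threshold). It was 0.0111 with the title prefix as covariate (6 genes), 0.04 with a pseudocount of 1 (0 genes) and 0.132 with voom (0 genes), and 0 genes passed with TMM factors, 14 with no filter and 26 with a pseudocount of 30. The 3 other factors, 2 other filters and the pseudocount of 30 gave the list 0.00249 to 0.0075. The NE libraries MM05 and MM06 of 4 DAF have CC MM05 of 4 DAF as their nearest library (r = 0.892 and 0.818). Of the 26 genes higher at 4 DAF than later in NE, 6 were called with the title prefix as covariate, 9 with a pseudocount of 1, 17 with voom, 5 without NE MM06, 13 without NE MM13, 12 without NE MM20 of 8 DAF and 15 without NE MM17 of 16 DAF. CC at 8 DAF is 1 library of 815257 reads, so the lone sample is assumed to vary like the other groups, and the biological explanation, a tissue that greens while its neighbour loses these transcripts, was not tested against a second CC library.

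The change of cell cycle and replication genes from 4 DAF to the later stages differed between EN and OVT, at an adjusted p close to the threshold. The median log2 change over 15 genes was 3.92 in EN and 0.482 in OVT, with a median difference of 3.7, in the same direction for 15 of 15 genes, 3 of them past an adjusted p under 0.05. For the list the adjusted p was 0.0468. Within EN alone 7 of 15 genes were called and the list gave an adjusted p of 0.113. In OVT 0 were called by limma, 12 of 15 had a positive change, 1 at an unadjusted p under 0.05, 0 were called with voom and 2 without OVT MM22 of 8 DAF. Here too the other settings of the difference were run after it was seen. The adjusted p of the difference was above 0.05 without OVT MM05, MM06 or MM13 of 4 DAF (0.0651, 0.0609 and 0.0568), OVT MM22 (0.0501) or EN MM22 of 8 DAF (0.0543) and EN MM17 of 16 DAF (0.0514). It was 0.0684 with upper-quartile factors, 0.0706 with no filter, 0.101 with a pseudocount of 1 and 0.132 with voom. It stayed under 0.05 with 5 other settings (0.0266 to 0.0444) and without each of the other 3 libraries (0.00897 to 0.0453). EN at 4 DAF and OVT at 16 DAF are 1 library each, so 1 lone sample enters each side.

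The OVT library of 16 DAF analysed here is one that Table S8 marks as excluded and the sample labels mark as kept. Its values rank against those printed in the paper's tables at a Spearman correlation of 0.461, and every other group reaches at least 0.998. Genes above 10 on both sides were compared after their median ratio was removed. Of these, 3.4% lay within 5% of the printed values, against 100% in the lone libraries of EN at 4 DAF and CC at 8 DAF. These values argue against the printed ones coming from this library. Of the 8 aleurone and late seed genes, 7 lie above 3 reads in it, the limit that a count of 0 allows. OsEMP1 (Os05g0349800) was at 29160 there and at a mean of 6661 in AL, Os07g0638300 at 92520 and 86703, and Os11g0454200 at 7606 and 181, while OsVP1 (Os01g0911700) was at 0 and 166. Between OVT and CC, the change of this list at 16 DAF differed by 8.12 on the log2 scale (adjusted p = 0.0826), which does not pass the threshold. OVT at 16 DAF has no replicate here, and whether these transcripts belong to OVT cells at that stage or to cells captured with them was not tested.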

How the results depend on the processing

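Of 4196 values of 242 results under other settings, 3570 kept their side of the threshold or stayed within 1.5 times the reported count or share, or for a correlation within the SD over replicate pairs or 0.02, 562 counts or shares moved further, 42 calls were lost, 22 were gained and 0 changed direction. The settings TMM factors, median-of-ratios factors, pseudocount 1, pseudocount 30 and voom on estimated reads were chosen after the unit of the values was known, and group means, used for the components, were added after their value was seen. The planned count tests were not run, because the values are scaled signal and not counts, the motif search was not run, because no genome was in the reference, and product-name lists were not run. Depth limits CC at 8 DAF (815257 reads) and OVT at 16 DAF (1 read equals 11.12) most. Leaving out 1 library of 2 leaves a lone sample that is assumed to vary like the other groups. Values in parentheses are the reported ones, and except where a setting itself removes genes or libraries the cause was not tested.

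Under the setting "adjusted p under 0.05 and more than 2-fold", tissue-specific genes were NE at 8 DAF 36 (13), EN at 8 DAF 298 (146), NE at 16 DAF 43 (10), CC at 16 DAF 252 (163), EN at 16 DAF 581 (338). For Table S3 genes among the tissue-specific genes, NE at 8 DAF 2 (0), EN at 8 DAF 4 (1), NE at 16 DAF 1 (0), EN at 16 DAF 15 (8). Counts of stage-specific genes were NE at 4 DAF 107 (186), NE at 8 DAF 4 (10), NE at 16 DAF 25 (93). The numbers of genes higher in AL were than NE 0 (292), than CC 380 (2140), than OVT 2543 (5594), than EN 1816 (4479). Values for genes lower in AL were than NE 0 (422), than CC 581 (2423), than EN 1071 (2083).

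Under the setting "p under 0.001 against the mean of the other groups", tissue-specific genes were NE at 4 DAF 159 (1), CC at 4 DAF 473 (145), OVT at 4 DAF 1100 (402), EN at 4 DAF 492 (272), NE at 8 DAF 320 (13), CC at 8 DAF 1384 (715), OVT at 8 DAF 971 (319), EN at 8 DAF 799 (146), NE at 16 DAF 624 (10), CC at 16 DAF 873 (163), OVT at 16 DAF 1852 (1109), EN at 16 DAF 1247 (338). As for Table S3 genes among the tissue-specific genes, they were NE at 4 DAF 8 (0), CC at 4 DAF 13 (3), OVT at 4 DAF 110 (49), EN at 4 DAF 8 (3), NE at 8 DAF 11 (0), CC at 8 DAF 39 (18), OVT at 8 DAF 83 (38), EN at 8 DAF 13 (1), NE at 16 DAF 12 (0), CC at 16 DAF 35 (10), OVT at 16 DAF 48 (27), EN at 16 DAF 24 (8). For stage-specific genes, NE at 4 DAF 616 (186), CC at 4 DAF 406 (106), OVT at 4 DAF 1135 (152), EN at 4 DAF 612 (354), NE at 8 DAF 41 (10), CC at 8 DAF 592 (289), OVT at 8 DAF 644 (75), EN at 8 DAF 83 (28), NE at 16 DAF 367 (93), CC at 16 DAF 228 (58), EN at 16 DAF 389 (120). Counts of other results were 4 DAF-specific genes in any of the 4 tissues 2494 (749), 8 DAF-specific genes in any of the 4 tissues 1343 (400), 16 DAF-specific genes in any of the 4 tissues 2398 (1434), genes specific to a tissue at any stage 8061 (3090), genes specific to a tissue or a stage 9618 (4032).

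Under the setting "p under 0.01 and more than 2-fold", genes higher in AL were than NE 52 (292), than CC 991 (2140), than OVT 2740 (5594), than EN 2357 (4479). The numbers of genes lower in AL were than NE 73 (422), than CC 1191 (2423), than EN 1304 (2083).

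Under the setting "upper-quartile factors", tissue-specific genes were EN at 8 DAF 294 (146), OVT at 16 DAF 3152 (1109). Values for Table S3 genes among the tissue-specific genes were EN at 4 DAF 5 (3), EN at 8 DAF 5 (1), OVT at 16 DAF 75 (27). As for stage-specific genes, they were OVT at 16 DAF 3412 (1192). For other results, 16 DAF-specific genes in any of the 4 tissues 3625 (1434), genes specific to a tissue at any stage 5140 (3090), genes specific to a tissue or a stage 6335 (4032). Counts of genes lower in AL were than OVT 5244 (2806). The numbers of list genes higher were aleurone and late seed (AL vs CC at 16 DAF) 3 (0), Table S3 MYB (16 DAF in OVT) 6 (3), Table S3 HD-ZIP (16 DAF in OVT) 9 (5), Table S5 AA (OVT at 16 DAF) 7 (4), Table S5 Protein (AL vs EN at 16 DAF) 5 (3), storage proteins (EN at 8 DAF) 7 (2), starch synthesis (EN at 4 DAF) 1 (0), aleurone and late seed (OVT at 16 DAF) 7 (3), Table S3 C2H2 (CC at 8 DAF) 1 (2), Table S6 HMA (OVT at 16 DAF) 17 (10). Values for list genes lower were Table S5 Metal (EN at 16 DAF) 10 (6), Table S6 HMA (NE at 16 DAF) 9 (3).

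Under the setting "no filter", tissue-specific genes were NE at 4 DAF 2 (1). As for Table S3 genes among the tissue-specific genes, they were CC at 4 DAF 6 (3), NE at 8 DAF 1 (0), EN at 8 DAF 2 (1). For list genes higher, aleurone and late seed (AL vs EN at 16 DAF) 2 (5), Table S6 all (AL vs EN at 16 DAF) 13 (20), endosperm regulators (EN at 8 DAF) 1 (2), Table S3 C2H2 (CC at 8 DAF) 1 (2), Table S6 ZIP (OVT at 4 DAF) 1 (3). Counts of list genes lower were Table S4 GA (EN at 4 DAF) 2 (1).

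Under the setting "stricter filter", tissue-specific genes were EN at 4 DAF 128 (272). The numbers of Table S3 genes among the tissue-specific genes were EN at 4 DAF 1 (3). Values for stage-specific genes were EN at 4 DAF 218 (354), EN at 8 DAF 15 (28), EN at 16 DAF 78 (120).

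Under the setting "replicate block", tissue-specific genes were CC at 4 DAF 80 (145), NE at 8 DAF 4 (13), CC at 8 DAF 474 (715), EN at 8 DAF 43 (146), NE at 16 DAF 3 (10), CC at 16 DAF 92 (163). As for Table S3 genes among the tissue-specific genes, they were NE at 8 DAF 1 (0), CC at 16 DAF 3 (10). For stage-specific genes, NE at 4 DAF 39 (186), CC at 4 DAF 15 (106), OVT at 4 DAF 39 (152), EN at 4 DAF 221 (354), CC at 8 DAF 133 (289), OVT at 8 DAF 23 (75), EN at 8 DAF 13 (28), NE at 16 DAF 59 (93), CC at 16 DAF 10 (58), OVT at 16 DAF 601 (1192), EN at 16 DAF 36 (120). Counts of other results were 4 DAF-specific genes in any of the 4 tissues 310 (749), 8 DAF-specific genes in any of the 4 tissues 179 (400), 16 DAF-specific genes in any of the 4 tissues 700 (1434). The numbers of list genes higher were storage proteins (16 DAF vs earlier) 0 (8), cell cycle and replication (4 DAF in NE) 0 (7), cell cycle and replication (4 DAF in CC) 0 (7), aleurone and late seed (AL vs EN at 16 DAF) 3 (5), Table S3 all (AL vs EN at 16 DAF) 34 (52), Table S3 HD-ZIP (16 DAF in OVT) 3 (5), Table S3 NF-Y (EN at 8 DAF) 0 (6), Table S5 Protein (16 DAF in EN) 0 (2), Table S5 Metal (16 DAF vs earlier) 0 (7), Table S6 all (AL vs EN at 16 DAF) 13 (20), Table S6 HMA (16 DAF vs earlier) 0 (13), photosynthesis (4 DAF in NE) 0 (26), storage proteins (EN at 8 DAF) 0 (2), starch synthesis (EN at 4 DAF) 2 (0), endosperm regulators (EN at 8 DAF) 0 (2), Table S3 all (CC at 8 DAF) 31 (52), Table S3 C2H2 (CC at 8 DAF) 1 (2), Table S3 ERF (CC at 8 DAF) 3 (5), Table S3 NAC (CC at 8 DAF) 1 (3), Table S4 CK (OVT at 4 DAF) 3 (5), Table S4 ABA (16 DAF vs earlier) 0 (16), Table S5 N.S.P (NE at 16 DAF) 1 (4), Table S6 ZIP (OVT at 4 DAF) 1 (3). Values for list genes lower were Table S3 MIKC (16 DAF in OVT) 4 (7), Table S3 BZIP (16 DAF in OVT) 2 (10), Table S3 WRKY (16 DAF in OVT) 1 (4), Table S4 IAA (16 DAF in OVT) 8 (15), Table S4 BR (16 DAF vs earlier) 0 (11), Table S4 CK (16 DAF vs earlier) 0 (6), Table S4 GA (16 DAF vs earlier) 0 (8), Table S4 ET (16 DAF vs earlier) 0 (8), Table S4 GA (EN at 8 DAF) 1 (8), Table S5 AA (16 DAF vs earlier) 0 (8), Table S5 Sugar (16 DAF in EN) 0 (2), Table S5 Metal (EN at 8 DAF) 0 (5), Table S6 all (16 DAF vs earlier) 1 (23), sucrose transport and cleavage (16 DAF vs earlier) 1 (2), iron homeostasis (OVT at 4 DAF) 2 (1), Table S3 MIKC (EN at 8 DAF) 3 (9), Table S3 NAC (EN at 8 DAF) 0 (10), Table S5 Protein (16 DAF vs earlier) 0 (5). The deviations from group means correlated at a mean of 0.041 over the 25 pairs of libraries of 1 stage that share a number (-0.19 to 0.46, 6 of them over 0.1) and at -0.021 over the 49 other pairs. Not every library correlated best with its own number, which is a hint from the data and not from the design. The libraries were taken to share only a number, and what the numbers stand for is not stated. No number recurs between stages, so the block cannot pair stages. Its values for stage-specific genes and for lists compared between stages rest on 1 reference number per stage and do not test pairing. Of the named genes, the adjusted p was above 0.05 under the block for OsAAO3 (Os03g0790900) in AL against EN, 0.0661, OsZIP4 (Os08g0207500) in OVT at 4 DAF, 0.101, and OsWRKY71 (Os02g0181300) in AL against EN, 0.0515, and below it for Os03g0753100 in OVT at 4 DAF, 0.0373. For the differences between 2 tissues, the adjusted p of the list was 0.0521 for photosynthesis genes (0.00666) and 0.113 for cell cycle and replication genes (0.0468).

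Under the setting "title prefix as covariate", tissue-specific genes were NE at 4 DAF 2 (1), CC at 4 DAF 56 (145). As for stage-specific genes, they were CC at 4 DAF 54 (106), NE at 8 DAF 4 (10), NE at 16 DAF 49 (93), CC at 16 DAF 34 (58). For list genes higher, photosynthesis (CC at 4 DAF) 19 (32), storage proteins (16 DAF vs earlier) 5 (8), cell cycle and replication (4 DAF in NE) 1 (7), cell cycle and replication (4 DAF in CC) 0 (7), photosynthesis (4 DAF in NE) 6 (26), storage proteins (EN at 8 DAF) 6 (2). Counts of list genes lower were Table S4 ET (16 DAF vs earlier) 5 (8).

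Under the setting "only the libraries of that stage", tissue-specific genes were NE at 4 DAF 0 (1), CC at 4 DAF 46 (145), OVT at 4 DAF 228 (402), EN at 4 DAF 440 (272), OVT at 8 DAF 200 (319), NE at 16 DAF 18 (10), CC at 16 DAF 256 (163), EN at 16 DAF 187 (338). The numbers of Table S3 genes among the tissue-specific genes were OVT at 4 DAF 24 (49), EN at 4 DAF 7 (3), OVT at 8 DAF 21 (38), NE at 16 DAF 1 (0), EN at 16 DAF 3 (8). Values for genes lower in AL were than NE 215 (422).

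Under the setting "OVT at 16 DAF left out", list genes lower were Table S4 CK (16 DAF vs earlier) 3 (6), Table S4 ET (16 DAF vs earlier) 4 (8), Table S4 GA (EN at 16 DAF) 4 (7), Table S5 AA (16 DAF vs earlier) 3 (8), Table S5 Protein (16 DAF vs earlier) 1 (5). As for list genes higher, they were Table S5 Metal (16 DAF vs earlier) 4 (7), Table S5 N.S.P (NE at 16 DAF) 1 (4).

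Under the setting "thinned to the smallest library", genes with more than 10 reads were EN at 4 DAF 7288 (19215), NE at 8 DAF 13778 (21995), OVT at 8 DAF 10668 (17226), EN at 8 DAF 4231 (14871), NE at 16 DAF 12672 (24116), EN at 16 DAF 3179 (11895), AL at 16 DAF 10484 (22947).

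Under the setting "CPM of at least 1", genes with more than 10 reads were CC at 8 DAF 14178 (7995).

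Under the setting "500 genes of highest variance", other results were variance on PC1 to PC3, percent 78.2 (43.6).

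Under the setting "TMM factors", tissue-specific genes were EN at 4 DAF 418 (272), NE at 16 DAF 29 (10), OVT at 16 DAF 675 (1109). For Table S3 genes among the tissue-specific genes, EN at 4 DAF 7 (3), NE at 16 DAF 1 (0). Counts of stage-specific genes were CC at 8 DAF 180 (289), EN at 16 DAF 78 (120). The numbers of genes higher in AL were than NE 510 (292). Values for list genes higher were aleurone and late seed (AL vs CC at 16 DAF) 3 (0), Table S3 BZIP (AL vs EN at 16 DAF) 7 (4), Table S5 Protein (AL vs EN at 16 DAF) 6 (3), starch synthesis (EN at 4 DAF) 1 (0), Table S3 C2H2 (CC at 8 DAF) 1 (2), Table S3 ERF (CC at 8 DAF) 3 (5), Table S4 IAA (OVT at 16 DAF) 5 (10).

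Under the setting "median-of-ratios factors", list genes higher were aleurone and late seed (AL vs CC at 16 DAF) 1 (0), Table S5 Protein (AL vs EN at 16 DAF) 5 (3).

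Under the setting "pseudocount 1", tissue-specific genes were NE at 4 DAF 0 (1), CC at 4 DAF 45 (145), EN at 4 DAF 170 (272), CC at 8 DAF 311 (715), EN at 8 DAF 79 (146), NE at 16 DAF 18 (10), CC at 16 DAF 74 (163), OVT at 16 DAF 610 (1109), EN at 16 DAF 189 (338). As for Table S3 genes among the tissue-specific genes, they were CC at 4 DAF 1 (3), OVT at 4 DAF 30 (49), CC at 8 DAF 10 (18), EN at 8 DAF 2 (1), CC at 16 DAF 3 (10), OVT at 16 DAF 13 (27), EN at 16 DAF 1 (8). For stage-specific genes, NE at 4 DAF 115 (186), CC at 8 DAF 67 (289), OVT at 8 DAF 44 (75), EN at 8 DAF 11 (28), OVT at 16 DAF 772 (1192), EN at 16 DAF 54 (120). Counts of other results were 8 DAF-specific genes in any of the 4 tissues 127 (400), 16 DAF-specific genes in any of the 4 tissues 911 (1434), genes specific to a tissue at any stage 1759 (3090), genes specific to a tissue or a stage 2614 (4032). The numbers of genes higher in AL were than NE 479 (292). Values for list genes higher were photosynthesis (CC at 4 DAF) 5 (32), cell cycle and replication (4 DAF in EN) 3 (7), Table S3 all (AL vs EN at 16 DAF) 87 (52), Table S3 ARF (OVT at 4 DAF) 4 (8), Table S3 NF-Y (EN at 8 DAF) 1 (6), Table S3 BZIP (AL vs EN at 16 DAF) 8 (4), Table S4 ABA (AL vs EN at 16 DAF) 17 (11), Table S5 AA (OVT at 8 DAF) 6 (10), Table S5 Protein (AL vs EN at 16 DAF) 7 (3), Table S5 Metal (AL vs EN at 16 DAF) 9 (5), photosynthesis (4 DAF in NE) 9 (26), storage proteins (EN at 8 DAF) 0 (2), endosperm regulators (EN at 8 DAF) 0 (2), Table S3 C2H2 (CC at 8 DAF) 1 (2), Table S3 ERF (CC at 8 DAF) 3 (5), Table S4 CK (OVT at 4 DAF) 3 (5).

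Under the setting "pseudocount 30", tissue-specific genes were NE at 4 DAF 2 (1). As for Table S3 genes among the tissue-specific genes, they were EN at 8 DAF 4 (1). For stage-specific genes, CC at 8 DAF 546 (289), EN at 16 DAF 181 (120). Counts of other results were 8 DAF-specific genes in any of the 4 tissues 679 (400). The numbers of genes higher in AL were than NE 143 (292). Values for list genes higher were iron homeostasis (AL vs EN at 16 DAF) 1 (2), Table S5 Metal (AL vs EN at 16 DAF) 3 (5), storage proteins (EN at 8 DAF) 8 (2), starch synthesis (EN at 4 DAF) 1 (0), Table S5 N.S.P (NE at 16 DAF) 2 (4). As for list genes lower, they were Table S3 WRKY (16 DAF in OVT) 2 (4), iron homeostasis (OVT at 4 DAF) 0 (1), Table S6 HMA (NE at 16 DAF) 5 (3).

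Under the setting "voom on estimated reads", tissue-specific genes were NE at 4 DAF 0 (1), CC at 4 DAF 10 (145), OVT at 4 DAF 230 (402), NE at 8 DAF 0 (13), CC at 8 DAF 211 (715), OVT at 8 DAF 70 (319), EN at 8 DAF 16 (146), NE at 16 DAF 0 (10), CC at 16 DAF 6 (163), EN at 16 DAF 83 (338). For Table S3 genes among the tissue-specific genes, CC at 4 DAF 0 (3), OVT at 4 DAF 31 (49), CC at 8 DAF 6 (18), OVT at 8 DAF 7 (38), EN at 8 DAF 0 (1), CC at 16 DAF 0 (10), EN at 16 DAF 1 (8). Counts of stage-specific genes were CC at 4 DAF 0 (106), OVT at 4 DAF 8 (152), EN at 4 DAF 162 (354), NE at 8 DAF 2 (10), CC at 8 DAF 55 (289), OVT at 8 DAF 3 (75), EN at 8 DAF 0 (28), NE at 16 DAF 47 (93), CC at 16 DAF 2 (58), EN at 16 DAF 48 (120). The numbers of other results were 4 DAF-specific genes in any of the 4 tissues 295 (749), 8 DAF-specific genes in any of the 4 tissues 60 (400), 16 DAF-specific genes in any of the 4 tissues 954 (1434), genes specific to a tissue at any stage 1513 (3090), genes specific to a tissue or a stage 1997 (4032). Values for genes higher in AL were than NE 2252 (292), than OVT 2473 (5594). As for genes lower in AL, they were than NE 1671 (422), than CC 3668 (2423), than OVT 6329 (2806), than EN 4785 (2083). For list genes higher, starch synthesis (EN at 8 DAF) 1 (7), storage proteins (16 DAF vs earlier) 2 (8), cell cycle and replication (4 DAF in CC) 0 (7), cell cycle and replication (4 DAF in EN) 12 (7), aleurone and late seed (AL vs EN at 16 DAF) 1 (5), aleurone and late seed (AL vs CC at 16 DAF) 1 (0), aleurone and late seed (16 DAF in OVT) 2 (7), Table S3 all (OVT at 8 DAF) 73 (111), Table S3 HD-ZIP (16 DAF in OVT) 2 (5), Table S3 NF-Y (EN at 8 DAF) 0 (6), Table S4 IAA (AL vs EN at 16 DAF) 6 (10), Table S4 CK (OVT at 8 DAF) 3 (6), Table S4 BR (OVT at 8 DAF) 3 (6), Table S5 ATP (OVT at 8 DAF) 3 (6), Table S5 AA (OVT at 8 DAF) 4 (10), Table S5 Protein (16 DAF in EN) 1 (2), Table S5 Protein (AL vs EN at 16 DAF) 5 (3), Table S5 N.S.P (CC at 16 DAF) 2 (5), Table S5 Metal (16 DAF vs earlier) 2 (7), Table S6 HMA (16 DAF vs earlier) 5 (13), photosynthesis (4 DAF in NE) 17 (26), storage proteins (EN at 8 DAF) 0 (2), starch synthesis (EN at 4 DAF) 1 (0), endosperm regulators (EN at 8 DAF) 0 (2), Table S3 BHLH (OVT at 8 DAF) 5 (9), Table S3 all (CC at 8 DAF) 24 (52), Table S3 C2H2 (CC at 8 DAF) 1 (2), Table S3 ERF (CC at 8 DAF) 3 (5), Table S3 MYB (CC at 8 DAF) 3 (5), Table S3 NAC (CC at 8 DAF) 1 (3), Table S4 IAA (OVT at 16 DAF) 3 (10), Table S4 ABA (16 DAF vs earlier) 9 (16), Table S5 N.S.P (NE at 16 DAF) 2 (4), Table S6 ZIP (OVT at 4 DAF) 1 (3). Counts of list genes lower were Table S3 MIKC (16 DAF in OVT) 1 (7), Table S3 BZIP (16 DAF in OVT) 1 (10), Table S3 WRKY (16 DAF in OVT) 0 (4), Table S3 ERF (EN at 16 DAF) 3 (9), Table S4 IAA (16 DAF in OVT) 8 (15), Table S4 CK (16 DAF vs earlier) 2 (6), Table S4 GA (16 DAF vs earlier) 2 (8), Table S4 ET (16 DAF vs earlier) 2 (8), Table S4 GA (EN at 8 DAF) 0 (8), Table S4 GA (EN at 16 DAF) 2 (7), Table S5 AA (16 DAF vs earlier) 4 (8), Table S5 AA (EN at 16 DAF) 3 (8), Table S5 Sugar (16 DAF in EN) 0 (2), Table S5 Sugar (OVT at 4 DAF) 1 (4), Table S5 Metal (EN at 8 DAF) 0 (5), Table S6 all (16 DAF vs earlier) 9 (23), sucrose transport and cleavage (16 DAF vs earlier) 0 (2), Table S3 MIKC (EN at 8 DAF) 2 (9), Table S3 all (EN at 16 DAF) 46 (80), Table S3 NAC (EN at 8 DAF) 0 (10), Table S4 ABA (EN at 16 DAF) 5 (12), Table S4 GA (EN at 4 DAF) 0 (1), Table S5 Protein (16 DAF vs earlier) 0 (5), Table S6 HMA (NE at 16 DAF) 9 (3).

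With each library left out in turn, lowest to highest values were, for tissue-specific genes, NE at 4 DAF 0 to 15 (1), CC at 4 DAF 111 to 257 (145), NE at 8 DAF 4 to 39 (13), OVT at 8 DAF 265 to 749 (319), EN at 8 DAF 86 to 171 (146), NE at 16 DAF 5 to 83 (10), CC at 16 DAF 119 to 310 (163). The numbers of Table S3 genes among the tissue-specific genes were NE at 4 DAF 0 to 1 (0), CC at 4 DAF 2 to 5 (3), EN at 4 DAF 3 to 5 (3), NE at 8 DAF 0 to 2 (0), EN at 8 DAF 0 to 3 (1), NE at 16 DAF 0 to 3 (0), EN at 16 DAF 3 to 10 (8). Values for stage-specific genes were NE at 4 DAF 88 to 253 (186), NE at 8 DAF 5 to 35 (10), NE at 16 DAF 35 to 257 (93), CC at 4 DAF 92 to 324 (106), CC at 16 DAF 43 to 231 (58), OVT at 4 DAF 99 to 410 (152), OVT at 8 DAF 58 to 652 (75), EN at 16 DAF 59 to 291 (120). As for other results, they were 8 DAF-specific genes in any of the 4 tissues 303 to 1002 (400). For list genes higher, photosynthesis (CC at 4 DAF) 14 to 34 (32), Table S4 BR (OVT at 4 DAF) 4 to 7 (7), photosynthesis (4 DAF in NE) 5 to 26 (26), Table S4 CK (OVT at 4 DAF) 3 to 5 (5), Table S6 ZIP (OVT at 4 DAF) 0 to 3 (3), cell cycle and replication (4 DAF in CC) 1 to 6 (7), cell cycle and replication (4 DAF in OVT) 0 to 2 (0), starch synthesis (EN at 8 DAF) 1 to 10 (7), Table S3 all (OVT at 8 DAF) 65 to 116 (111), Table S3 NF-Y (EN at 8 DAF) 0 to 8 (6), Table S4 IAA (OVT at 8 DAF) 12 to 21 (19), Table S4 CK (OVT at 8 DAF) 2 to 6 (6), Table S4 BR (OVT at 8 DAF) 2 to 9 (6), Table S5 ATP (OVT at 8 DAF) 1 to 6 (6), Table S5 AA (OVT at 8 DAF) 5 to 10 (10), storage proteins (EN at 8 DAF) 0 to 4 (2), endosperm regulators (EN at 8 DAF) 0 to 2 (2), secondary cell wall (OVT at 8 DAF) 0 to 1 (0), Table S3 C2H2 (CC at 8 DAF) 1 to 2 (2), Table S5 Protein (16 DAF in EN) 0 to 3 (2), starch synthesis (EN at 16 DAF) 5 to 11 (9), Table S5 N.S.P (CC at 16 DAF) 1 to 5 (5), aleurone and late seed (OVT at 16 DAF) 3 to 6 (3), Table S5 N.S.P (NE at 16 DAF) 1 to 4 (4), aleurone and late seed (AL vs EN at 16 DAF) 0 to 6 (5), iron homeostasis (AL vs EN at 16 DAF) 0 to 1 (2), Table S3 all (AL vs EN at 16 DAF) 11 to 36 (52), Table S3 BZIP (AL vs EN at 16 DAF) 0 to 4 (4), Table S4 IAA (AL vs EN at 16 DAF) 4 to 8 (10), Table S4 ABA (AL vs EN at 16 DAF) 3 to 10 (11), Table S5 Protein (AL vs EN at 16 DAF) 0 to 2 (3), Table S5 Sugar (AL vs EN at 16 DAF) 1 to 2 (2), Table S5 Metal (AL vs EN at 16 DAF) 2 to 4 (5), Table S6 all (AL vs EN at 16 DAF) 3 to 17 (20). Counts of list genes lower were iron homeostasis (OVT at 4 DAF) 0 to 1 (1), Table S5 Protein (16 DAF vs earlier) 3 to 6 (5), Table S4 GA (EN at 8 DAF) 2 to 9 (8), Table S5 Metal (EN at 8 DAF) 0 to 8 (5), Table S3 MIKC (EN at 8 DAF) 4 to 10 (9), Table S3 NAC (EN at 8 DAF) 1 to 11 (10), Table S5 Sugar (16 DAF in EN) 0 to 2 (2), Table S3 ERF (EN at 16 DAF) 2 to 8 (9), Table S4 GA (EN at 16 DAF) 3 to 7 (7), Table S5 AA (EN at 16 DAF) 3 to 10 (8), Table S5 Metal (EN at 16 DAF) 2 to 7 (6), Table S3 all (EN at 16 DAF) 30 to 83 (80), Table S4 ABA (EN at 16 DAF) 5 to 14 (12), starch synthesis (AL vs EN at 16 DAF) 3 to 9 (9). The numbers of genes higher in AL were than NE 78 to 1095 (292). Values for genes lower in AL were than NE 112 to 1168 (422).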

Differences from the paper's values

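The alternatives named here were set before the data were examined unless a sentence says otherwise, and the number in parentheses is the value under the alternative. The paper's rule for specific genes is p under 0.001 and more than 10 reads, and it does not say which groups were compared or whether p was adjusted; the value limit here is 10 on the scaled signal, and each other group was compared. The gene sets behind the paper's counts were not analysed here, so how many of its genes each setting drops is open.

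OVT at 4 DAF: 402 specific genes here, the paper's 635, with adjusted p under 0.05 and more than 2-fold (556), without OVT 4 DAF replicate MM06 (464), without OVT 4 DAF replicate MM13 (476) within 1.5 times of it and the other 13 not; also within it, chosen after seeing the values: pseudocount 30 (448). OVT at 8 DAF: 319 specific genes here, the paper's 753, with p under 0.001 against the mean of the other groups (971), without OVT 8 DAF replicate MM22 (749) within 1.5 times of it and the other 13 not. EN at 4 DAF: 272 specific genes here, the paper's 143, with stricter filter (128), title prefix as covariate (205), without CC 4 DAF replicate MM05 (208) within 1.5 times of it and the other 13 not; also within it, chosen after seeing the values: pseudocount 1 (170). EN at 16 DAF: 338 specific genes here, the paper's 185, with only the libraries of that stage (187), without NE 16 DAF replicate MM18 (272), without CC 16 DAF replicate MM18 (262) within 1.5 times of it and the other 12 not; also within it, chosen after seeing the values: TMM factors (240), pseudocount 1 (189). NE at 8 DAF: 13 specific genes here, the paper's 147, with none of the 15 alternatives within 1.5 times of it. NE at 16 DAF: 10 specific genes here, the paper's 16, with no filter (13), only the libraries of that stage (18), without NE 16 DAF replicate MM17 (21), without CC 16 DAF replicate MM18 (19), without EN 16 DAF replicate MM18 (14) within 1.5 times of it and the other 10 not; also within it, chosen after seeing the values: median-of-ratios factors (11), pseudocount 1 (18), pseudocount 30 (13). CC at 4 DAF: 145 specific genes here, the paper's 53, with title prefix as covariate (56), only the libraries of that stage (46) within 1.5 times of it and the other 14 not; also within it, chosen after seeing the values: pseudocount 1 (45). CC at 16 DAF: 163 specific genes here, the paper's 99, with upper-quartile factors (139), stricter filter (148), replicate block (92), without NE 16 DAF replicate MM17 (119), without EN 16 DAF replicate MM17 (138), without EN 16 DAF replicate MM18 (141) within 1.5 times of it and the other 9 not; also within it, chosen after seeing the values: pseudocount 1 (74).

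For AL both sides use p under 0.05 and more than 2-fold, and the paper also states p under 0.01 for differential expression. The OVT library of 16 DAF analysed here is one that Table S8 marks as excluded and the sample labels mark as kept, so the counts against OVT, and those for OVT at 16 DAF in the other paragraphs, may compare unlike samples. AL against CC at 16 DAF: 4563 genes here, the paper's 1158, with adjusted p under 0.05 and more than 2-fold (961) within 1.5 times of it and the other 12 not. AL against EN at 16 DAF: 6562 genes here, the paper's 2885, with adjusted p under 0.05 and more than 2-fold (2887), p under 0.01 and more than 2-fold (3661) within 1.5 times of it and the other 11 not. AL against NE at 16 DAF: 714 genes here, the paper's 185, with p under 0.01 and more than 2-fold (125), without NE 16 DAF replicate MM04 (190) within 1.5 times of it and the other 12 not. AL against OVT at 16 DAF: 8400 genes here, the paper's 2990, with none of the 11 alternatives within 1.5 times of it.

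4 DAF: 749 stage-specific genes here, the paper's 1752, with p under 0.001 against the mean of the other groups (2494) within 1.5 times of it and the other 28 not. 8 DAF: 400 stage-specific genes here, the paper's 773, with no filter (516), without OVT 8 DAF replicate MM21 (569), without OVT 8 DAF replicate MM22 (1002) within 1.5 times of it and the other 26 not; also within it, chosen after seeing the values: pseudocount 30 (679). 16 DAF: 1434 stage-specific genes here, the paper's 2190, with adjusted p under 0.05 and more than 2-fold (1922), p under 0.001 against the mean of the other groups (2398), without NE 16 DAF replicate MM18 (1589), without CC 16 DAF replicate MM17 (1620), without CC 16 DAF replicate MM18 (1621), without EN 16 DAF replicate MM17 (1643), without EN 16 DAF replicate MM18 (1476) within 1.5 times of it and the other 22 not; also within it, chosen after seeing the values: pseudocount 30 (1741).

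4 DAF in NE: 186 stage-specific genes here, about 400 in the paper's Fig. 1d, read by eye, with none of the 16 alternatives within 1.5 times of it. 4 DAF in CC: 106 stage-specific genes here, about 320 in the paper's Fig. 1d, read by eye, with p under 0.001 against the mean of the other groups (406), without CC 4 DAF replicate MM13 (324) within 1.5 times of it and the other 9 not. 8 DAF in NE: 10 stage-specific genes here, about 48 in the paper's Fig. 1d, read by eye, with p under 0.001 against the mean of the other groups (41), without NE 8 DAF replicate MM20 (35) within 1.5 times of it and the other 14 not. 8 DAF in OVT: 75 stage-specific genes here, about 470 in the paper's Fig. 1d, read by eye, with p under 0.001 against the mean of the other groups (644), without OVT 8 DAF replicate MM22 (652) within 1.5 times of it and the other 10 not. 16 DAF in NE: 93 stage-specific genes here, about 380 in the paper's Fig. 1d, read by eye, with p under 0.001 against the mean of the other groups (367), without NE 16 DAF replicate MM18 (257) within 1.5 times of it and the other 14 not. 16 DAF in CC: 58 stage-specific genes here, about 210 in the paper's Fig. 1d, read by eye, with p under 0.001 against the mean of the other groups (228), without CC 16 DAF replicate MM17 (231), without CC 16 DAF replicate MM18 (220) within 1.5 times of it and the other 8 not. 16 DAF in EN: 120 stage-specific genes here, about 230 in the paper's Fig. 1d, read by eye, with without EN 16 DAF replicate MM17 (291) within 1.5 times of it and the other 10 not; also within it, chosen after seeing the values: pseudocount 30 (181).

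The paper gives p under 0.01 and more than 2-fold for differential expression and does not say which groups its totals compare; those here take the rules for specific genes instead and leave out AL, and with AL the total is 14921. Genes specific to a tissue or a stage: 4032 here, the paper's 10037, with p under 0.001 against the mean of the other groups (9618) within 1.5 times of it and the other 28 not. Transcription factor genes of Table S3 among them: 152 here, the paper's 470, computed under no alternative.

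The paper does not state the base of its shares of transcription factors or the genes behind its components; the shares here are of the 467 tested Table S3 genes. Share of Table S3 genes, OVT at 4 DAF: 10.5% here, the paper's 21.3%, with p under 0.001 against the mean of the other groups (23.6) within 1.5 times of it and the other 15 not. Share of Table S3 genes, OVT at 8 DAF: 8.14% here, the paper's 21.5%, with p under 0.001 against the mean of the other groups (17.8) within 1.5 times of it and the other 14 not. Share of Table S3 genes, OVT at 16 DAF: 5.78% here, the paper's 15.5%, with upper-quartile factors (16.1) within 1.5 times of it and the other 14 not. Share of Table S3 genes, CC at 8 DAF: 3.85% here, the paper's 13%, with none of the 15 alternatives within 1.5 times of it. Variance on components 1 to 3: 43.6% here, the paper's 79%, with 500 genes of highest variance (78.2) within 1.5 times of it and the other 1 not; also within it, chosen after seeing the values: group means (62.1).

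The paper places OsMADS29 in OVT at 4 and 8 DAF. Here OsMADS29 (Os02g0170300) was at 1700 ± 738 (SD, n = 3) in NE and 72.2 ± 93.8 (SD, n = 3) in OVT at 4 DAF, while OsGIF1 (Os04g0413500), named with it, was higher in OVT at 4 DAF (log2 fold change 4.33, standard error 1.01, adjusted p = 0.00565). Of the 4 auxin biosynthesis genes that the paper places in OVT at 4 and 8 DAF, OsYUCCA7 (Os04g0128900) was there, at 1716 ± 1101 (SD, n = 3) at 4 DAF. OsYUCCA4 (Os01g0224700) was at 0 in OVT and 33.1 ± 29.6 (SD, n = 3) in NE at 4 DAF, OsASA1 (Os03g0826500) was highest in EN at 16 DAF, at 1702 ± 441 (SD, n = 2), and OsASA2 (Os03g0264400) in CC at 8 DAF, at 295. OsRR2 (Os02g0557800), placed in OVT at 8 DAF by the paper, was higher there than in the other tissues, and its mean was larger at 4 DAF, 807 ± 217 (SD, n = 3) against 159 ± 97.6 (SD, n = 2). OsRR6 (Os04g0673300) was highest in EN at 16 DAF, at 702 ± 857 (SD, n = 2).

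The paper names 5 ethylene-responsive and heat shock factors as higher in AL. Here 1 of the 5 had its highest mean in AL, Os05g0437100 at 11.8 ± 4.29 (SD, n = 3). Os04g0653600 was at 11180 in the OVT library of 16 DAF and 22.7 ± 16.2 (SD, n = 3) in AL, and this OVT library is not the one that Table S8 keeps for the paper. Os10g0419300, Os06g0553100 and Os02g0232000 had their highest means in NE at 16 DAF. OsNCED1 (Os02g0704000) and OsNCED2 (Os12g0617400), of the abscisic acid genes that the paper places in AL and EN, were highest in CC at 16 DAF, at 92.2 ± 35 (SD, n = 2) and 182 ± 205 (SD, n = 2). OsAAO3 (Os03g0790900) was higher in AL than in EN, while the paper places synthesis genes in both. That call was lost with voom (adjusted p = 0.0838), and the log2 fold change was 1.57 without EN MM17.

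For the lists that follow, the numbers are members called one by one, and p is that of the whole list with an estimated correlation. HMA genes, which the paper has as lower at 16 DAF, rose in 13 and fell in 2 of 32 over the 4 tissues (adjusted p = 0.0735), while OsHMA2 fell. Fewer rose with voom, and the paper also has a group of HMA genes as higher in NE and AL at 16 DAF. The mean over the 4 tissues leaves out AL, and the median log2 fold change of all genes was -0.291. Ethylene signal genes are given as stable, and of the whole ethylene list, which is wider, 5 rose and 8 fell of 34 (adjusted p = 0.997). WRKY genes, given as elevated in OVT at 16 DAF, rose in 1 and fell in 4 of 20 (adjusted p = 0.892), with a median of -0.49 against -0.58 for all genes. Ribosome genes, whose processes the paper has as rising in CC, OVT and EN at 16 DAF, rose in 87 and fell in 44 of 301 in OVT, fell in 10 in CC and fell in 14 in EN, with 0 rising in CC and EN by limma at an adjusted p under 0.05 (as lists, adjusted p = 0.823, 0.812 and 0.601). The median of the ribosome genes in OVT was 0, against -0.58 for all genes. For OVT at 16 DAF these lists may compare unlike samples.

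The paper gives correlations of replicates from 0.85 for most samples, and 6 of 20 pairs reached it here. Group means of 809 genes in Tables S3 to S5 rank like those here at a Spearman correlation of at least 0.998 in 12 groups and 0.461 in OVT at 16 DAF, where the library analysed here is one that Table S8 marks as excluded. OsFIB (Os01g0169800) is above 0 in the paper's table for that group and at 0 here.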

Other observations

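The test of 1 RNA or library counted under 2 tissues was chosen only after the result was seen, and the lists in the next 2 paragraphs were picked for mention after their values were seen; the other tests were set before theirs.

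Of the DOF genes of Table S3, 9 of 11 were higher and 0 lower in OVT at 4 DAF (median log2 fold change 3.29, adjusted p = 0.0207 with an estimated correlation), and of the TALE genes 10 of 15 were higher and 0 lower (median 2.57, adjusted p = 0.00131), led by Os03g0727000. For ARF genes 8 of 15 were higher and 0 lower (median 2.45, adjusted p = 0.0258), and for bHLH genes 10 of 41 were higher and 4 lower. No family was over-represented among specific genes after adjustment, with 0.13 the lowest adjusted p, for TALE. The paper drew these lists from the same libraries.

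Of the carbohydrate metabolism genes, 32 of 338 were higher and 6 lower in NE at 4 DAF than at the later stages (adjusted p = 0.549 with an estimated correlation). They held 14 of the 114 NE genes specific to 4 DAF that have a GO term (Fisher's exact test, adjusted p = 3.78e-05). The 3 cellulose synthase genes of secondary walls, a list fixed beforehand, were all higher in OVT at 4 DAF: Os01g0750300 (log2 fold change 3.877, adjusted p = 0.00169), Os09g0422500 (2.207, adjusted p = 0.00351) and Os10g0467800 (2.027, adjusted p = 0.000453). As a set they gave an adjusted p of 0.282 with an estimated correlation. At 8 DAF 0 of the 3 were called by limma, 1 at unadjusted p under 0.05 and 0 with voom, and 1 was called without OVT MM21.

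Other GO lists gave, in CC at 8 DAF, 13 of 14 light harvesting genes higher and 0 lower, 19 and 1 of 32 for photosystem II and 14 and 1 of 23 for the oxygen-evolving complex (adjusted p = 0.0544, 0.0544 and 0.0346 with an estimated correlation). In OVT at 4 DAF metal ion binding genes were 21 higher and 11 lower of 204 and catalytic activity genes 70 and 98 of 1069. Intracellular protein transport genes were 10 higher and 8 lower of 154 in AL against EN.

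The NE library MM17 and the AL library MM17 of 16 DAF lie closer to each other than replicates of a tissue do. Aleurone cells captured with part of the nucellar epidermis in the NE library alone would leave more NE transcripts there. The tables argue against this: over 262 genes at least 4-fold higher in both other NE libraries than in both other AL libraries, the median log2 ratio of the pair was -0.0024, against 3.48 in the other libraries. Of the 262 genes, 117 were at or under a value of 10 in both MM17 libraries, where the added 10 holds the ratio near 0. An equal mix of the 2 tissues in both libraries would give the same ratio and was not tested. Also open is 1 RNA or library counted under 2 tissues. The median absolute log2 deviation of the pair's gene ratios was 0.158, against a median of 0.944 and a lowest value of 0.373 over 20 replicate pairs, and such a duplication is a candidate explanation. A biological likeness of the 2 tissues was not tested and stays open too.

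Transcripts of storage proteins made up 1.08 to 17% of the signal in 8 of the 9 libraries of CC, NE, OVT and AL at 16 DAF. Endosperm RNA carried over in 1 proportion would bring starch synthesis genes along at the same share of their EN level. The 9 starch synthesis genes used were those called higher in EN than in the other tissues at 16 DAF, so genes low in those tissues were favoured. In 3 of the 8 libraries these lay more than 2-fold below the storage proteins, with ratios of 0.236 in OVT, 0.336 and 0.464 in AL. In AL MM04 they lay above, at 3.49. Ratios in NE MM04 and MM17 (0.702 and 0.501) and in CC MM17 and MM18 (1.33 and 1.59) lay within 2-fold. Too few libraries fall on either side to decide, so carried-over RNA and expression in these tissues cannot be told apart.

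The single libraries of OVT at 16 DAF and CC at 8 DAF gave the largest numbers of tissue-specific genes, 1109 and 715. Fewer reads in the library are argued against: thinning a lone library to 815211 reads changed its count by a median ratio of 1 over 8 groups (0.976 to 1.52). A group of 1 library in place of replicates stays open as a candidate explanation, since keeping 1 library of a replicated group gave a median ratio of 1.68 (0.602 to 9.85), with 4 of 8 groups at 1.5 or more. A larger number of specific genes in these tissues at these stages was not tested apart from it.

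Between AL and NE at 16 DAF, 714 genes differed. The 6 libraries make 10 splits into groups of 3, too few for a share under 0.05; 4 of the 10 gave at least as many, the real one included, and the highest other split gave 2239. That is several times the real count and points to a structure of the samples other than tissue. The split with 2239 sets NE MM17, AL MM17 and AL MM18, with 16.5 to 16.9% of the signal on storage proteins, against NE MM04, NE MM18 and AL MM04, with 0.638 to 3.57%. The real split parts NE MM17 from AL MM17, the closest pair. The splits with 2239, 1289 and 990 keep that pair together, as does 1 with 614. The splits do not separate the likeness of this pair from the storage protein share. For NE, 289 gene calls were specific to 1 stage, and 1 of 100 draws over its 9 libraries, the real one, gave as many. The highest other draw gave 227, so a random assignment of stages rarely gave as many. NE MM05 and MM06 of 4 DAF carry a title prefix that no later library has. The draws do not separate stage from that prefix.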
